# *EPB41L4A-AS1* long noncoding RNA acts in both *cis*- and *trans*-acting transcriptional regulation and controls nucleolar biology

**DOI:** 10.7554/eLife.106846

**Published:** 2026-03-10

**Authors:** Alan Monziani, Juan Pablo Unfried, Todor Cvetanovic, Igor Ulitsky

**Keywords:** long noncoding RNA, snoRNAs, nucleolus, chromosomes, gene regulation, Human

## Abstract

Mammalian genomes are pervasively transcribed into long noncoding RNAs (lncRNAs), whose functions and modes of action remain poorly understood. *EPB41L4A-AS1* is an evolutionarily conserved, broadly and highly expressed lncRNA that produces the H/ACA snoRNA *SNORA13* from one of its introns. We studied the consequences of *EPB41L4A-AS1* perturbation in breast cancer cells and found that it acts both in *cis*, to enhance transcription of the proximal *EPB41L4A* gene and additional genes in its two flanking topologically associated domains, and in *trans* by broadly regulating gene expression, including expression of snoRNAs, transcription of genes involved in nucleolar biology and the distribution of nucleolar proteins. These effects are phenocopied by the loss of SUB1, an interactor of *EPB41L4A-AS1*, and are observed following transient perturbations of *EPB41L4A-AS1* that do not affect steady-state *SNORA13* levels or the rRNA modification it helps install. Exogenous expression of the full-length *EPB41L4A-AS1* locus but not *SNORA13* expression can rescue the *trans*-acting transcriptional effects of its perturbation. The *EPB41L4A-AS1* gene is thus a versatile locus producing RNA molecules acting on multiple levels for key cellular functions.

## Introduction

Long noncoding RNAs (lncRNAs) are a highly heterogeneous group of RNA molecules, defined as being >500 nt long and not displaying a significant protein-coding potential (Statello et al., 2021; Wu et al., 2017; Ransohoff et al., 2018; Mattick et al., 2023). Given this broad definition and the pervasive transcription of the human genome (Hangauer et al., 2013; Carninci et al., 2005; The ENCODE Project Consortium, 2007; Kapranov et al., 2007), lncRNAs are now the RNA class with the largest number of annotated genes (Mudge et al., 2025). However, only a limited number of lncRNAs have well-defined mechanisms of action. Long noncoding RNAs exhibit a wide range of expression levels, driven by varying transcription rates and half-lives. Similarly to protein-coding mRNAs, lncRNAs are transcribed by RNA polymerase II (Pol II), 5′ capped with 7-methyl guanosine (m^7^G), polyadenylated at their 3′ ends, and have a canonical exon–intron structure. Interestingly, small peptides arising from short and poorly conserved translated open reading frames (ORFs) have been reported in several lncRNAs (Ruiz-Orera et al., 2014; Chen et al., 2020; Barczak et al., 2023; Kesner et al., 2023), and studies using ultra-deep sequencing of ribosome profiling data and deep proteomic analysis found evidence of translation of ORFs in hundreds of lncRNAs (Chothani et al., 2022). Yet it remains unclear how many of these are encoding functional peptides, mainly because these ORFs are typically poorly conserved and the protein products do not appear to be abundant (Housman and Ulitsky, 2016).

One way to functionally classify lncRNAs is by the nature of the functional elements harbored within their loci. One class comprises genes in which the DNA element has a function unrelated to the transcription of the locus (Paralkar et al., 2016). The other includes cases in which the act of transcription is functionally relevant, while the resulting RNAs are ‘byproducts’ of Pol II activity, which, for example, can tune the expression of another locus in 3D proximity (Statello et al., 2021; Ali and Grote, 2020; Beucher et al., 2022; De Santa et al., 2010). This class is potentially broad because it can explain the prevalence of lncRNA loci in which the lncRNAs are expressed at very few copies and/or have sequences that are evolving without any apparent selection. For the cases where the RNA product is functional, a further distinction can be made between *cis*-acting lncRNAs, the function of which is restricted to the locus from which they are transcribed, and *trans*-acting lncRNAs, which are transcribed, processed, and then move away by diffusion or active transport to exert their function elsewhere. The latter RNAs require a relatively stable RNA molecule because they have to interact with one or more other RNA species and/or proteins, whereas, for *cis*-acting lncRNAs, such an RNA molecule may or may not be necessary, with the act of transcription and concomitant chromatin remodeling reported to be sufficient in several cases (Gil and Ulitsky, 2020).

Small nucleolar RNAs (snoRNAs) are intermediate-sized RNAs whose main function is to guide the installation of RNA modifications on other RNAs, mainly ribosomal RNAs (rRNAs). In mammalian cells, snoRNAs are produced from introns of polyadenylated transcripts, some of which code for proteins, and others are instead lncRNAs. Noncoding snoRNA host genes (or ncSHNG) are characterized by several characteristic features, including high and broad expression levels, relatively inefficient splicing, and sensitivity to nonsense-mediated decay (Monziani and Ulitsky, 2023). While lncRNA functions have been shown for some ncSNHGs, most remain poorly understood. Here, we describe a bioinformatic screen that converged on *EPB41L4A-AS1*, a very abundant and conserved ncSNHG acting as a regulator in *cis*, and our observations that this lncRNA also works in *trans* to regulate nucleolar biology.

## Results

### A computational screen for putative *cis*-acting lncRNAs

We hypothesized that lncRNAs likely to act in *cis* will be occasionally co-regulated with their target genes and also found in spatial proximity to the target promoters. We sought such lncRNA–target pairs in the GeneHancer database (Fishilevich et al., 2017), that connects regulatory elements and their targets by combining tissue co-expression data, enhancer-enriched histone modifications, transcription factor binding, Hi-C data, and eQTLs. We complemented this resource with RNA-seq datasets from the breast cancer cell line MCF-7 exposed to different treatments (Sun et al., 2015; Nagarajan et al., 2020; Janky et al., 2014; Figure 1A and Supplementary file 1). This analysis (see Methods) led us to focus on four lncRNA–target pairs connected in GeneHancer and in which both genes were significantly either upregulated or downregulated in the treatment conditions, compared to controls (Figure 1—figure supplement 1A–D). We knocked down (KD) each candidate for 72 hr with two distinct GapmeRs—antisense oligonucleotides with a DNA core that induces the degradation of target nascent RNA via RNAse H activity. We then tested the expression of the target genes using RT-qPCR. Among the four lncRNAs, KD of *EPB41L4A-AS1* with both GapmeRs significantly repressed *EPB41L4A* (Figure 1B), whereas the other lncRNAs had no substantial effects on the putative target genes.

**Figure 1.**
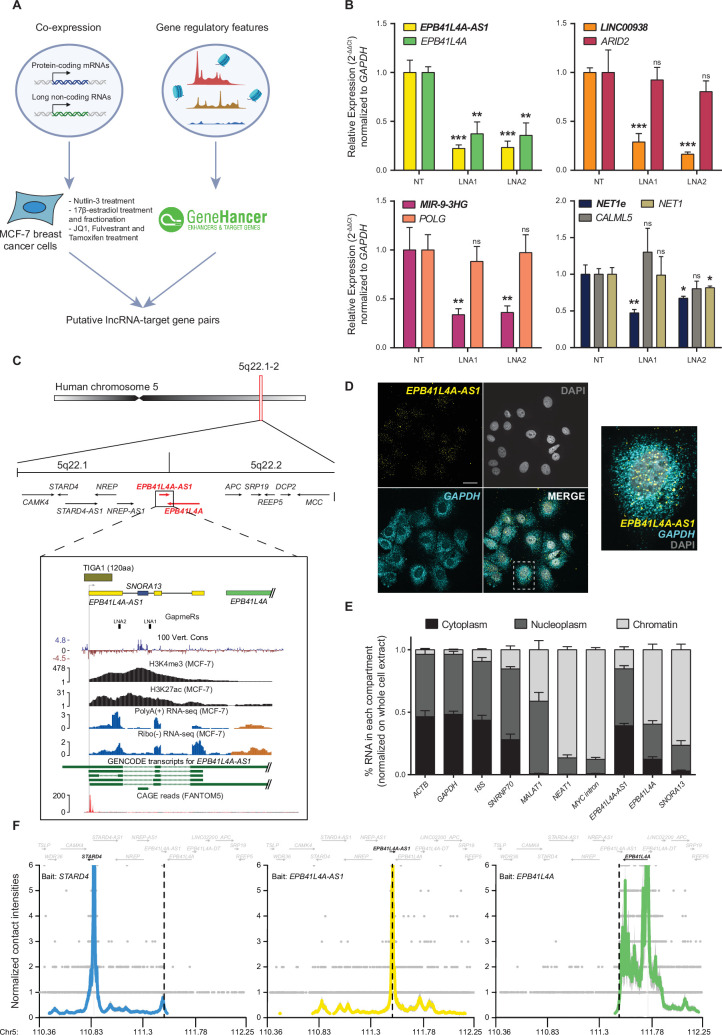
*EPB41L4A-AS1* is a highly expressed lncRNA with a widespread cellular distribution. (**A**) Graphical overview of the screen to identify candidate *cis*-acting lncRNAs. (**B**) RT-qPCR to assess the expression of each candidate *cis*-acting lncRNA and their predicted *cis*-regulated target genes, following KD with two unique GapmeRs. (**C**) (Top) Overview of the 5q22.1–2 locus, with the bars highlighting the two TADs. (Bottom) Zoom in on the *EPB41L4A-AS1* locus, with tracks for the PhyloP conservation score (UCSC genome browser), H3K4me3 and H3K27ac histone modifications (ENCODE), PolyA+ and Ribo(−) RNA-seq coverage (this study), GENCODE transcripts and CAGE reads (FANTOM5). The location of the GapmeRs used in this study is also reported. (**D**) A representative single-molecule RNA FISH (smFISH) image shows *EPB41L4A-AS1* intracellular localization. *GAPDH* and DAPI were used to label the cytoplasm and the nucleus, respectively (scale bar = 20 µm, ×100 magnification). (**E**) RT-qPCR analysis of subcellular fractionation experiments. The percentages of RNA in each compartment were obtained by normalizing the expression in the different fractions to that in whole cells. (**F**) UMI-4C contact profiles using baits targeting the TSSes of *STARD4* (left), *EPB41L4A-AS1* (center), or *EPB41L4A* (right). The dotted line represents the center of the *EPB41L4A-AS1* locus. All experiments were performed in *n* = 3 biological replicates, except UMI-4C with *n* = 2, with the error bars in the bar plots representing the standard deviation. ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test).

**Figure 1—figure supplement 1.**
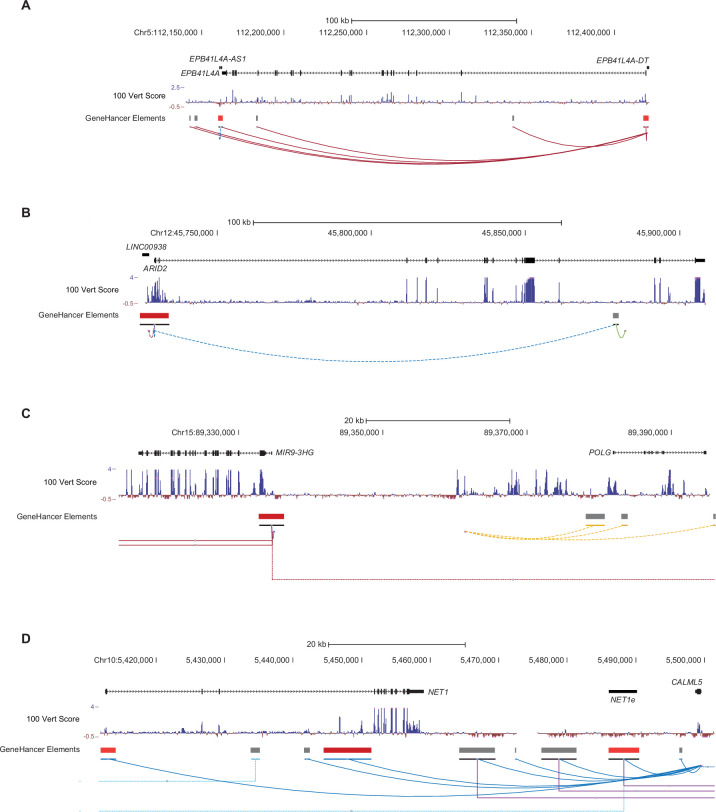
UCSC Genome Browser view of the loci containing the selected lncRNAs and target genes for validation. View of the EPB41L4A-AS1–EPB41L4A (**A**), LINC00938–ARID2 (**B**), MIR9-3HG–POLG (**C**), and NET1e–NET1–CALML5 (**D**) loci. In each view, the PhyloP conservation score and GeneHancer (GH) elements are also reported.

**Figure 1—figure supplement 2.**
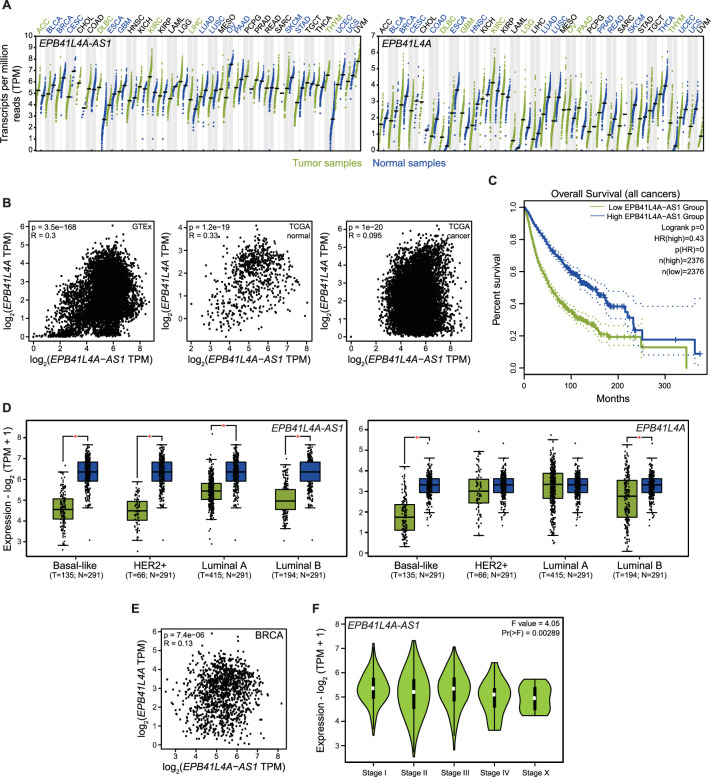
EPB41L4A-AS1 is dysregulated in several cancer types and correlates with survival. (**A**) Expression level of EPB41L4A-AS1 (left) and EPB41L4A (right) across the TCGA cohort. The thick lines and each point represent the median and an individual sample, respectively, and the color on top reflects whether the indicated genes are significantly more expressed in control or tumor conditions. (**B**) Correspondence between the expression of EPB41L4A-AS1 and EPB41L4A in GTEx v8 (left), TCGA control (center), and tumor (right) samples. The Spearman’s correlation coefficient and p-value are also reported. (**C**) Kaplan–Meier survival curve stratified into individuals with the lower and higher 50% expression level of EPB41L4A-AS1. (**D**) Expression level of EPB41L4A-AS1 (left) and EPB41L4A (right) in patients with the different breast cancer subtypes and matched controls. The thick lines, edges of the box, whiskers, and each point represent the median, first and third quartiles, the upper and lower 1.5 interquartile ranges (IQRs), and an individual sample, respectively. (**E**) Correspondence between the expression of EPB41L4A-AS1 and EPB41L4A in breast cancer (BRCA) samples. (**F**) Expression level of EPB41L4A-AS1 in patients at different breast cancer stages. The white dot and edges of the box represent the median and the first and third quartiles, respectively. The one-way ANOVA p-value for differential expression is also reported. In all cases, *p < 0.05. Data was accessed using the GEPIA2 portal (Tang et al., 2019).

**Figure 1—figure supplement 3.**
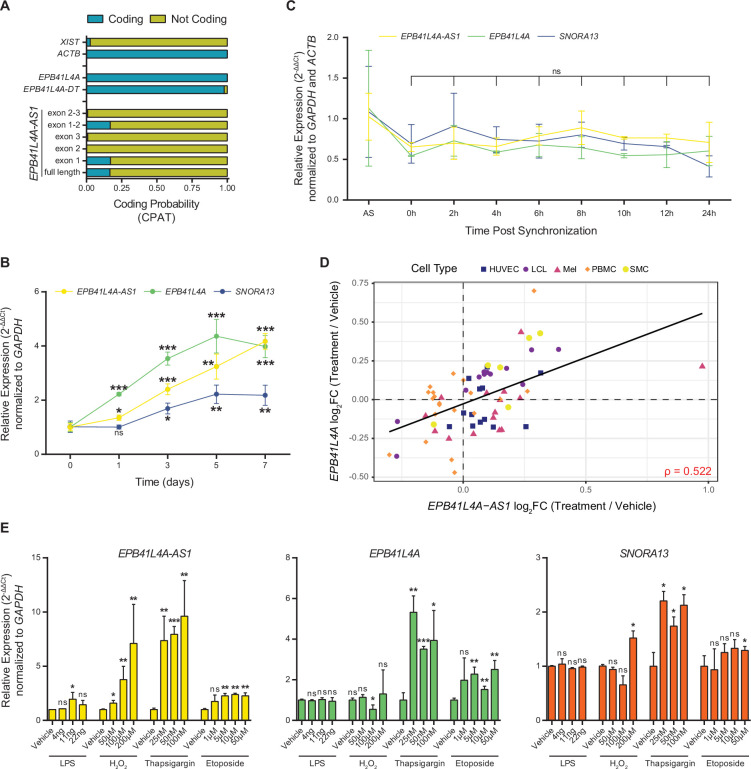
EPB41L4A-AS1 expression is altered upon multiple stimuli. (**A**) CPAT (Wang et al., 2013) analysis of the indicated transcripts. As controls for a noncoding and a coding transcript, XIST and ACTB are reported. Changes in gene expression for the indicated genes. (**B**) during a time course of 7 days in serum starvation conditions, (**C**) following the release from a double thymidine cell cycle block, (**D**) in a panel of 250 unique cell type-treatment combinations (the Spearman’s correlation coefficient and trendline are also reported), (**E**) and after exposing MCF-7 cells to lipopolysaccharide (LPS), hydrogen peroxide (H_2_O_2_), thapsigargin, and etoposide. When applicable, all experiments were performed in *n* = 3 biological replicates, with the error bars in the dot plots and boxplots representing the standard deviation. In all cases, ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test).

### *EPB41L4A-AS1* is a complex lncRNA gene

The *EPB41L4A-AS1* locus is ~2 kb (kilobases) long, and the main transcribed isoform terminates ~300 nt from the 3′ end of the main isoform of the convergently transcribed *EPB41L4A* gene, and >250 kb away from the *EPB41L4A* transcription start site (TSS, Figure 1C). 

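On GRCh37, EPB41L4A-AS1 (ENSG00000224032.6_2) is annotated on the plus strand of chromosome 5 with its outermost 5′ end at 111496223 and a first exon that reaches 111496992 in most transcripts. The next exons of its longer transcripts start at 111497400 and 111497848, and the last exon ends at 111498012 in several of them and at 111500515 in the longest. EPB41L4A (ENSG00000129595.13_4), which encodes a protein of the band 4.1 family, is transcribed from the minus strand, from 111755010 down to 111478137. The annotated span of SNORA13 runs from 111497182 to 111497314 on the plus strand. The site of the GapmeR LNA2 (sequence ACGCTGCTTTTAAGTT) lies at 111496918 to 111496933, in an exon of 6 of the 9 annotated transcripts of EPB41L4A-AS1. The site of the GapmeR LNA1 (TACACTTAAGGCTAGC) lies at 111497350 to 111497365, downstream of SNORA13 and in an intron of 8 of these transcripts. The EPB41L4A-targeting GapmeR (CCGTGAACATAATTGG) matches 111544961 to 111544976, in an intron of both EPB41L4A transcripts that span it. The paper's text does not say whether the gene counting used the strand of the reads, so reads from the overlapping parts of these antisense genes may not be told apart.

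**Figure D1:**
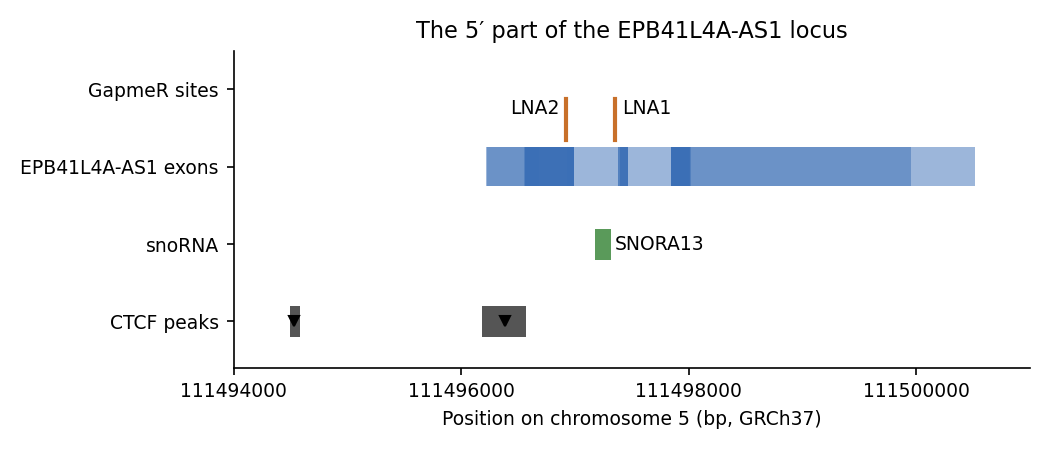
Map of the 5′ part of the EPB41L4A-AS1 locus on chromosome 5 (GRCh37, position in bp), with annotated exons, SNORA13, the sites of both GapmeRs and the CTCF peaks. LNA2 sits at 111496918 and LNA1 at 111497350, on opposite sides of SNORA13.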

An H/ACA snoRNA, *SNORA13*, a homolog of yeast *snR35*, is embedded within the first intron of *EPB41L4A-AS1*. This snoRNA guides pseudouridylation on position 1248 of the small subunit 18S rRNA (Babaian et al., 2020). This modification is the first step in the installation of one of the most complex RNA modifications known to date—*N*1-methyl-*N*3-aminocarboxypropyl-pseudouridine (m(1)acp(3)Ψ)—that is located next to the tRNA P-site and is often lost in human cancers (Babaian et al., 2020). Recently, *SNORA13* has been reported to negatively regulate ribosome biogenesis by decreasing the incorporation of RPL23 into maturing 60S subunits, eventually triggering p53-mediated cellular senescence (Cheng et al., 2024).

Several groups reported different functions of *EPB41L4A-AS1*. It was found to be differentially expressed across the cell cycle, and its KD affected cell cycle progression and reduced proliferation in multiple cancer cell lines (Hegre et al., 2021). Another study implicated *EPB41L4A-AS1* in glucose metabolism through interactions with HDAC2 and NPM1 (Liao et al., 2019). Silencing of *EPB41L4A-AS1* led to HDAC2 translocation into the nucleoplasm, where it binds the *VDAC1* and *VHL* promoter regions, among others (Liao et al., 2019), and effects on the expression of additional genes were reported in other systems as well (Zhu et al., 2019; Liao et al., 2022; Bin et al., 2021; Wang et al., 2021). In human cancers, *EPB41L4A-AS1* is also downregulated and correlates with a poor prognosis in a variety of cancers, including breast cancer (BRCA), which we also observed by analyzing the TCGA data (Figure 1—figure supplement 2), aligning well with the widespread loss of the m(1)acp(3)Ψ modification. *EPB41L4A,* instead, is a poorly studied gene, reported to be involved in predisposition to papillary thyroid carcinoma by modulating the WNT/β-catenin pathway (Ishiguro et al., 2000; Comiskey et al., 2020), possibly playing a role in connecting the cytoskeleton to the plasma membrane, as well as playing unspecified roles throughout development (Guo et al., 2011).

### *EPB41L4A-AS1* is highly expressed in both the nucleus and cytoplasm and is regulated in multiple conditions

Using single-molecule fluorescence in situ hybridization (smFISH) and subcellular fractionation, we found that *EPB41L4A-AS1* is expressed at an average of 33.37 ± 3.95 molecule per cell and displays both nuclear and cytoplasmic localization in MCF-7 cells (Figure 1D), with a minor fraction associated with chromatin as well (Figure 1E). In contrast, both *EPB41L4A* and *SNORA13* were mostly found in the chromatin fraction (Figure 1E), the former possibly due to the length of its pre-mRNA (>250 kb), which would require substantial time to transcribe (Didiot et al., 2018; Ly et al., 2022; Bahar Halpern et al., 2015; Lubelsky and Ulitsky, 2018). Coding-Potential Assessment (CPAT) (Wang et al., 2013) analysis showed the sequence of *EPB41L4A-AS1* has little coding potential. A translated ORF in the first exon of *EPB41L4A-AS1* has been reported to produce a small peptide (TIGA1), which localizes to the mitochondria and induces growth arrest (Yabuta et al., 2006; Figure 1C). Applying CPAT to each exon separately, we found evidence for some coding potential only in the first exon that harbors the TIGA1 peptide (Figure 1—figure supplement 3A). Importantly, analysis of the RNA-seq signal coverage shows that the common *EPB41L4A-AS1* isoform in MCF-7 cells begins downstream of the AUG codon at the start of TIGA1, and TIGA1 does not have another in-frame AUG in its sequence. Consistently, the vast majority of CAGE tags at the *EPB41L4A-AS1* are also downstream of the AUG of TIGA1, consistent with the start sites of most isoforms of *EPB41L4A-AS1* annotated in GENCODE (Figure 1C). We therefore conclude that while some fraction of *EPB41L4A-AS1* might produce TIGA1 peptides, most RNA products of this gene in MCF-7 do not produce TIGA1 or other peptides predicted to be functional.

Consistent with a previous study (Yabuta et al., 2006), we found a strong upregulation of *EPB41L4A-AS1*, *EPB41L4A*, and *SNORA13* in MCF-7 cells upon serum starvation (Figure 1—figure supplement 3B). In contrast with a previous report (Hegre et al., 2021), we did not detect *EPB41L4A-AS1* to be differentially expressed across the cell cycle in MCF-7 cells (Figure 1—figure supplement 3C). We further explored the effect of different stresses and environmental conditions on *EPB41L4A-AS1* by analyzing its expression in a published dataset comprising five different cell types exposed to a panel of 50 different substances (Moyerbrailean et al., 2016; Figure 1—figure supplement 3D), as well as exposing MCF-7 cells to lipopolysaccharide (LPS; bacterial infection), hydrogen peroxide (H_2_O_2_; oxidative stress), thapsigargin (ER stress and unfolded protein response), and etoposide (DNA damage) (Figure 1—figure supplement 3E). Strikingly, *EPB41L4A-AS1* expression was induced in nearly all conditions, often together with *EPB41L4A* but not *SNORA13*, suggesting the levels of the snoRNA are typically detached from that of the lncRNA (Fafard-Couture et al., 2021), likely because the latter is substantially more stable (see below).

### *EPB41L4A-AS1* regulates *EPB41L4A* transcription

We assessed the 3D chromatin architecture around the *EPB41L4A-AS1* locus by performing UMI-4C-seq (Schwartzman et al., 2016) with baits targeting the lncRNA, *EPB41L4A* and the promoter of *STARD4*—a flanking gene found ~650 kb upstream of the *EPB41L4A-AS1* promoter. *EPB41L4A-AS1* formed contacts with both genes (Figure 1F, middle), with prominent peaks corresponding to the promoter of *EPB41L4A*. Interestingly, the promoter of *EPB41L4A* displays several contacts with its own gene body (Figure 1F, right panel), consistent with a ‘stripe’ in HiC data where a single anchor interacts with the whole topologically associated domain (TAD) at high frequency (Vian et al., 2018), with those frequencies reduced to below background levels upstream of the *EPB41L4A-AS1* locus. Conversely, contacts from the *STARD4* promoter also show a peak near *EPB41L4A-AS1* and then reduced below the background (Figure 1F, left panel). These data indicate that *EPB41L4A-AS1* is located at a TAD boundary region, forming strong spatial contacts with sites upstream and downstream, including the promoter of *EPB41L4A*. In agreement with this, *EPB41L4A-AS1* is located between the 5q22.1 and 5q22.2 chromosomal bands, delimiting two TADs as evident in both our 4C-seq and Micro-C data from H1 cells (Figures 1 and 2). Both *EPB41L4A* and *EPB41L4A-AS1* are characterized by CTCF binding near their promoters, and the lncRNA locus is extensively demarcated with H3K27ac (Figure 2A). 

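CTCF, the architectural protein that marks many domain boundaries, had deposited CUT&RUN peaks beside the 5′ ends of both genes. Around the 5′ end of EPB41L4A-AS1 at 111496222 (chromosome 5, GRCh37, counted from 0), 1 peak covered 111496181 to 111496572 and had its summit 162 bp downstream of that end. Its fold enrichment in the authors' peak file was 7.16 and its -log10 q was 14.6, which places it at the 54.6th percentile of all CTCF peaks by fold. Another peak, at 111494496 to 111494581, had its summit at -1687 bp, where negative is upstream, with a fold of 5.47 and a -log10 q of 8.59. Near the 5′ end of EPB41L4A at 111755010, the peak at 111756107 to 111756472 had its summit at -1164 bp from that end, with a fold of 9.68 and a -log10 q of 26.2, at the 76.6th percentile. Between 2600000 bp upstream and 3100000 bp downstream of the lncRNA, the span taken for its flanking TADs, 160 CTCF peaks were listed, 134 of them with a -log10 q of at least 5, and 16 lay within the body of EPB41L4A. CUT&RUN cuts and sequences the DNA held by an antibody-bound protein. The authors aligned these reads to hg19 with Bowtie2 and called the peaks with MACS2 on pooled libraries, which left 91616 CTCF peaks with a median length of 161 bp and a median fold of 6.70. A summit within 5000 bp of a 5′ end was counted as near it. Since the list is pooled and per-library signal was not used here, the peaks carry no error and could not be compared between control and KD cells.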

A recent study identified the CTCF cluster near *EPB41L4A-AS1* as one of the most insulated in human embryonic stem cells (Salnikov et al., 2024).

**Figure 2.**
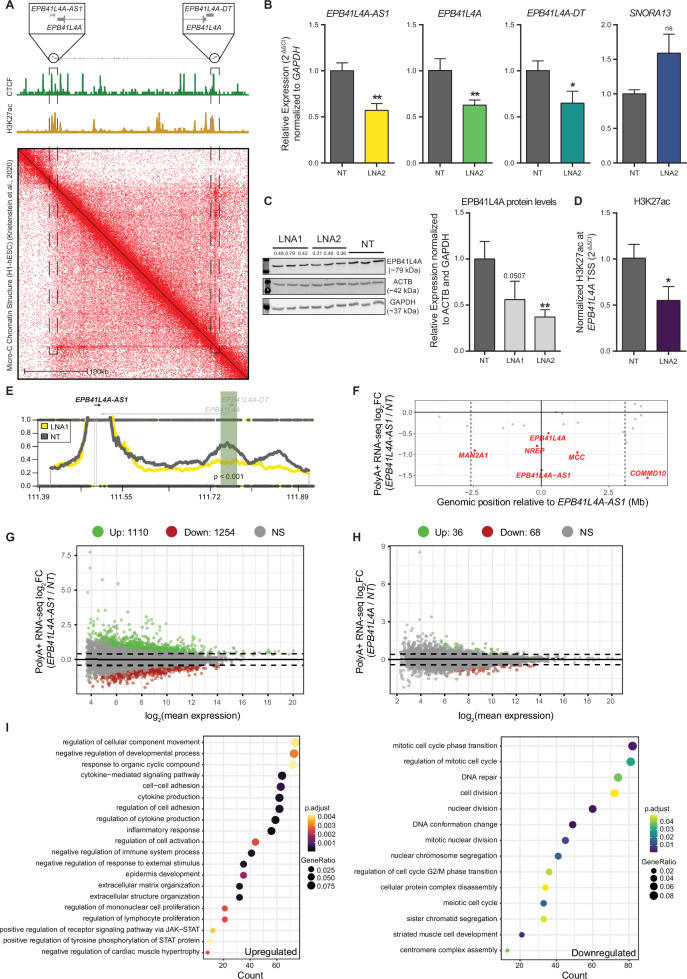
*EPB41L4A-AS1* is a *cis*-acting lncRNA affecting genome-wide gene expression. (**A**) (Top) In scale view of the *EPB41L4A-AS1-EPB41L4A* locus, with zoomed areas corresponding to the two TSSes. (Middle) CTCF and H3K27ac coverage across this region. (Bottom) Micro-C data in H1-hESCs (Krietenstein et al., 2020) show continuous contacts throughout the *EPB41L4A* gene body. (**B**) RT-qPCR and (**C**) Western blot for the indicated genes and proteins following *EPB41L4A-AS1* KD. (**D**) H3K27ac CUT&RUN-qPCR following *EPB41L4A-AS1* KD with GapmeRs using primers targeting the promoter of *EPB41L4A*. (**E**) UMI-4C contact profiles in control and LNA1-transfected cells using baits targeting the TSS of *EPB41L4A-AS1*. The green area represents the quantified genomic interval, and the p-value was calculated using a Chi-squared test. (**F**) Changes in gene expression for the genes in the two flanking TADs of the lncRNA in cells transfected with GapmeRs targeting *EPB41L4A-AS1*. The vertical dotted lines represent the TAD boundaries (as assessed by TADmap; Singh and Berger, 2021), the continuous vertical line the lncRNA locus and inter-TAD boundary, and the horizontal continuous line a log_2_Fold-change equal to 0. The dots represent individual genes, with the significant ones highlighted. (**G**) MA plot showing the changes in genome-wide gene expression in cells transfected with GapmeRs targeting *EPB41L4A-AS1*. (**H**) Same as (**G**), but with GapmeRs targeting *EPB41L4A*. (**I**) GO enrichment analysis for the upregulated (left) and downregulated (right) genes after *EPB41L4A-AS1* KD. All experiments were performed in *n* = 3 biological replicates, except UMI-4C with *n* = 2, with the error bars in the bar plots representing the standard deviation. ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test). A gene was considered to be differentially expressed if both adjusted p < 0.05 and |log_2_Fold-change| > 0.41 (corresponding to a change of 33%). Figure 2—source data 1.Full Western blot gels of EPB41L4A, ACTB and GAPDH after *EPB41L4A-AS1* KD with LNA1 and LNA2. Figure 2—source data 2.Full Western blot gels of EPB41L4A, ACTB and GAPDH after *EPB41L4A-AS1* KD with LNA1 and LNA2.

**Figure 2—figure supplement 1.**
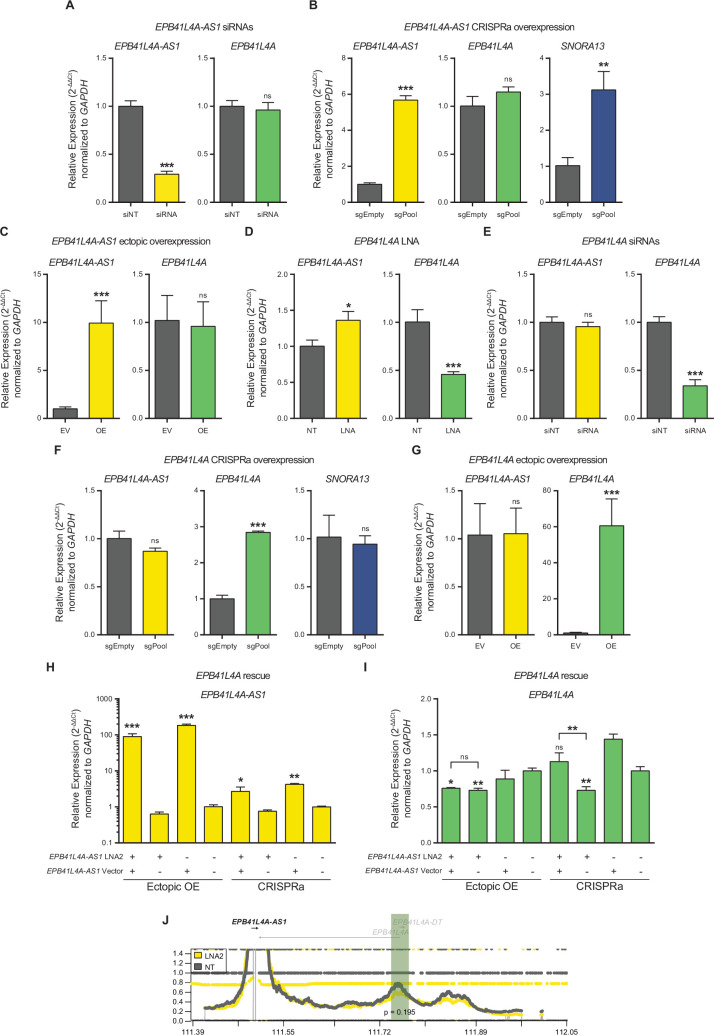
EPB41L4A-AS1 unidirectionally facilitates EPB41L4A expression in *cis*. RT-qPCR to assess the expression of the reported genes after (**A**) transfection with siRNAs against EPB41L4A-AS1, (**B**) CRISPRa with guides targeting the EPB41L4A-AS1 promoter, (**C**) transfection with plasmid encoding the EPB41L4A-AS1 cDNA, transfection with GapmeRs (**D**) and siRNAs (**E**) targeting EPB41L4A, (**F**) CRISPRa with guides targeting the EPB41L4A promoter, and (**G**) transfection with plasmid encoding the EPB41L4A cDNA. (**H**) Changes in EPB41L4A-AS1 expression after rescuing EPB41L4A-AS1 with an ectopic plasmid or CRISPRa following its KD with GapmeRs. In both panels (Ectopic OE and CRISPRa) the ‘-’ samples represent those transfected with the Empty Vector or sgControl. Asterisks indicate significance relative to the –/– control (transfected with both the control GapmeR and vector). (**I**) Same as in (**H**), but for changes in EPB41L4A expression. (**J**) UMI-4C contact profiles in control and LNA2-transfected cells using baits targeting the TSS of EPB41L4A-AS1. The green area represents the quantified genomic interval, and the p-value was calculated using a Chi-squared test. All experiments were performed in *n* = 3 biological replicates, except UMI-4C with *n* = 2, with the error bars in the boxplots representing the standard deviation. In all cases, ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test).

**Figure 2—figure supplement 2.**
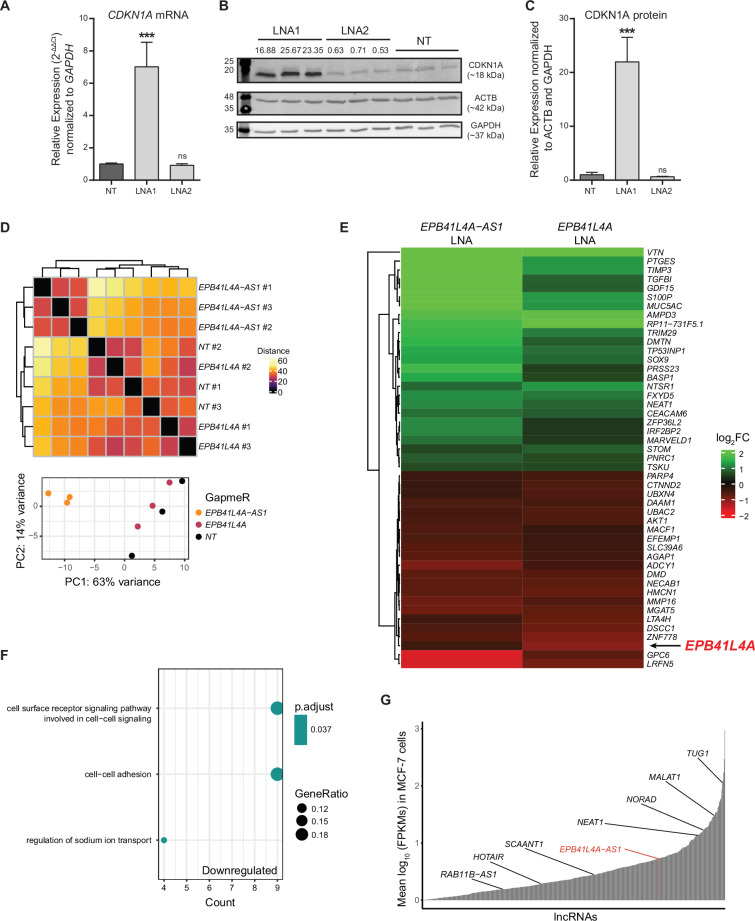
Most of the transcriptomic changes following EPB41L4A-AS1 downregulation are not explained by EPB41L4A. (**A**) RT-qPCR and (**B**) Western blot for CDKN1A mRNA and protein following EPB41L4A-AS1 KD with LNA1 and LNA2. (**C**) Quantification of CDKN1A protein levels from (**B**). (**D**) Hierarchical clustering (top) and principal component analysis (PCA, bottom) of the polyA+ RNA-seq libraries. The color in the heatmap represents the Euclidean distance between the libraries. (**E**) Heatmap of the differentially expressed genes shared between EPB41L4A-AS1 and EPB41L4A depletions. Color intensity reflects the changes in gene expression (log_2_FC). (**F**) GO enrichment analysis of the genes downregulated following EPB41L4A depletion. (**G**) Bar plot of the lncRNAs (annotated in GENCODE) detected in MCF-7 cells, ordered by their expression. EPB41L4A-AS1 and other representative *cis*- or *trans*-acting lncRNAs are highlighted. All experiments were performed in *n* = 3 biological replicates, with the error bars in the bar plots representing the standard deviation. ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test). A gene was considered to be differentially expressed if both adjusted p < 0.05 and |log_2_Fold-change| > 0.41 (corresponding to a change of 33%). Figure 2—figure supplement 2—source data 1.Full Western blot gels of CDKN1A, ACTB and GAPDH after transfection with LNA1 and LNA2. Figure 2—figure supplement 2—source data 2.Full Western blot gels of CDKN1A, ACTB and GAPDH after transfection with LNA1 and LNA2.

**Figure 2—figure supplement 3.**
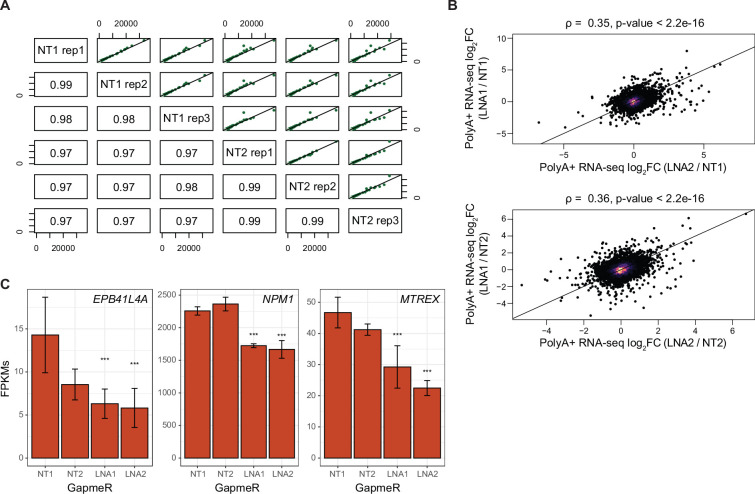
LNA1 and LNA2 induce a similar transcriptional response. (**A**) Correspondence of the gene expression levels (in FPKMs) between each individual replicate of the two control GapmeRs. The values depict the Spearman’s correlation coefficients of each pairwise correlation. (**B**) Correspondence between changes in gene expression after EPB41L4A-AS1 KD using either LNA1 or LNA2, normalized on either NT1 (top) or NT2 (bottom). (**C**) Average expression levels (in FPKMs) of EPB41L4A, NPM1, and MTREX in cells transfected with the two GapmeRs targeting EPB41L4A-AS1, with the error bars representing the standard deviation across the *n* = 3 replicates. DESeq2 adjusted p-values compared to control GapmeR #1 (NT1) are also reported. All experiments were performed in *n* = 3 biological replicates, with the error bars in the bar plots representing the standard deviation. ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001.

We then focused on a possible reciprocal regulation between *EPB41L4A-AS1* and *EPB41L4A. EPB41L4A-AS1* KD with antisense GapmerRs reduced the expression of *EPB41L4A* mRNA and its promoter-associated divergent lncRNA *EPB41L4A-DT* (Figure 2B), as well as the EPB41L4A protein levels (Figure 2C). CUT&RUN-qPCR of the H3K27ac mark—which is associated with active promoters and enhancers—showed a reduction of H3K27ac at the *EPB41L4A* promoter (Figure 2D). In contrast to the effects of GapmeRs, which mostly act in the nucleus and on the nascent RNA (Liang et al., 2011; Hagedorn et al., 2018), KD of *EPB41L4A-AS1* with siRNAs, which instead mainly act on the mature RNA in the cytoplasm, did not affect *EPB41L4A* levels (Figure 2—figure supplement 1A). Levels of *EPB41L4A* were not affected by increased expression of *EPB41L4A-AS1* from the endogenous locus by CRISPR activation (CRISPRa), nor by its exogenous expression from a plasmid (Figure 2—figure supplement 1B, C). The former suggests that endogenous levels of *EPB41L4A-AS1*—that are far greater than those of *EPB41L4A*—are sufficient to sustain the maximal expression of this target gene in MCF-7 cells. Moreover, downregulation (Figure 2—figure supplement 1D, E) or upregulation (Figure 2—figure supplement 1F, G) of *EPB41L4A* did not have any consistent effects on *EPB41L4A-AS1* expression, suggesting a unidirectional effect of *EPB41L4A-AS1* transcription of its nascent RNA product on *EPB41L4A*. Consistent with a *cis*-acting regulation, the reduced *EPB41L4A* mRNA levels after *EPB41L4A-AS1* knockdown were rescued only after CRISPRa of the endogenous *EPB41L4A-AS1* locus (Figure 2—figure supplement 1H, I). To study the potential mode of action of this regulation, we inspected UMI-4C data anchored at the *EPB41L4A-AS1* promoter and found a reduction in the contact frequency with the *EPB41L4A* promoter upon treatment with *EPB41L4A-AS1*-targeting GapmeRs, that was statistically significant for LNA1 (Figure 2E and Figure 2—figure supplement 1J). We conclude that the transcription of the RNA product of *EPB41L4A-AS1* acts unidirectionally and in *cis* to promote the expression of *EPB41L4A*, possibly by ensuring spatial proximity between the TAD boundary and the *EPB41L4A* promoter.

### Genome-wide transcriptional alterations upon depletion of *EPB41L4A-AS1*

To evaluate the global transcriptional response to *EPB41L4A-AS1* levels, we sequenced polyadenylated RNA from cells transfected with *EPB41L4A-AS1*-targeting, *EPB41L4A*-targeting, or control GapmeRs by RNA-seq (Supplementary file 2). 

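In libraries of polyadenylated RNA, the GapmeR LNA2 lowered its target and the EPB41L4A GapmeR lowered its own. EPB41L4A-AS1 (chromosome 5, 111496222 to 111499973, GRCh37) had FPKM values of 4.26, 6.41 and 3.97 in the libraries with a nontargeting control GapmeR (NT) and of 1.54, 1.85 and 2.44 after LNA2, a log2 fold change of -1.13 (standard error 0.21, adjusted p = 0.00613). After the EPB41L4A GapmeR it stood at 5.06 ± 0.661 FPKM (SD, n = 3), against 4.88 ± 1.33 in NT, a log2 fold change of 0.07 (standard error 0.21, adjusted p = 0.975). EPB41L4A itself fell from 10.1 ± 0.984 FPKM (SD, n = 3) to 4.63 ± 0.263 FPKM (SD, n = 3) after its own GapmeR (log2 fold change -1.04, standard error 0.12, adjusted p = 0.0188). MCF-7 is a luminal breast cancer cell line that responds to estrogen. The 9 libraries, 3 each for NT, EPB41L4A-AS1 KD and EPB41L4A KD, came from cells harvested 72 hr after transfection with 50 nM of a GapmeR, an antisense oligonucleotide that directs RNase H to its target RNA. The authors selected polyA RNA, prepared the libraries with the CORALL mRNA-Seq kit, trimmed adapters with Cutadapt, aligned to hg19 with STAR and deposited RSEM FPKM values for 60565 genes with DESeq2 results. From the smallest steps between FPKM values, each library holds about 7.50 to 10.6 M fragments, with 12075 to 12682 genes at 1 FPKM or more. The authors' mean normalised counts add up to 13.2 M, above that estimate, so the depth is uncertain. The paper's methods name an aim of 15 M reads. The FPKM values were divided by median-of-ratios factors, and genes with a mean of at least 1 FPKM, an exonic length of at least 200 nt and no pseudogene label were kept. The authors also left out pseudogenes and genes under that length, and the paper does not state their minimum level. All 9 libraries entered one limma fit on log2(FPKM + 0.5), a scale that understates the changes of weakly expressed genes. Calls needed a Benjamini-Hochberg adjusted p under 0.05 from limma's moderated test and an absolute log2 fold change above 0.41, the authors' thresholds. Scaled levels are given as FPKM throughout.

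**Figure D2:**
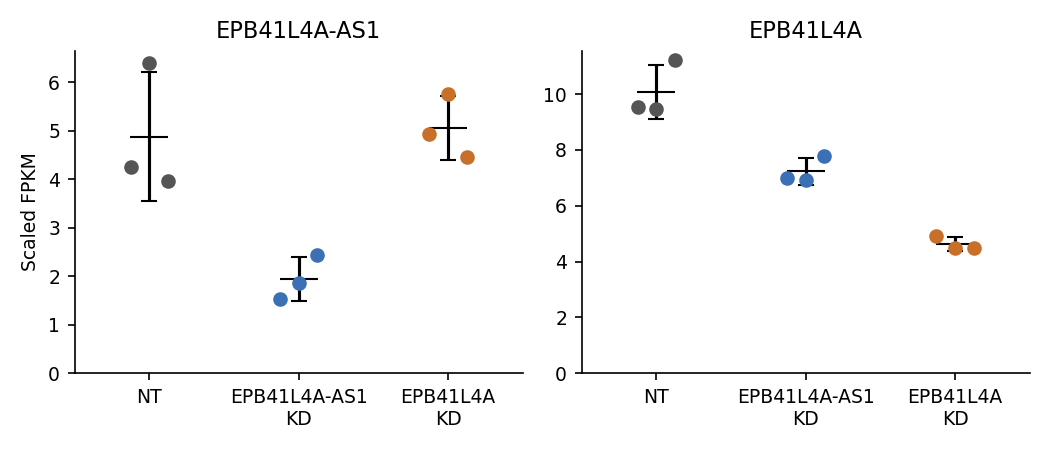
Scaled FPKM of EPB41L4A-AS1 and EPB41L4A in each polyA library (points) with group means and SD (n = 3). EPB41L4A-AS1 is low in its own KD alone, while EPB41L4A is below NT in both KDs.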

Because LNA1 induced the expression of the stress-responsive gene *CDKN1A* (p21)—a known offtarget effect of some GapmeR (Maranon and Wilusz, 2020; Lee and Mendell, 2020; Lai et al., 2020; Figure 2—figure supplement 2A–C) —we have decided to initially sequence only the cells transfected with LNA2. Consistent with the RT-qPCR data, KD of *EPB41L4A-AS1* reduced *EPB41L4A* expression and also reduced expression of several, but not all other genes in the TADs flanking the lncRNA (Figure 2F). 

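Of the genes within the flanking TADs, 4 fell after EPB41L4A-AS1 KD, none rose and 9 did not pass the test. EPB41L4A (chromosome 5, 111478137 to 111755010, GRCh37) went from 10.1 ± 0.984 FPKM (SD, n = 3) to 7.23 ± 0.494 FPKM (SD, n = 3), a log2 fold change of -0.45 (standard error 0.12, adjusted p = 0.0315). MCC (chromosome 5, 112357795 to 112824520), a candidate colorectal tumor suppressor, fell from 1.51 ± 0.394 to 0.788 ± 0.120 FPKM (SD, n = 3 each), with a log2 fold change of -0.63 (standard error 0.19, adjusted p = 0.0445). MAN2A1 (chromosome 5, 109025066 to 109205326), a Golgi mannosidase whose 5′ end lies at -2471156 bp from the lncRNA's, went from 4.89 ± 1.06 to 2.64 ± 0.205 FPKM (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.17, adjusted p = 0.0150). NREP, which encodes a neuronal regeneration related protein, was also lower, with a log2 fold change of -0.67. APC (chromosome 5, 112043194 to 112181936), the WNT pathway tumor suppressor, had 7.46 ± 0.244 to 7.59 ± 0.976 FPKM (SD, n = 3 each), a log2 fold change of 0.02 (standard error 0.14, adjusted p = 0.937). REEP5, which shapes the endoplasmic reticulum, and SRP19, part of the signal recognition particle, had log2 fold changes of -0.01 and -0.10. TRIM36, a ubiquitin ligase whose 5′ end lies 3020021 bp downstream, had -0.43 (standard error 0.15, adjusted p = 0.0750), just short of the threshold. WDR36, DCP2, SLC25A46, STARD4 and YTHDC2 had log2 fold changes of -0.24, -0.26, -0.33, -0.26 and -0.15, none of them called. After EPB41L4A KD, MAN2A1, NREP and MCC had log2 fold changes of -0.16, -0.20 and -0.17, with adjusted p = 0.884, 0.877 and 0.886. The adjusted p are Benjamini-Hochberg values from limma's moderated test across 11823 genes. None of the 13 genes tested holds a partial match of LNA1 or LNA2.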

Based on these data, *EPB41L4A-AS1* is a significant *cis*-acting activator according to TransCistor (Dhaka et al., 2024) (p = 0.005 using the digital mode). 

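NREP (neuronal regeneration related protein, ENSG00000134986.13_5) lies on the minus strand of chromosome 5 of GRCh37, 110998317 to 111333161, and its 5′ end lies at -163061 bp from that of EPB41L4A-AS1 (negative is upstream of the lncRNA). In the polyA libraries it measured 3.50 ± 0.453 FPKM (SD, n = 3) in NT and 2.06 ± 0.620 FPKM (SD, n = 3) after EPB41L4A-AS1 KD. The standard error of this change was 0.20 and its adjusted p 0.0388 from limma's moderated test. In the ribodepleted set its log2 fold change was -0.50 (adjusted p = 0.0974), under the same test. The nearest other gene kept on that side is STARD4 (chromosome 5, 110831730 to 110848288), a sterol carrier, with 2.06 ± 0.669 to 1.71 ± 0.871 FPKM (SD, n = 3 each) and an adjusted p of 0.544.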

The *cis*-regulated genes reduced by *EPB41L4A-AS1* KD included *NREP*, a gene important for brain development, whose homolog was downregulated by genetic manipulations of regions homologous to the lncRNA locus in mice (Salnikov et al., 2024). Depletion of *EPB41L4A-AS1* thus affects several genes in its vicinity.

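Taken as a group, the 13 kept genes of the flanking TADs stood lower after EPB41L4A-AS1 KD than the rest, with a median log2 fold change of -0.26 against -0.00 for all other genes (p = 0.00319 from limma's camera test with a preset correlation of 0.01, p = 0.0206 with an estimated one). A called fall was found for 30.8% of them and for 8.07% of all other genes (Fisher's exact test, 2-sided, p = 0.0169). Neither test matched genes by length. The called genes, MCC, NREP, EPB41L4A and MAN2A1, have the longest annotated spans of the 13, so a link with length cannot be told apart here from one with position. The window held 67 annotated genes, most of which were under 1 FPKM on average or were pseudogenes, and so were not tested. The 3 genes whose calls are nearest to the threshold by adjusted p are MCC (0.0445), NREP (0.0388) and EPB41L4A (0.0315). EPB41L4A-DT, a divergent transcript at the EPB41L4A promoter, was below the minimum level, with 0 FPKM in NT. Leaving out genes below 5 FPKM leaves the group a median of -0.24, which camera no longer sets apart. From the falls of EPB41L4A and several of these neighbors, the paper concludes that depletion of the lncRNA affects genes in its vicinity.

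**Figure D3:**
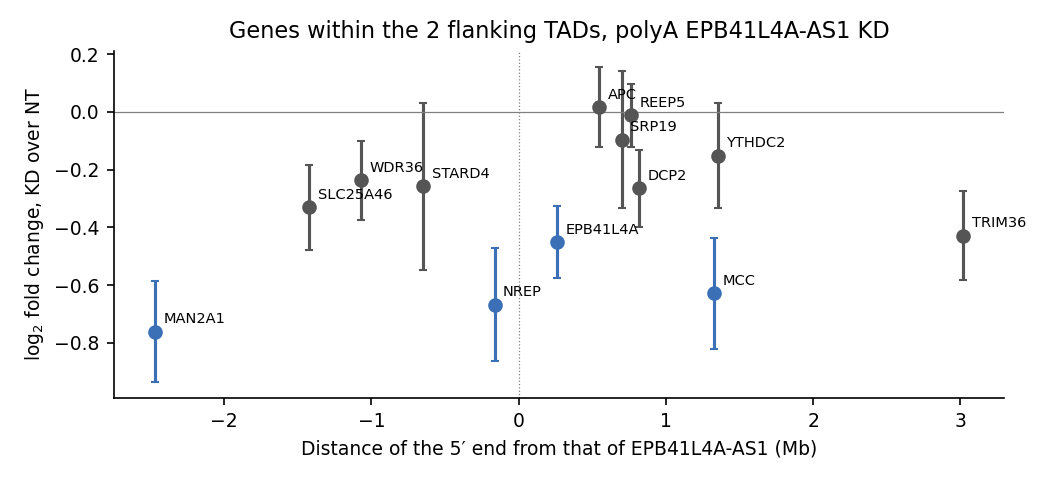
Log2 fold change after EPB41L4A-AS1 KD (polyA libraries, n = 3 per group, error bars are standard errors) against the distance of each gene's 5′ end from that of the lncRNA in Mb. The 4 called genes, MAN2A1, NREP, EPB41L4A and MCC, lie on both sides of the locus.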

Downregulation of *EPB41L4A-AS1* led to broad changes in gene expression beyond the proximal TADs (Figure 2—figure supplement 2D). 

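Genes on many chromosomes changed after EPB41L4A-AS1 KD. One of the largest rises was that of AQP3 (chromosome 9, 33441153 to 33447594, GRCh37), a water and glycerol channel, to 87.2 ± 11.6 FPKM (SD, n = 3), a log2 fold change of 2.84 (standard error 0.14, adjusted p = 6.16e-06). PTGES (chromosome 9, 132500609 to 132515321), which makes prostaglandin E2, went from 1.20 ± 0.263 to 12.7 ± 3.56 FPKM (SD, n = 3 each), a log2 fold change of 2.93 (standard error 0.23, adjusted p = 6.10e-05). GDF15 (chromosome 19, 18485540 to 18499986), a stress-induced cytokine of the TGF-beta family, went from 11.6 ± 0.931 to 69.9 ± 19.9 FPKM (SD, n = 3 each), a log2 fold change of 2.50 (standard error 0.19, adjusted p = 5.37e-05). EPAS1, which encodes the hypoxia factor HIF-2 alpha, NR4A1, an orphan nuclear receptor, and S100P, a calcium-binding protein, had log2 fold changes of 2.25, 2.21 and 2.16. TRGC1, IFITM1 and KCNK15 rose by 2.65, 2.18 and 1.47 on the same scale. Among the falls, CAV1 (chromosome 7, 116165054 to 116201238), the scaffold of caveolae, went from 23.3 ± 3.26 to 5.90 ± 0.691 FPKM (SD, n = 3 each), a log2 fold change of -1.89 (standard error 0.14, adjusted p = 4.90e-05). RLN2, which encodes relaxin, AGR3, an estrogen-responsive gene of the secretory pathway, and the uncharacterized C8orf88 had log2 fold changes of -1.63, -1.47 and -1.35. COMMD10 (chromosome 5, 115420712 to 115748459), on the same chromosome as the lncRNA but outside the TADs tested, went from 8.24 ± 1.11 to 2.85 ± 0.344 FPKM (SD, n = 3 each), a log2 fold change of -1.38 (standard error 0.14, adjusted p = 5.21e-04). ZNF644, MAPKAP1 and GPR160 had log2 fold changes of -1.53, -1.32 and -1.31, and each holds a partial match of LNA2 in its transcribed span. In all of these genes every KD library lay above, or every KD library below, every NT library. Adjusted p are from limma's moderated test with Benjamini-Hochberg adjustment.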

A total of 2364 genes were differentially expressed (1110 up, 1254 down, adjusted p < 0.05 and |log_2_Fold-change| > 0.41) (Figure 2G), in contrast to only 104 (36 up, 68 down) when *EPB41L4A* was targeted (Figure 2H). 

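After EPB41L4A-AS1 KD, 1147 genes were called higher and 957 lower among 11823 tested, and after EPB41L4A KD 1 was higher and 5 were lower. Without the adjustment, limma's moderated test at p under 0.05 and the same fold change threshold gave 1693 and 1510 genes for EPB41L4A-AS1 KD, and 322 and 340 for EPB41L4A KD. The 5 falls after EPB41L4A KD were EPB41L4A itself, COBLL1, GUSB, LGALS1 and the lncRNA ENSG00000254251. COBLL1 (chromosome 2, 165510133 to 165700189, GRCh37), an actin-regulating cordon-bleu relative, went from 40.6 ± 6.05 to 18.9 ± 3.00 FPKM (SD, n = 3 each), a log2 fold change of -1.09 (standard error 0.15, adjusted p = 0.0346). GUSB (chromosome 7, 65425670 to 65447202), the lysosomal beta-glucuronidase, went from 28.3 ± 1.75 to 15.1 ± 1.17 FPKM (SD, n = 3 each), a log2 fold change of -0.89 (standard error 0.10, adjusted p = 0.0188). LGALS1 (chromosome 22, 38071642 to 38075809), which encodes galectin-1, went from 302 ± 38.2 to 163 ± 3.37 FPKM (SD, n = 3 each), a log2 fold change of -0.88 (standard error 0.12, adjusted p = 0.0301). The single rise was AMPD3, an AMP deaminase. With the deposited FPKM left unscaled, 493 genes were higher and 2099 lower after EPB41L4A-AS1 KD, a share of higher genes of 19.0% against 54.5% with scaling, since the median of all genes then moves to -0.23. The count for EPB41L4A-AS1 KD runs from 865 without its KD replicate 1 to 2988 without NT replicate 3. That for EPB41L4A KD falls to 0 when NT replicate 1 or any EPB41L4A KD library is left out.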

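Genes called in both knockdowns numbered 3 in these fits, all in the same direction. AMPD3 (chromosome 11, 10329859 to 10529126, GRCh37), an AMP deaminase of erythrocytes and other cells, went from 0.531 ± 0.00965 FPKM in NT to 2.06 ± 0.188 after EPB41L4A KD and 1.89 ± 0.277 after EPB41L4A-AS1 KD (SD, n = 3 each). Its log2 fold changes were 1.31 (standard error 0.17, adjusted p = 0.0301) and 1.21 (standard error 0.17, adjusted p = 0.00209) from limma's moderated test. The lncRNA ENSG00000254251 (chromosome 8, 91818701 to 91871468) went from 23.8 ± 1.49 FPKM to 10.7 ± 0.541 and 17.6 ± 2.52 (SD, n = 3 each), with log2 fold changes of -1.12 and -0.43. EPB41L4A is the third gene. Independent lists of these sizes would share 0.0970 genes that are higher in both and 0.405 that are lower in both. In 100 simulated draws of unchanged groups against the same NT libraries, 0.01 shared calls were found on average. Each simulated group had only 0.01 calls itself, against 2104 and 6 in the data. These draws therefore cannot say how many shared calls the common NT libraries would give. VTN, which encodes vitronectin, rose after EPB41L4A-AS1 KD from 0.0776 ± 0.0505 to 3.72 ± 0.540 FPKM (SD, n = 3 each), a log2 fold change of 2.87 (standard error 0.19, adjusted p = 4.33e-05), and had a log2 fold change of 1.08 (standard error 0.19, adjusted p = 0.0964) after EPB41L4A KD. The genes shown in the paper's heatmap of shared changes, 46 of which were tested, were 24 higher and 22 lower after EPB41L4A-AS1 KD (24 and 22 adjusted over the list alone), a list chosen on these samples and so not independent evidence.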

A total of 25 (69%) of the upregulated and 22 (32%) of the downregulated genes after *EPB41L4A* KD were also regulated in the same direction by the KD of *EPB41L4A-AS1* (Figure 2—figure supplement 2E, p < 10^–15^ for both). In agreement with studies on *EPB41L4A* function (Ishiguro et al., 2000; Comiskey et al., 2020), these genes were enriched with those functioning in cell-cell adhesion and cell surface receptor signaling, although with a borderline significance (Figure 2—figure supplement 2F). 

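Across the 11823 genes tested in both, the log2 fold changes of EPB41L4A-AS1 KD and EPB41L4A KD had a Spearman's rho of 0.247 and a covariance of 0.0350, where genes are not independent replicates. Both comparisons use the same NT libraries. Simulated unchanged groups against these libraries gave a rho of 0.471 (0.454 to 0.491 over 100 draws) and a covariance of 0.0197, which leaves a difference in covariance of 0.0153. With 3 NT libraries the controls could not be split into 2 sets of 2 or more, so part of the shared covariance may come from them. Of the 2104 genes called after EPB41L4A-AS1 KD, 3 also passed the test in the other KD. CAV1, TGFBI and PTGES, for example, had log2 fold changes of -0.15, 0.80 and 0.96 after EPB41L4A KD, with adjusted p = 0.857, 0.173 and 0.191 from limma's moderated test. COMMD10 and AQP3 had -0.16 and 0.44. GDF15, a stress-induced cytokine, had 0.77 (adjusted p = 0.203). The EPB41L4A GapmeR lowered EPB41L4A further than LNA2 did, to 4.63 ± 0.263 FPKM (SD, n = 3) against 7.23 ± 0.494 FPKM (SD, n = 3).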

Most of the consequences of the depletion of *EPB41L4A-AS1* are thus not directly explained by changes in *EPB41L4A* levels. 

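In the NT libraries of polyA RNA, EPB41L4A-AS1 measured 5.37 ± 2.07 FPKM as deposited (SD, n = 3). Of 860 annotated lncRNAs with a mean of at least 1 FPKM in these libraries, 220 stood higher, which places EPB41L4A-AS1 at the 74.3rd percentile (SD of the percentile over the 3 libraries 6.50). When lncRNAs down to 0.1 FPKM are counted, their number is 2837 and the percentile 92.2. With any FPKM above 0 it is 95.0 among 4389. In the ribodepleted NT libraries of the EPB41L4A-AS1 set, the lncRNA's level was 15.0 ± 2.04 FPKM (SD, n = 3). GAS5 (chromosome 1, 173827696 to 173838020, GRCh37), another noncoding snoRNA host gene, measured 47.3 ± 15.8 FPKM (SD, n = 3) in the same polyA libraries. The host transcripts SNHG12 and SNHG3 measured 5.51 ± 1.71 and 18.5 ± 1.80 FPKM (SD, n = 3 each). The percentile depends on where the detection limit is set, which the paper's text does not name.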

An additional *trans*-acting function for *EPB41L4A-AS1* would be consistent with its high expression levels compared to most lncRNAs detected in MCF-7 (Figure 2—figure supplement 2G). To strengthen these findings, we have transfected MCF-7 cells with LNA1 and a second control GapmeR (NT2), as well as the previous one (NT1) and LNA2, and sequenced the polyadenylated RNA fraction as before. Notably, the expression levels (in FPKMs) of the replicates of both control samples are highly correlated with each other (Figure 2—figure supplement 3A), and the global transcriptomic changes triggered by the two *EPB41L4A-AS1*-targeting LNAs are largely concordant (Figure 2—figure supplement 3B, C). Because of this concordance and the cleaner (i.e., no CDKN1A upregulation) readout in LNA2-transfected cells, we focused mainly on these cells for subsequent analyses.

Several GO terms were found to be enriched among both up- and downregulated genes following *EPB41L4A-AS1* KD. Upregulated genes were linked to cell–cell adhesion, inflammatory response, and JAK/STAT/ERK pathway, and the downregulated ones to cell cycle, division, and DNA repair, among others (Figure 2I). 

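Genes of the interferon response, of NF-kB signaling and of the immediate early response stood higher as lists after EPB41L4A-AS1 KD by camera with the preset correlation, and genes of DNA replication, mitosis and DNA repair lower, though most genes of the last 3 lists did not pass the test. Of the interferon-stimulated genes, 16 of 20 were higher and none lower (17 and none adjusted over the list alone, median log2 fold change of 1.09, adjusted p = 8.60e-12 from camera and 0.0543 with an estimated correlation). IFI6 (chromosome 1, 27992574 to 27998709, GRCh37), which limits apoptosis and viral replication, went from 2.26 ± 0.259 to 10.8 ± 3.27 FPKM (SD, n = 3 each), a log2 fold change of 2.00 (standard error 0.20, adjusted p = 4.35e-04), and IRF9, part of the ISGF3 transcription factor, rose by 1.65. Of the NF-kB and inflammatory genes, 7 of 12 were higher and none lower (8 and none adjusted over the list alone, median log2 fold change of 0.82, adjusted p = 1.77e-05 from camera and 0.0543 with an estimated correlation), with NFKBIA, the inhibitor of NF-kB, at 0.79 (standard error 0.15, adjusted p = 0.00742) and the chemokine CCL5 at 2.10. Immediate early and AP-1 genes counted 17 of 23 higher and none lower (18 and none adjusted over the list alone, median log2 fold change of 0.77, adjusted p = 1.89e-10 from camera and 0.134 with an estimated correlation), with DUSP4 and SPRY4, feedback inhibitors of ERK signaling, at 1.94 and 2.09. JAK/STAT pathway genes did not move as a group, with 4 of 27 higher and 2 lower (4 and 3 adjusted over the list alone, median log2 fold change of 0.12, adjusted p = 0.363 from camera and 0.478 with an estimated correlation), and among them SOCS1, an inhibitor of the pathway, rose by 1.01 and STAT2 by 0.66, while IL13RA1 had -0.50. Epithelial junction and adhesion genes split, with 10 of 36 higher and 4 lower (10 and 4 adjusted over the list alone, median log2 fold change of 0.14, adjusted p = 0.0151 from camera and 0.119 with an estimated correlation). The integrin ITGB4 rose from 53.8 ± 8.62 to 107 ± 4.86 FPKM (SD, n = 3 each), a log2 fold change of 1.00 (standard error 0.12, adjusted p = 9.89e-04), and the desmosomal DSG2 (-1.25) and the tight junction gene TJP1 (-0.78) fell, the latter pair holding partial matches of LNA2. DNA replication and S phase genes had 16 of 48 lower and none higher (19 and none adjusted over the list alone, median log2 fold change of -0.38, adjusted p = 3.61e-08 from camera and 0.102 with an estimated correlation), among them the DNA primase PRIM1 (chromosome 12, 57125363 to 57146157), which fell from 52.2 ± 1.74 to 34.2 ± 2.88 FPKM (SD, n = 3 each), a log2 fold change of -0.61 (standard error 0.10, adjusted p = 0.00418). Mitosis and G2/M genes had 15 of 56 lower and none higher (20 and none adjusted over the list alone, median log2 fold change of -0.37, adjusted p = 4.13e-06 from camera and 0.0288 with an estimated correlation), with the nuclear envelope receptor LBR at -0.69 (standard error 0.11, adjusted p = 0.00408) and the spindle protein NUSAP1 at -0.51. DNA repair genes had 11 of 53 lower and 2 higher (11 and 2 adjusted over the list alone, median log2 fold change of -0.31, adjusted p = 9.51e-04 from camera and 0.141 with an estimated correlation), with the mismatch repair gene MSH2 falling from 12.5 ± 2.02 to 6.65 ± 0.930 FPKM (SD, n = 3 each) and NBN, of the double-strand break sensor, from 51.4 ± 3.63 to 32.7 ± 5.05 FPKM (SD, n = 3 each), and the damage-binding DDB2 rising by 0.55. All of these lists were fixed beforehand, and camera ran with a preset correlation of 0.01. Of the lists tested in this comparison, only the G2/M list keeps an adjusted p under 0.05 with an estimated correlation.

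**Figure D4:**
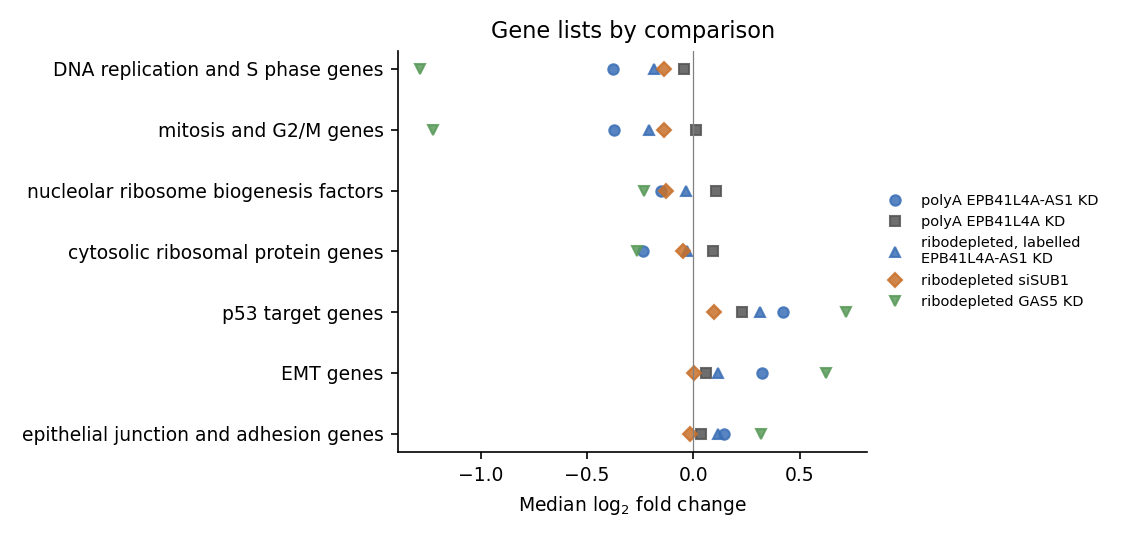
Median log2 fold change of gene lists (vertical axis) in each KD comparison (symbols). In polyA EPB41L4A-AS1 KD the median of the S phase genes lies at -0.38.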

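Cytosolic and mitochondrial ribosomal protein genes, spliceosome genes and nuclear exosome genes stood lower after EPB41L4A-AS1 KD in the polyA libraries. Of the cytosolic ribosomal protein genes, 18 of 85 were lower and 1 higher (22 and 1 adjusted over the list alone, median log2 fold change of -0.24, adjusted p = 1.77e-05 from camera and 0.478 with an estimated correlation). RPS6 (chromosome 9, 19375712 to 19380252, GRCh37), a protein of the small subunit, fell to 328 ± 36.0 FPKM (SD, n = 3), with a log2 fold change of -0.98 (standard error 0.11, adjusted p = 7.93e-04) from limma's moderated test. RPL26, RPS23 and RPS13 had log2 fold changes of -0.73, -0.69 and -0.64. Mitochondrial ribosomal protein genes had 15 of 77 lower and 1 higher (17 and 1 adjusted over the list alone, median log2 fold change of -0.20, adjusted p = 0.00143 from camera and 0.368 with an estimated correlation), MRPL52 at -0.84 among them. Spliceosome genes had 11 of 69 lower and 2 higher (13 and 2 adjusted over the list alone, median log2 fold change of -0.10, adjusted p = 0.0225 from camera and 0.455 with an estimated correlation). SNRPE (chromosome 1, 203830726 to 203840280), an Sm core protein, went from 20.5 ± 3.88 to 9.57 ± 1.53 FPKM (SD, n = 3 each), a log2 fold change of -1.05 (standard error 0.20, adjusted p = 0.00667), and SNRPG, LSM5 and DHX15 had -0.63, -0.88 and -0.57. Nucleolar ribosome biogenesis factors counted 9 of 111 lower and 5 higher (9 and 5 adjusted over the list alone, median log2 fold change of -0.15, adjusted p = 0.0495 from camera and 0.536 with an estimated correlation). Nucleolin, NCL (chromosome 2, 232318241 to 232348352), fell from 193 ± 17.8 to 136 ± 7.82 FPKM (SD, n = 3 each), a log2 fold change of -0.50 (standard error 0.10, adjusted p = 0.00878), while the nucleolar MYBBP1A rose by 0.60 and TAF1C, of the RNA polymerase I factor SL1, by 0.80. The snoRNP core proteins and assembly factors (24 genes) did not move as a group (median log2 fold change of -0.13, adjusted p = 0.333 from camera and 0.536 with an estimated correlation). Genes of the nuclear exosome and its NEXT and PAXT partners had 5 of 23 lower and 1 higher (5 and 1 adjusted over the list alone, median log2 fold change of -0.13, adjusted p = 0.0193 from camera and 0.134 with an estimated correlation), with EXOSC9 at -0.78, EXOSC8 at -0.49 and the deadenylase PARN at -0.85. No list named here keeps an adjusted p under 0.05 with the estimated correlation.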

When considering cellular components, the downregulated genes were associated with ribonucleoprotein and spliceosomal complexes, as well as to ribosome subunit and, interestingly, the nucleolus (Figure 3—figure supplement 1A, B). Thus, since *EPB41L4A-AS1* is a snoRNA-host gene (SNHG) and snoRNAs typically localize to and act in the nucleolus, we aimed to investigate whether this lncRNA might interact with some factors that can explain the observed enrichment in nucleolar-associated genes.

### *EPB41L4A-AS1* binds SUB1 and affects the expression of its target genes

In order to identify potential factors that might be associated with *EPB41L4A-AS1*, we inspected protein–RNA-binding data from the ENCODE eCLIP dataset (van Nostrand et al., 2020). The exons of the *EPB41L4A-AS1* lncRNA were densely and strongly bound by SUB1 (also known as PC4) in both HepG2 and K562 cells (Figure 3A). SUB1 interacts with all three RNA polymerases and was reported to be involved in transcription initiation and elongation, response to DNA damage, chromatin condensation (Garavís and Calvo, 2017; Conesa and Acker, 2010; Das et al., 2006; Hou et al., 2022), telomere maintenance (Dubois et al., 2025; Salgado et al., 2024) and rDNA transcription (Kaypee et al., 2025). SUB1 normally localizes throughout the nucleus in various cell lines, yet staining experiments show a moderate enrichment for the nucleolus (source: Human Protein Atlas; here) (Kaypee et al., 2025). Another nucleolus-related protein, NPM1, which binds C/D-box snoRNAs and directs 2′-*O*-methylation of rRNAs (Nachmani et al., 2019), had a single moderately confident binding site within *EPB41L4A-AS1* intron overlapping *SNORA13* (Figure 3A). 

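SUB1 (ENSG00000113387.12_4, chromosome 5, 32531738 to 32604185, GRCh37) encodes a coactivator of RNA polymerase II that binds single-stranded DNA and RNA. In the polyA libraries its mRNA went from 161 ± 41.9 FPKM (SD, n = 3) to 76.7 ± 10.6 FPKM (SD, n = 3) after EPB41L4A-AS1 KD, a log2 fold change of -1.05 (standard error 0.19, adjusted p = 0.00641) from limma's moderated test with Benjamini-Hochberg adjustment. NPM1 (ENSG00000181163.13_3, chromosome 5, 170814119 to 170838141), the abundant nucleolar chaperone nucleophosmin, went from 1785 ± 27.3 FPKM (SD, n = 3) to 1152 ± 149 FPKM (SD, n = 3), a log2 fold change of -0.64 (standard error 0.11, adjusted p = 0.00453). After EPB41L4A KD, SUB1 had 149 ± 31.2 FPKM (SD, n = 3) and NPM1 1872 ± 85.4 FPKM (SD, n = 3), with log2 fold changes of -0.10 (adjusted p = 0.942) and 0.07 (adjusted p = 0.925). In the ribodepleted libraries labelled EPB41L4A-AS1 KD, SUB1 went from 198 ± 10.8 to 179 ± 10.1 FPKM (SD, n = 3 each), a log2 fold change of -0.14 (standard error 0.06, adjusted p = 0.186) and NPM1 from 1836 ± 91.2 to 1456 ± 118 FPKM (SD, n = 3 each), a log2 fold change of -0.34 (standard error 0.07, adjusted p = 0.0241), neither of them past the fold change threshold.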

Interestingly, both *SUB1* and *NPM1* mRNAs were significantly downregulated following *EPB41L4A-AS1* KD (Figure 3B).

**Figure 3.**
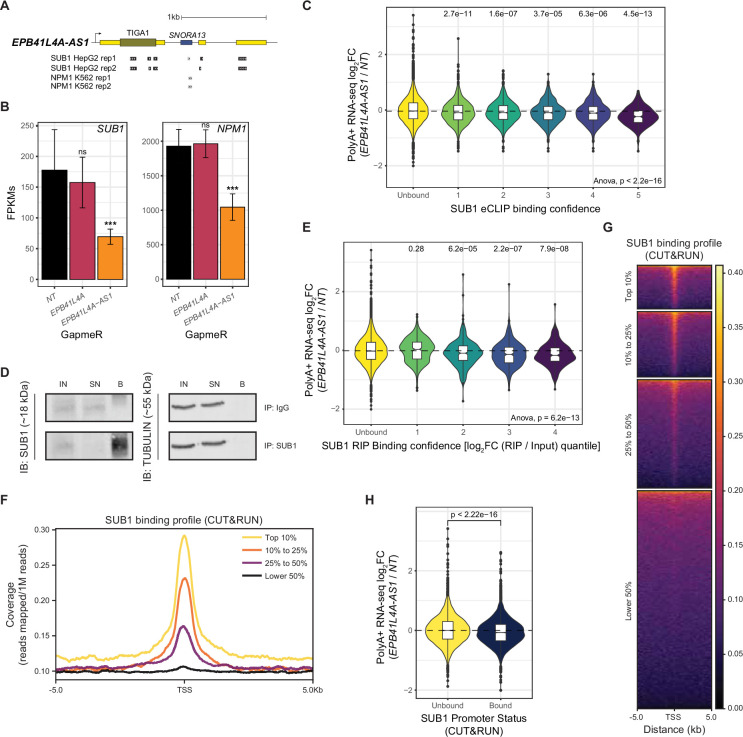
SUB1 interacts with *EPB41L4A-AS1* and affects gene expression at the DNA and RNA levels. (**A**) Schematics of the *EPB41L4A-AS1* locus with tracks depicting the eCLIP peaks for both SUB1 and NPM1 (source: ENCODE). (**B**) Average expression levels (in FPKMs) of *SUB1* and *NPM1* in cells transfected with GapmeRs targeting either *EPB41L4A-AS1* or *EPB41L4A*, with the error bars representing the standard deviation across the *n* = 3 replicates. DESeq2 adjusted p-values compared to control GapmeR are also reported. (**C**) Changes in gene expression upon *EPB41L4A-AS1* KD of the genes ranked by the SUB1 eCLIP-binding confidence. (**D**) Western blot following RIP using either a SUB1 or IgG antibody. TUBULIN was used as a negative control, IN—input, SN— supernatant/unbound, B—bound. (**E**) Same as (**C**), but with genes ranked by their enrichment in the RIP data (log_2_FC RIP/Input). (**F**) Metagene profile around TSS of the normalized SUB1 CUT&RUN signal, stratified by gene expression levels in MCF-7 cells. (**G**) Heatmap of SUB1 reads coverage around the TSSs of all human genes, stratified by gene expression levels in MCF-7 cells. (**H**) Changes in gene expression upon *EPB41L4A-AS1* KD with GapmeRs for genes with and without a high-confidence SUB1 peak in their TSS. All experiments were performed in *n* = 3 biological replicates. In the boxplots, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points, the significance of the different comparisons was computed by a Mann–Whitney test, and a global ANOVA p-value is also reported. In all cases, ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001. Figure 3—source data 1.Full Western blot gels for SUB1 and TUBULIN after SUB1 or IgG pulldown. Figure 3—source data 2.Full Western blot gels for SUB1 and TUBULIN after SUB1 or IgG pulldown.

**Figure 3—figure supplement 1.**
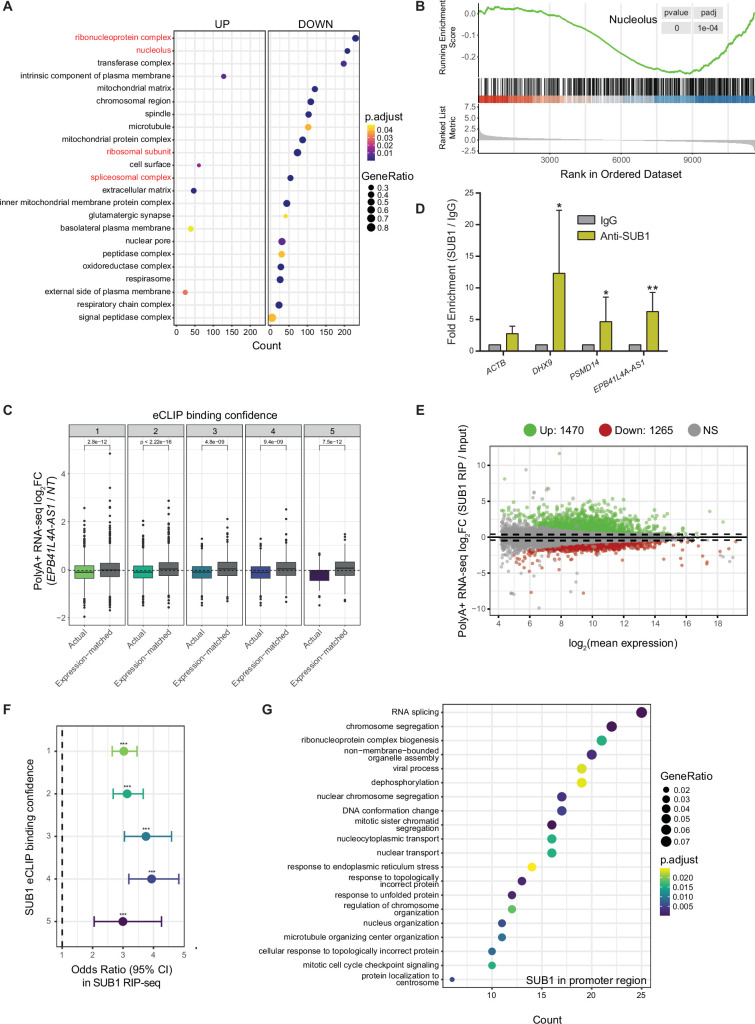
SUB1 is both a chromatin-associated and an RNA-binding protein. (**A**) Gene set enrichment analysis (GSEA) using cellular component as ontology. (**B**) Running score and preranked list of the nucleolus-associated genes in the GSEA analysis. (**C**) Changes in gene expression upon EPB41L4A-AS1 KD of the genes ranked by the SUB1 eCLIP-binding confidence, for both the actual targets (as in Figure 3C) and expression-matched controls (in gray). (**D**) RT-qPCR for the indicated genes after RIP with either an anti-SUB1 or control IgG antibody. (**E**) MA plot showing the relative enrichment in RIP-seq after using either an anti-SUB1 or control IgG antibody. (**F**) Forest plot for the enrichment of the genes in the ENCODE SUB1 eCLIP in our RIP-seq data. The genes in the eCLIP dataset were ranked according to their enrichment score. (**G**) GO enrichment analysis of the genes with a SUB1 peak as determined from our CUT&RUN data. All experiments were performed in *n* = 3 biological replicates, with the error bars representing the standard deviation (C) or the 95% confidence interval (E). In the boxplots, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points, and the significance of the different comparisons was computed by a Mann–Whitney test. A gene was considered to be differentially expressed if both adjusted p < 0.05 and |log_2_Fold-change| > 0.41 (corresponding to a change of 33%). In all cases, ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test in (C), Fisher’s exact test in (E)).

We hypothesized that loss of *EPB41L4A-AS1* might affect SUB1, either via the reduction in its expression or by affecting its functions. We stratified SUB1 eCLIP targets into confidence intervals, based on the number, strength, and confidence of the reported binding sites. Indeed, eCLIP targets of SUB1 (from HepG2 cells profiled by ENCODE) were significantly downregulated following *EPB41L4A-AS1* KD in MCF-7, with more confident targets experiencing stronger downregulation (Figure 3C). Importantly, this still holds true when controlling for gene expression levels (Figure 3—figure supplement 1C), suggesting that this negative trend is not due to differences in baseline expression. To obtain SUB1-associated transcripts in MCF-7 cells, we performed a native RNA immunoprecipitation followed by sequencing of polyA+ RNAs (RIP-seq) (Figure 3D, Figure 3—figure supplement 1D, E). 

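The native SUB1 immunoprecipitation set holds 2 RIP libraries and 2 input libraries of polyA RNA from MCF-7 cells, where the legend of Figure 3 gives 3 replicates for all experiments. SUB1's own mRNA measured 131 ± 23.7 FPKM (SD, n = 2) in input and 125 ± 22.4 FPKM (SD, n = 2) in the RIP, a log2 enrichment of -0.07 (standard error 0.18, adjusted p = 0.806). GAPDH (chromosome 12, 6643677 to 6647540, GRCh37), a glycolytic enzyme used as a reference, measured 3859 ± 93.2 and 4451 ± 70.2 FPKM (SD, n = 2 each). In such an experiment an antibody pulls down a protein from a lysate that was not crosslinked, and the RNA that comes along is sequenced beside the RNA of the lysate. The libraries were made and processed by the authors as their polyA RNA-seq was, and FPKM values for 60565 genes were deposited with DESeq2 results. Depth, read from the steps between FPKM values, was about 21.1 M fragments in each input library and 11.9 M in each RIP library, with 13662 to 13943 and 13830 to 14158 genes at 1 FPKM or more. The same filter and limma fit as for the polyA libraries tested 12303 genes, on 4 libraries. With 2 libraries per group the fit leaves 2 residual degrees of freedom, and each gene's spread rests largely on the other genes. The scaling assumes that most genes are neither enriched nor depleted.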

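In the SUB1 RIP, EPB41L4A-AS1 measured 32.5 ± 9.14 FPKM (SD, n = 2) in input and 35.9 ± 4.98 FPKM (SD, n = 2) in the precipitate. Its log2 enrichment was 0.16 (standard error 0.22, adjusted p = 0.625) from limma's moderated test, rank 4691 of 12303 genes and the 61.9th percentile. DHX9 (chromosome 1, 182808481 to 182857117, GRCh37), an RNA helicase, went from 37.2 ± 3.44 FPKM in input to 112 ± 18.6 FPKM in the RIP (SD, n = 2 each), a log2 enrichment of 1.56 (standard error 0.17, adjusted p = 3.12e-04), rank 527 of 12303. PSMD14, a deubiquitinase of the proteasome lid, had 41.5 ± 3.69 and 48.2 ± 0.334 FPKM (SD, n = 2 each), a log2 enrichment of 0.22 (standard error 0.16, adjusted p = 0.349), rank 4241 of 12303. The reference gene GAPDH had a log2 enrichment of 0.21 (rank 4334 of 12303). NPM1 had -0.17 (rank 7590 of 12303).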

As expected, *EPB41L4A-AS1* precipitated with SUB1, as did other top hits from the eCLIP data (Figure 3—figure supplement 1D). A total of 1470 genes were enriched in the IP fraction (adjusted p < 0.05 and |log_2_Fold-change| > 0.41) (Figure 3—figure supplement 1E), and our MCF-7 RIP data was in agreement with that of the eCLIP in HepG2 cells (Figure 3—figure supplement 1F). Similarly to what was done with the eCLIP data, we divided the RIP-defined targets into confidence intervals based on the significance and overall enrichment in the IP fraction. 

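Relative to input, 1675 genes were enriched in the SUB1 RIP and 1512 were depleted, of 12303 tested. Several zinc finger genes, which share sequence with their paralogs, were among the strongest enrichments. ZNF91 (chromosome 19, 23487792 to 23578273, GRCh37) went from 3.61 ± 0.169 FPKM in input to 138 ± 45.6 FPKM in the RIP (SD, n = 2 each), a log2 enrichment of 5.04 (standard error 0.23, adjusted p = 1.13e-05) from limma's moderated test. ZNF845, ZNF765, ZNF721, ZNF107 and ZNF43 had log2 enrichments of 4.79, 4.60, 4.47, 4.34 and 4.29. Reads shared between such paralogs may have been divided among them. RPL6 (chromosome 12, 112842993 to 112856642), a protein of the large ribosomal subunit, had 1715 ± 129 and 20806 ± 4028 FPKM (SD, n = 2 each), a log2 enrichment of 3.59 (standard error 0.16, adjusted p = 1.08e-05). The checkpoint kinase ATR and the spliceosome core gene PRPF8 had 2.75 and 2.45. Depleted RNAs included the mitochondrially encoded MT-CO2 (-2.74) and MT-ND4L (-2.96), the U3 snoRNA gene SNORD3B-1 (-3.63), the WNT effector TCF7L2 (-2.64) and the general transcription factor TBP (-1.51). All mitochondrially encoded genes as a list had a median log2 enrichment of -2.96, with 4 of 13 lower and none higher (13 and none adjusted over the list alone, adjusted p = 8.69e-10 from camera, 0.696 with an estimated correlation). By gene type, 1545 of 11131 protein-coding genes (13.9%) and 101 of 1001 lncRNA genes (10.1%) were enriched. Without rescaling, enriched genes make up 70.9% of the calls against 52.6% with it. Leaving out input replicate 1 brings the calls to 1720.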

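The genes whose transcripts were most enriched in the SUB1 RIP had a lower median after EPB41L4A-AS1 KD, called by camera only with the preset correlation. In the top quartile of enrichment (log2 enrichment 1.70 to 5.04), 345 genes were also tested in the polyA libraries, and 9 were higher and 32 lower, with a median log2 fold change of -0.16 (adjusted p = 0.00947 from camera, 0.138 with an estimated correlation). The third quartile (1.14 to 1.70, 357 genes) had 17 higher and 42 lower and a median of -0.08 (adjusted p = 0.0419, and 0.138 with an estimated correlation). The second quartile (0.80 to 1.14, 391 genes) had 27 higher and 44 lower and a median of -0.06 (adjusted p = 0.208). In the lowest quartile (0.41 to 0.80, 417 genes) 48 were higher and 33 lower, with a median of 0.07 (adjusted p = 0.246). Genes without enrichment (9584, the depleted ones among them) had a median of 0.00, and 9.90% of them were higher and 8.15% lower. Over all 1510 enriched genes tested in both sets the median was -0.06, which camera did not set apart, with 101 higher and 151 lower. Independent lists of these sizes would share 143 enriched and higher genes, against 101 found. They would share 121 depleted and lower genes, against 176 found, so called falls were not particular to enriched transcripts. RPS6, ASCC3 and MSH2 are examples of enriched transcripts, with log2 enrichments of 1.24, 1.06 and 1.63 and log2 fold changes of -0.98, -0.42 and -0.85 after the KD. ASCC3, a helicase that resolves stalled ribosomes, holds a partial match of LNA2, and its adjusted p in the KD was 0.214. ZNF91 had a log2 fold change of -0.30 (adjusted p = 0.193 from limma's moderated test).

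**Figure D5:**
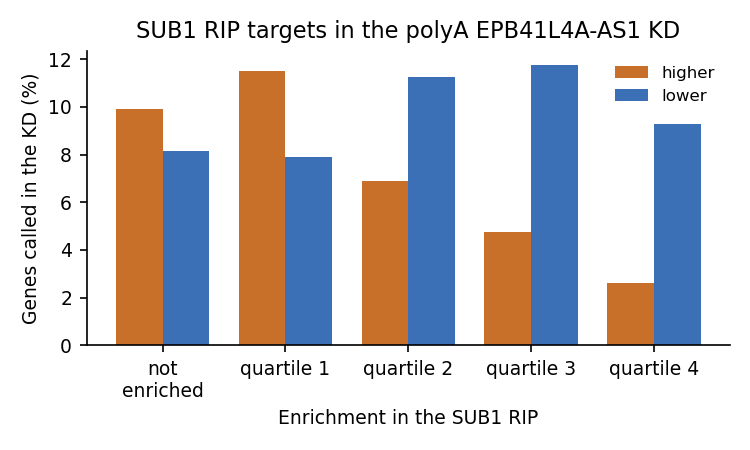
Percentage of genes called higher or lower after EPB41L4A-AS1 KD (polyA libraries) among genes not enriched in the SUB1 RIP and in each quartile of enrichment. The share of lower genes is 7.91% in quartile 1 and 9.28% in quartile 4, where 2.61% are higher.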

Strikingly, SUB1-associated transcripts were downregulated upon *EPB41L4A-AS1* KD (Figure 3E), similar to what was observed for the eCLIP-based targets. 

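The SUB1 CUT&RUN data used here are 1 list of 521 peaks called on pooled control libraries, with a median length of 435 bp. The fold enrichment that the authors' MACS2 run gave them runs from 1.38 to 22.0 with a median of 5.66, and 462 peaks have a -log10 q of at least 5. Of these peaks, 2 lie on the mitochondrial chromosome. No SUB1 peak falls within the TADs that flank EPB41L4A-AS1. The authors aligned the reads to hg19 with Bowtie2 before they called the peaks. The paper's methods name an aim of 10 M reads for each library, and the depth of the pooled libraries cannot be read from the list. With no replicate or control list among the data used, the peaks have no error. A promoter was taken as 1000 bp on either side of the annotated 5′ end of a gene, and a peak counted when it overlapped that window. Starts of other transcripts of a gene were not searched.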

Since SUB1 is also a transcriptional regulator associated with chromatin, we performed CUT&RUN to uncover the genome-wide chromatin occupancy of SUB1 in MCF-7 cells (Supplementary file 3). SUB1 binding was found to be enriched around TSSs of active genes (Figure 3F, G), and among its 835 high-confidence genomic peaks, 418 (~50%) overlapped with the promoters of 411 genes. Of these genes, transcripts from only 56 were also bound by SUB1 at the RNA level, suggesting that SUB1 largely targets distinct gene sets at the DNA and RNA levels. 

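Of the 521 SUB1 peaks in the deposited list, 173 (33.2%) overlapped a promoter, and these promoters belonged to 274 genes, 172 of them protein coding. They included genes of the ribosome (RPS19), of translation initiation (EIF5), of transcription elongation (CDK12) and of arginine methylation (WDR77). With a window of 500 bp 165 peaks and 255 genes were counted, and with 2000 bp 188 peaks and 318 genes. Among the 462 peaks with a -log10 q of at least 5, 127 lay at promoters, of 196 genes. When at least 50% of a peak had to lie in the window, 171 peaks and 262 genes remained. The list does not say which peaks the authors took as high-confidence.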

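Of the genes with a SUB1 peak at their promoter, 178 were tested in the RIP, and 22 of them were enriched at the RNA level, where 24.2 would be by chance. The list of 521 peaks is shorter than the paper's, so these counts hold for this list alone. These 22 included CDK12, a kinase of RNA polymerase II, the repressor CIC, the translation factor EIF5, the phosphatase PTPN1, the ribosomal protein gene RPS19 and WDR77, a partner of the methyltransferase PRMT5, all named here by function after the values were seen. CDK12 had a log2 enrichment of 1.18 (standard error 0.23, adjusted p = 0.00581) in the RIP from limma's moderated test, CIC 1.83 (standard error 0.21, adjusted p = 3.84e-04), and RPS19 0.43 (standard error 0.13, adjusted p = 0.0365). With the stricter peaks (-log10 q of at least 5), 18 of 125 genes were in both, against 17.0 by chance. The other definitions of a promoter gave 21 or 22 shared genes. From the small number of genes in both sets, the paper proposes that SUB1 has largely distinct targets on DNA and on RNA.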

Genes with promoter occupancy of SUB1 were enriched for biological processes related to genome maintenance, stress response, and nuclear transport (Figure 3—figure supplement 1G), which is in line with previous studies (Garavís and Calvo, 2017; Conesa and Acker, 2010; Das et al., 2006; Hou et al., 2022). These genes were also slightly, yet highly significantly downregulated following *EPB41L4A-AS1* KD (Figure 3H). 

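The list of 521 SUB1 peaks, which is shorter than the paper's, has 174 promoter genes that were tested in the polyA libraries, and these had a median log2 fold change of -0.10 after EPB41L4A-AS1 KD, against -0.00 for all other genes. This difference had p = 0.117 from camera with the preset correlation and p = 0.042 with an estimated one. Of these genes, 11 were higher and 16 lower. RPS19 (protein coding) went from 905 ± 187 to 904 ± 8.94 FPKM (SD, n = 3 each) with an adjusted p of 0.933 from limma's moderated test, and EIF5 had a log2 fold change of -0.14 (standard error 0.12, adjusted p = 0.456). CDK12 and WDR77 had log2 fold changes of 0.33 and 0.12 (adjusted p = 0.0832 and 0.571). Without the filters on level, length and type, the median was -0.08, which camera set apart.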

Taken together, *EPB41L4A-AS1* interacts with SUB1, and its KD led to both a decrease in SUB1 mRNA level and the concomitant downregulation of SUB1 targets on chromatin and at the RNA level, positioning this lncRNA as a modulator of SUB1 activity.

### Global de-regulation of snoRNAs and histone mRNA expression upon loss of *EPB41L4A-AS1*

Since many classes of noncoding RNAs—including those localizing to the nucleolus, such as snoRNAs—are not polyadenylated, we next sequenced total rRNA-depleted RNAs from *EPB41L4A-AS1* KD and control MCF-7 cells. 

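In the rRNA-depleted libraries, EPB41L4A-AS1, the targeted RNA, was higher in the libraries labelled EPB41L4A-AS1 KD than in those labelled NT. Its FPKM went from 15.0 ± 2.04 FPKM (SD, n = 3) to 23.3 ± 2.09 FPKM (SD, n = 3), a log2 fold change of 0.62 (standard error 0.12, adjusted p = 0.0175). The paper's RT-qPCR (Figure 2B) and the polyA libraries run the other way, which does not settle what these libraries hold, so they are named by their labels here. The largest rises were those of TRGC1 (2.80), S100P (2.41), AQP3 (2.31), TGFBI (2.31) and GDF15 (2.27), which were also among the largest in polyA RNA. AQP3, a water and glycerol channel, went from 10.7 ± 1.74 to 55.5 ± 11.6 FPKM (SD, n = 3 each), with a standard error of 0.17 on the log2 scale (adjusted p = 0.00106). Large falls were found for the peptidase gene DPP9 (-1.34), the RHO regulator ABR (-1.33), LPP (-1.32) and GPC6, a glypican (-1.31). ESR1, the estrogen receptor gene (chromosome 6, 151977825 to 152450754, GRCh37), fell from 112 ± 1.81 to 71.5 ± 5.93 FPKM (SD, n = 3 each), a log2 fold change of -0.65 (standard error 0.07, adjusted p = 0.00277). In total 547 genes were higher and 511 lower of 14343 tested (1120 and 720 by limma's moderated test without adjustment). Of 477 genes called in both kinds of libraries, 474 had the same direction. The set has 3 libraries labelled NT and 3 labelled EPB41L4A-AS1 KD, from cells harvested at the same time after transfection as the polyA set. The authors depleted rRNA with RiboCop and then used the same kit, alignment and RSEM quantification, and the paper says that LNA2 was used mainly after the polyA experiments, without naming the GapmeR beside this set. Each library holds about 16.8 to 26.6 M fragments and 17193 to 18674 genes at 1 FPKM or more. These libraries were scaled, filtered and tested by themselves in the same way as the polyA ones, and for the RNA classes the filter on length was left out. The call count runs from 370 without the KD replicate 2 to 1400 without the KD replicate 3.

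**Figure D6:**
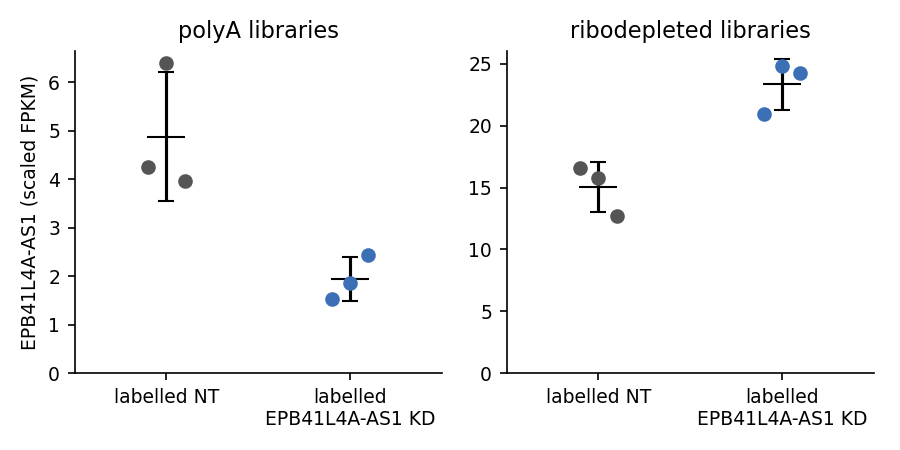
Scaled FPKM of EPB41L4A-AS1 in each polyA and each ribodepleted library by label (points), with group means and SD (n = 3). The KD libraries lie below NT in polyA RNA and above NT in ribodepleted RNA.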

As expected, using this approach, we could quantify various RNA species lacking polyA tails, such as small nuclear RNAs (snRNAs), snoRNAs, and histone mRNAs (Figure 4A), and could also better quantify intronic expression. 

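With the filter on length left out, 15607 genes had a mean of at least 1 FPKM in the ribodepleted set, among them 264 snoRNA, 274 snRNA and 65 replication-dependent histone genes. SNORA73B (chromosome 1, 28835070 to 28835274, GRCh37), an H/ACA snoRNA, measured 1012 ± 102 FPKM (SD, n = 3) in the libraries labelled NT. SNORD17 (chromosome 20, 17943352 to 17943589), a C/D box snoRNA, measured 313 ± 21.9 FPKM (SD, n = 3), and SCARNA13, of the Cajal body, 418 ± 5.18 FPKM (SD, n = 3). The histone mRNAs H4C8 and H3C12, which end in a stem-loop and carry no polyA tail, measured 487 ± 17.7 and 231 ± 14.3 FPKM (SD, n = 3 each). In polyA libraries 37 replication-dependent histone genes were above the minimum of 1 FPKM. The custom annotation adds region values for introns, of which the introns of EPB41L4A, taken as 1 region, had 9.43 ± 0.739 FPKM (SD, n = 3) in NT. Members of the snRNA and histone families share sequence with each other and with their pseudogenes, so single genes of these families are uncertain.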

Consistent with a *cis*-acting regulation at the transcriptional level, both the exonic and intronic reads of *EPB41L4A* were significantly reduced after *EPB41L4A-AS1* downregulation (Figure 4—figure supplement 1A). 

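In the ribodepleted libraries labelled EPB41L4A-AS1 KD, EPB41L4A (chromosome 5, 111478137 to 111755010, GRCh37) had an FPKM of 24.2 ± 3.47 against 32.6 ± 3.29 in NT (SD, n = 3 each). The log2 fold change over its annotated exons was -0.43 (standard error 0.12, adjusted p = 0.0574) from limma's moderated test, short of the threshold of 0.05. The authors' deposited values call it, with -0.47 (adjusted p = 0.00277 over the same genes). Its introns, quantified as a region of 247993 nt (112162618 to 112419277 on hg38), went to 6.69 ± 0.120 FPKM (SD, n = 3), with FPKM values of 6.67, 6.58 and 6.82 against 9.85, 9.87 and 8.58 in NT. The log2 fold change of the introns was -0.49 (standard error 0.07, adjusted p = 0.0130), and every library labelled KD lay below every NT library. A region named as other introns of EPB41L4A-AS1 itself rose from 15.7 ± 1.20 to 21.8 ± 0.630 FPKM (SD, n = 3 each), a log2 fold change of 0.47 (standard error 0.07, adjusted p = 0.0106), against the label of these libraries. This region counts 3907 nt between 112160525 and 112164818 on hg38, most of the span of the gene. It therefore holds exons too and does not show a rise of introns alone. For EPB41L4A-AS1 the paper's RT-qPCR shows a fall after its GapmeRs. Whether reads of the overlapping antisense pair were separated by strand is not stated in the paper's text.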

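In the libraries labelled EPB41L4A-AS1 KD, in which the target itself was higher, small RNAs stood higher and histone mRNAs lower by camera with a preset correlation. Of 264 snoRNA genes, 217 had a log2 fold change above 0 and 23 passed the test, all of them higher, with a median log2 fold change of 0.48 (adjusted p = 2.35e-09 from camera, 0.169 with an estimated correlation). The 274 snRNA genes had 202 above 0, with 11 called higher and 1 lower, and a median log2 fold change of 0.56 (adjusted p = 1.35e-05 from camera, 0.232 with an estimated correlation). Replication-dependent histone genes, which are expressed in S phase, were 26 lower and none higher of 65, with a median log2 fold change of -0.44 (adjusted p = 7.02e-22 from camera, 0.169 with an estimated correlation). H3C12 (chromosome 6, 27858159 to 27860884, GRCh37), a histone H3 gene, went to 159 ± 1.47 FPKM (SD, n = 3), a log2 fold change of -0.53 (standard error 0.06, adjusted p = 0.00299) from limma's moderated test, and H4C8 to 342 ± 22.4 FPKM (-0.51, adjusted p = 0.00397). Among the snoRNAs, SNORA73B went to 1688 ± 316 FPKM (SD, n = 3; log2 fold change 0.72, standard error 0.14, adjusted p = 0.0179) and SNORD17 to 509 ± 103 FPKM (SD, n = 3; log2 fold change 0.68, standard error 0.13, adjusted p = 0.0195). SNORA38B rose from 84.0 ± 7.76 to 133 ± 13.4 FPKM (SD, n = 3 each), a log2 fold change of 0.66 (standard error 0.10, adjusted p = 0.0194) and SCARNA5 from 130 ± 19.6 to 192 ± 25.0 FPKM (SD, n = 3 each), a log2 fold change of 0.56 (standard error 0.13, adjusted p = 0.0342). SCARNA13 and SNORA10 had log2 fold changes of 0.40 (standard error 0.06, adjusted p = 0.0105) and 0.59 (standard error 0.16, adjusted p = 0.0880), neither of them called. The lncRNA genes (1677) had a median log2 fold change of 0.08 (adjusted p = 0.0487 from camera, 0.169 with an estimated correlation), and for protein-coding genes (11676) it was -0.02 (adjusted p = 1.35e-05, and 0.0286 with an estimated correlation). With an estimated correlation only the protein-coding genes keep their call. As a fixed list, the histone genes had 30 of 65 lower and none higher (33 and none adjusted over the list alone), and noncoding snoRNA host genes 5 of 28 higher and none lower (6 and none adjusted over the list alone), with a median of 0.23 (adjusted p = 1.17e-06 from camera, 0.187 with an estimated correlation).

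**Figure D7:**
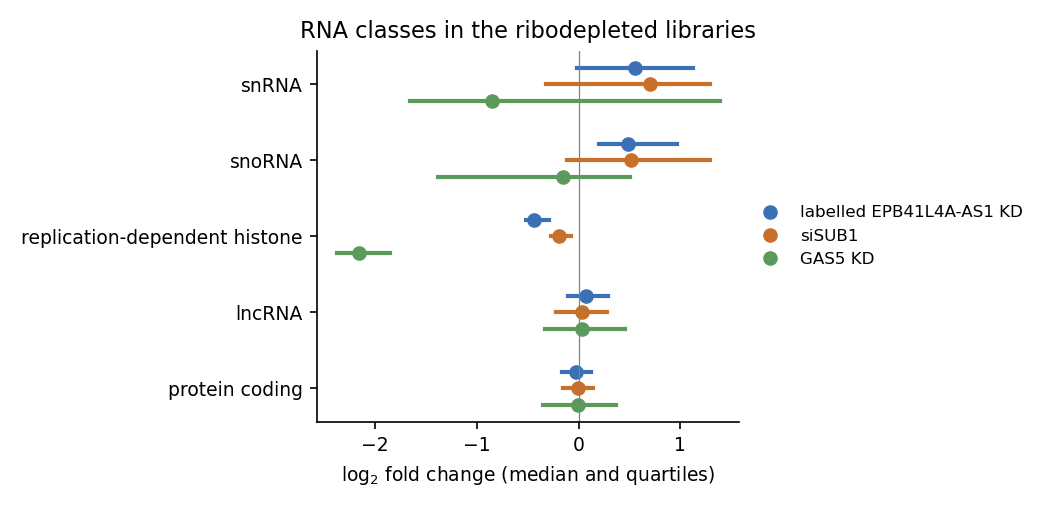
Median log2 fold change with quartiles (horizontal axis) of each RNA class in the ribodepleted comparisons labelled EPB41L4A-AS1 KD, siSUB1 and GAS5 KD. In the first, snoRNAs lie at 0.48 and histone mRNAs at -0.44.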

When considering different transcript classes, we observed a marked upregulation of most snRNAs and snoRNAs and a significant downregulation of histone mRNAs (Figure 4A). To quantify SNHG de-regulation at higher resolution, we created a custom annotation in which we divided each SNHG into exonic regions, the snoRNA-encoding region, regions in the snoRNA-containing introns that are found upstream (pre-) and downstream (post-) of the snoRNA, and other snoRNA-less introns (Other) of the SNHG transcripts, while considering the various isoforms annotated for each SNHG (see Methods) (Figure 4B). We then quantified the levels of each region in control and KD conditions. Intriguingly, while SNHG exons and unrelated introns were not affected by *EPB41L4A-AS1* KD, read coverage was increased over both the snoRNAs and the flanking intronic regions (Figure 4C). These changes were shared among all the snoRNA classes (Figure 4—figure supplement 1) and were concordant within individual introns when both (pre- and post-) had enough coverage to be quantified (Figure 4—figure supplement 1C). 

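In the libraries labelled EPB41L4A-AS1 KD, values over snoRNAs and the introns that hold them stood higher, while the other parts of the host genes did not. The target RNA itself was higher under this label, against the paper's RT-qPCR. Of 929 snoRNA regions, 636 had a log2 fold change above 0, 49 were called higher and 6 lower, with a median of 0.42 (adjusted p = 0.00332 from camera). The 833 intron parts upstream of a snoRNA had a median of 0.13 (11 higher, 3 lower, adjusted p = 0.0412), and the 828 parts downstream a median of 0.15 (13 higher, none lower, adjusted p = 0.0352). Host transcripts and their other introns (952 regions, which the deposited table does not always separate) had a median of -0.03 (22 higher, 57 lower, adjusted p = 0.0352). None of these adjusted p stays under 0.05 with an estimated correlation, where they are 0.369, 0.609, 0.607 and 0.369. Among single snoRNAs, SNORD30, SNORA68 and SCARNA9 had log2 fold changes of 1.19, 0.73 and 0.59, with adjusted p = 0.00687, 0.0227 and 0.0107 from limma's moderated test. They are examples of the called rises, picked outside the rule for named genes. The regions come from the authors' custom annotation, on hg38 coordinates, which splits each snoRNA host gene (SNHG) into the snoRNA, the flanking parts of its intron and the rest. For this table values were log-transformed after adding 0.1 FPKM and kept from a mean of 0.2 FPKM. The shift of the upstream introns loses its call when that minimum is 5 times lower or higher or without rescaling, and the downstream introns lose it in the first and last of these. Leaving out single libraries ends the call of the upstream introns in 4 of 6 cases and that of the downstream introns in 3 of 6.

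**Figure D8:**
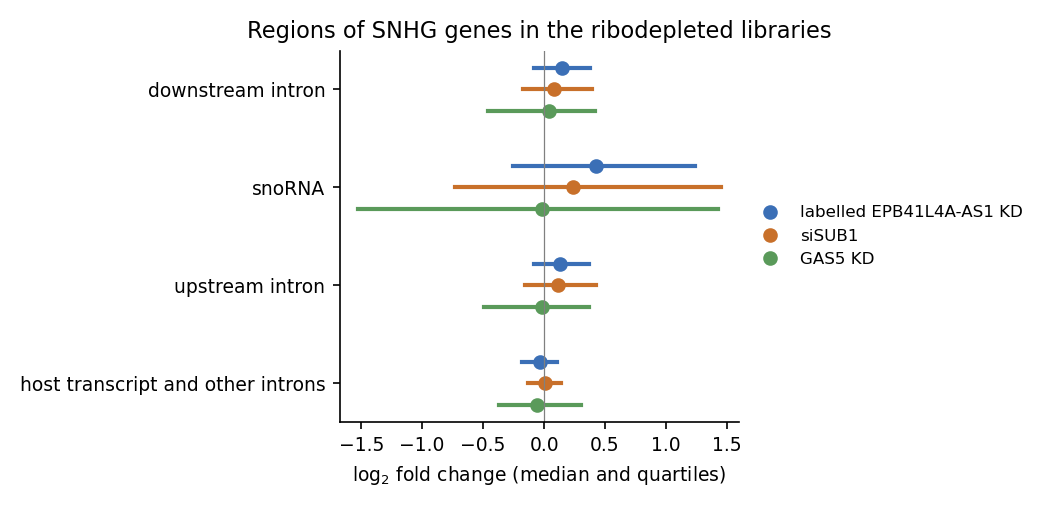
Median log2 fold change with quartiles (horizontal axis) of snoRNAs, upstream and downstream intron parts and the rest of the host genes in each ribodepleted comparison. In the comparison labelled EPB41L4A-AS1 KD, the snoRNAs lie highest, at 0.42.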

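All 3 kinds of snoRNA stood higher in the libraries labelled EPB41L4A-AS1 KD, although the targeted lncRNA was higher there too. H/ACA box snoRNAs, which guide pseudouridylation, had a median log2 fold change of 0.58 over 149 genes, with 22 higher and none lower (adjusted p = 4.67e-08 from camera, 0.253 with an estimated correlation). C/D box snoRNAs, which guide ribose methylation, had 0.44 over 183 (9 higher, none lower, adjusted p = 9.27e-05, and 0.253 with an estimated correlation). The scaRNAs of Cajal bodies had 0.51 over 30 (3 higher, none lower, adjusted p = 3.06e-05, and 0.253 likewise). SNORA73A and SNORA44 among the first kind had log2 fold changes of 0.70 and 0.79, with adjusted p = 0.0313 and 0.0216 from limma's moderated test. SNORD94, a C/D box snoRNA, had 0.87 (adjusted p = 0.0298), and SCARNA12 had 0.43 (adjusted p = 0.0265). These single snoRNAs are examples of the called rises, picked outside the rule for named genes. The kinds were told apart by the names in the custom annotation, and snoRNAs named only by a database number were left out.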

Notably, the effect sizes of these changes were small, and they were not evident when plotting metagenes of these regions—that show the median coverage level—which is close to zero even in rRNA-depleted data (Figure 4—figure supplement 1D), therefore suggesting that snoRNA processing remains an efficient process even in cells depleted of *EPB41L4A-AS1*. Therefore, most of the effect we observe is likely in the increased accumulation of the mature and stable snoRNAs, eventually hinting that *EPB41L4A-AS1* perturbations specifically affect the snoRNA production and/or stability rather than SNHG transcription.

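Set beside each other, the snoRNA regions had a median log2 fold change of 0.42, roughly 3 times those of the intron parts around them, in the libraries labelled EPB41L4A-AS1 KD. On the log2 scale the middle 50% of snoRNA regions ran from -0.25 to 1.24, that of upstream intron parts from -0.08 to 0.37 and that of downstream parts from -0.08 to 0.37. The noncoding host transcripts SNHG12, SNHG22 and SNHG3 (chromosome 1, 28832491 to 28837404, GRCh37) had log2 fold changes of 0.58 (standard error 0.08, adjusted p = 0.00613), 0.57 (standard error 0.12, adjusted p = 0.0228) and 0.55 (standard error 0.10, adjusted p = 0.0185) from limma's moderated test. GAS5, another of them, had 0.36 (standard error 0.09, adjusted p = 0.0444). SNHG3, the host of SNORA73A and SNORA73B, went from 104 ± 4.55 to 154 ± 23.9 FPKM (SD, n = 3 each). From small effects over introns that metagene plots do not show, the paper proposes that processing stays efficient and that the main effect is on mature snoRNAs and their production or stability.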

**Figure 4.**
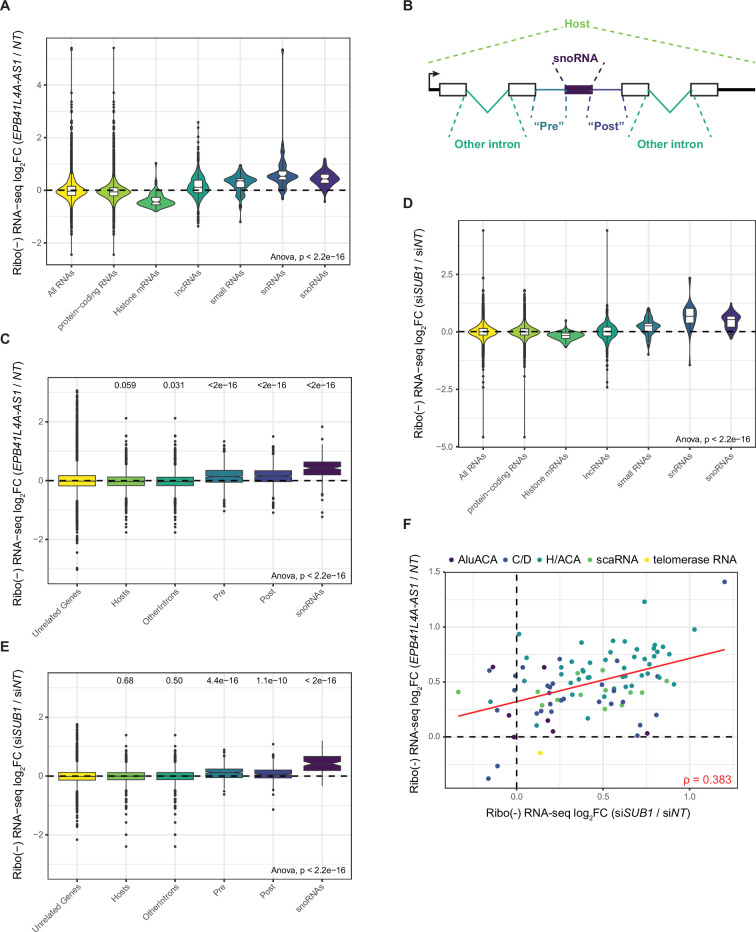
*EPB41L4A-AS1* and SUB1 depletion results in a widespread accumulation of mature snoRNAs. (**A**) Changes in gene expression upon *EPB41L4A-AS1* KD with GapmeRs of the indicated RNA classes. (**B**) Schematics depicting the different regions which were separately quantified in each SNHG. (**C**) Changes in RNA-seq read coverage in different regions upon *EPB41L4A-AS1* KD with GapmeRs. (**D**) As in (**B**) for *SUB1* KD with siRNAs of the indicated RNA classes. (**E**) As in (**C**) for *SUB1* KD. (**F**) Correspondence between changes in snoRNA expression after *EPB41L4A-AS1* and *SUB1* KD. The color indicates the different snoRNA classes, and Spearman’s correlation coefficient is shown. All experiments were performed in *n* = 3 biological replicates. In the boxplots, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points, the significance of the different comparisons was computed by a Mann–Whitney test, and a global ANOVA p-value is also reported.

**Figure 4—figure supplement 1.**
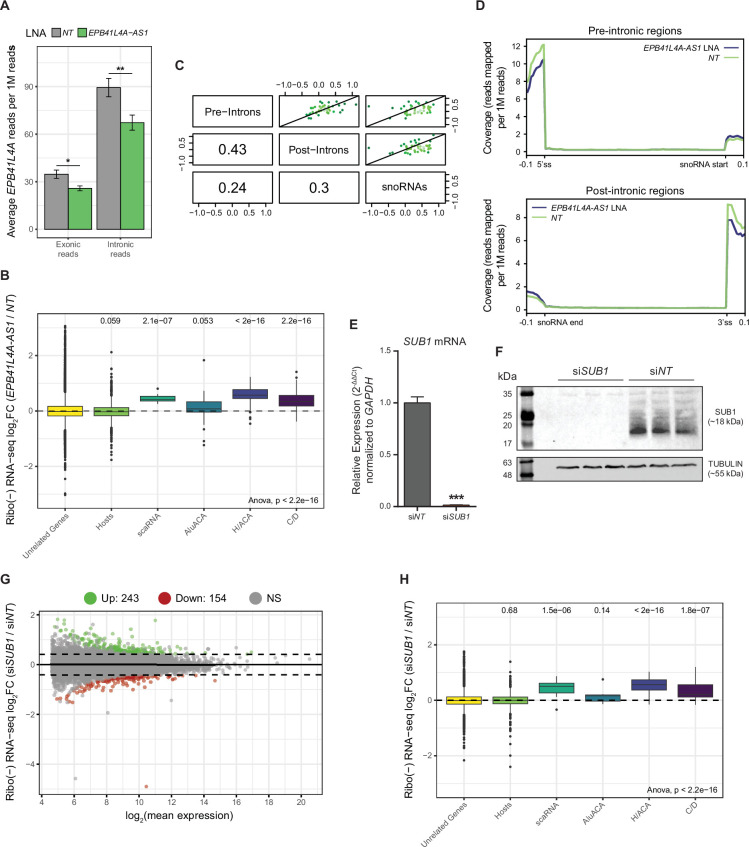
EPB41L4A-AS1 and SUB1 depletion affect the expression of different classes of snoRNAs. (**A**) Bar plot depicting the normalized read density in the Ribo(−) RNA-seq data in EPB41L4A exons and introns. (**B**) Boxplot of gene expression changes (log_2_FC) after EPB41L4A-AS1 depletion for the indicated RNA categories. (**C**) Correspondence of the changes in gene expression after EPB41L4A-AS1 KD between the pre-intronic, post-intronic, and snoRNA regions. Spearman’s correlation coefficients are also reported. (**D**) Normalized Ribo(−) RNA-seq signal over the intronic regions before (top) and after (bottom) the expressed snoRNAs. RT-qPCR (**E**) and Western blot (**F**) upon SUB1 depletion with siRNAs to assess KD efficiency. (**G**) MA plot showing the genome-wide gene expression changes after SUB1 KD with siRNAs. (**H**) Same as in (**B**), but after SUB1 KD with siRNAs. All experiments were performed in *n* = 3 biological replicates, with the error bars in the bar plots representing the standard deviation. In the boxplots, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points, the significance of the different comparisons was computed by a Mann–Whitney test, and a global ANOVA p-value is also reported. A gene was considered to be differentially expressed if both adjusted p < 0.05 and |log_2_Fold-change| > 0.41 (corresponding to a change of 33%). In all cases, ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test). Figure 4—figure supplement 1—source data 1.Full Western blot gels of SUB1 and TUBULIN after *SUB1* KD with siRNAs. Figure 4—figure supplement 1—source data 2.Full Western blot gels of SUB1 and TUBULIN after *SUB1* KD with siRNAs.

**Figure 4—figure supplement 2.**
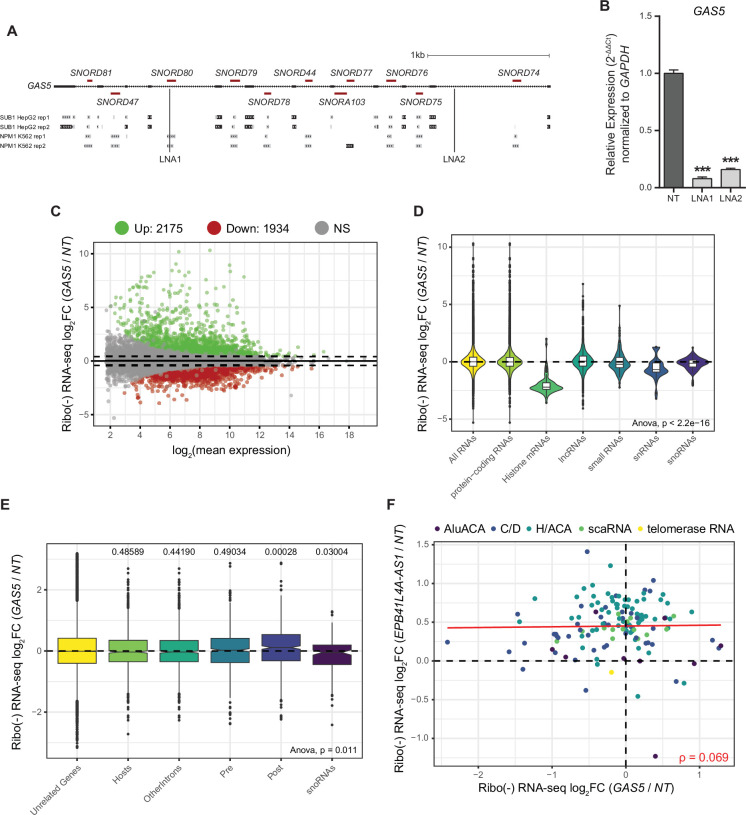
GAS5 depletion does not affect snoRNAs expression. (**A**) Schematics of the GAS5 locus with tracks depicting the eCLIP peaks for both SUB1 and NPM1 (source: ENCODE), as well as the location of the two GapmeRs that were used. (**B**) RT-qPCR upon GAS5 depletion with GapmeRs to assess KD efficiency. (**C**) MA plot showing the genome-wide gene expression changes after GAS5 KD with GapmeRs. (**D**) Violin/boxplots of gene expression changes (log_2_FC) after GAS5 depletion for the indicated RNA classes. (**E**) Boxplot of gene expression changes (log_2_FC) after GAS5 depletion for the indicated RNA categories. (**F**) Correspondence between the changes in gene expression of the color-coded snoRNA categories after EPB41L4A-AS1 and GAS5 depletion. The trendline and Spearman correlation coefficient are also reported. All experiments were performed in *n* = 3 biological replicates, with the error bars in the bar plots representing the standard deviation. In the boxplots, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points, the significance of the different comparisons was computed by a Mann–Whitney test, and a global ANOVA p-value is also reported. A gene was considered to be differentially expressed if both adjusted p < 0.05 and |log_2_Fold-change| > 0.41 (corresponding to a change of 33%). In all cases, ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test).

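SUB1 was strongly lowered in the siRNA set. Its mRNA (chromosome 5, 32531738 to 32604185, GRCh37) went from 169 ± 13.6 FPKM (SD, n = 3) to 6.92 ± 0.892 FPKM (SD, n = 3), a log2 fold change of -4.52 (standard error 0.12, adjusted p = 4.60e-07) from limma's moderated test with Benjamini-Hochberg adjustment. EPB41L4A-AS1 measured 22.6 ± 6.28 FPKM (SD, n = 3) with the control siRNA (siNT) and 17.8 ± 2.42 FPKM (SD, n = 3) with the SUB1 siRNA, a log2 fold change of -0.31 (standard error 0.20, adjusted p = 0.547). NPM1 had 1636 ± 51.3 to 1385 ± 107 FPKM (SD, n = 3 each), a log2 fold change of -0.24 (standard error 0.07, adjusted p = 0.226). The set has 3 siNT and 3 siSUB1 libraries of rRNA-depleted RNA from MCF-7 cells, harvested 72 hr after transfection with 25 nM siRNA. The authors prepared and quantified them as the other ribodepleted libraries. Depth was about 4.73 to 7.50 M fragments per library, lower than in the EPB41L4A-AS1 set, with 15690 to 16361 genes at 1 FPKM or more. They were scaled and fitted by themselves, and 13323 genes were tested.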

To test if the effects on snoRNA biogenesis are related to the changes in SUB1 expression and/or activity, we sequenced the rRNA-depleted RNA from MCF-7 cells in which *SUB1* was depleted by siRNAs (Figure 4—figure supplement 1E, F). We identified a total of 243 upregulated and 154 downregulated genes (Figure 4—figure supplement 1G), of which 41 (~17%) and 74 (~48%) were concordantly affected by *EPB41L4A-AS1* depletion, and the magnitudes of the genome-wide responses were moderately, but significantly correlated (Spearman’s *R* = 0.138, p < 10^–15^). 

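After SUB1 siRNA, 20 genes were higher and 10 lower of 13323 tested (494 and 400 by limma's moderated test without adjustment). GPX3 (chromosome 5, 150399998 to 150408553, GRCh37), a secreted glutathione peroxidase, rose from 42.4 ± 5.94 to 144 ± 5.07 FPKM (SD, n = 3 each), a log2 fold change of 1.76 (standard error 0.11, adjusted p = 3.57e-04). B4GALNT1, which makes the gangliosides GM2 and GD2, rose from 8.34 ± 2.11 to 26.4 ± 4.06 FPKM (SD, n = 3 each), a log2 fold change of 1.62 (standard error 0.20, adjusted p = 0.0219). The sulfotransferase SULT1A1, the potassium channel subunit KCNAB2 and the iron-binding regulator PIR had log2 fold changes of 1.27, 1.27 and 1.21. The p53 target ABHD4 and the actin binder PFN2 rose by 1.17 and 0.70. Falls included LMBR1 (chromosome 7, 156461639 to 156685924), from 47.4 ± 5.44 to 24.1 ± 3.32 FPKM (SD, n = 3 each), a log2 fold change of -0.96 (standard error 0.13, adjusted p = 0.0270), and CRTAP, a collagen-modifying protein (-0.92). The antiviral IFITM2, the sorting nexin SNX3, the proteasome gene PSMD3 and the replication licensing factor CDT1 had -0.84, -0.76, -0.75 and -0.64. Of the 13048 genes tested here and in the libraries labelled EPB41L4A-AS1 KD, 1 was higher in both, 2 were lower in both and 1 was opposite, where independent lists would share 0.718 and 0.385. Across these genes the log2 fold changes had a Spearman's rho of 0.123 (permutation p = 1e-05, the smallest that the 100000 resamples can give), though genes are not independent replicates. Without rescaling the share of higher genes among the siSUB1 calls is 45.2% against 66.7% with it. Leaving out any library of this set brings the calls to between 2 and 5.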

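Small noncoding RNAs shifted up as groups after SUB1 siRNA and histone mRNAs shifted down, with few single genes called. The 253 snoRNA genes, 175 of them above 0, had a median log2 fold change of 0.52 (adjusted p = 9.53e-06 from camera) and 1 call, higher. The 271 snRNA genes had a median log2 fold change of 0.70 (adjusted p = 0.00398 from camera), with 2 higher and 3 lower. The 64 replication-dependent histone genes had a median log2 fold change of -0.20 (adjusted p = 2.35e-09 from camera), with 1 lower and none higher. With an estimated correlation these adjusted p are 0.271, 0.271 and 0.161. SNORA73B went from 2106 ± 564 to 3278 ± 901 FPKM (SD, n = 3 each) and SCARNA5 from 246 ± 66.5 to 376 ± 54.9 FPKM (SD, n = 3 each), with log2 fold changes of 0.64 (standard error 0.27, adjusted p = 0.384) and 0.63 (standard error 0.20, adjusted p = 0.258) from limma's moderated test, neither of them called. SNORD17, SNORA38B, SCARNA13 and SNORA10 had 0.60, 0.67, 0.68 and 0.37, with adjusted p of 0.442, 0.438, 0.135 and 0.432. SNORA64 (chromosome 16) and SCARNA21 (chromosome 17), chosen by the same rule, did not rise. Their log2 fold changes were -0.02 and -0.12 (adjusted p = 0.978 and 0.903, same test). H2BC13 (chromosome 6, 27775221 to 27775709, GRCh37), a histone H2B gene, fell from 282 ± 13.7 to 192 ± 8.43 FPKM (SD, n = 3 each), a log2 fold change of -0.56 (standard error 0.07, adjusted p = 0.0270). As a list the histone genes had 1 of 64 lower and none higher (4 and none adjusted over the list alone). H/ACA snoRNAs had a median of 0.55 (133 genes, adjusted p = 5.60e-07), scaRNAs 0.64 (26 genes, adjusted p = 3.82e-06) and C/D snoRNAs 0.19 (147 genes, adjusted p = 0.208), and with an estimated correlation 0.253, 0.253 and 0.554. Coding transcripts (11397) had a median of -0.01 (adjusted p = 0.102), and lncRNAs (1165) one of 0.03 (adjusted p = 0.550).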

Strikingly, *SUB1* KD led to a similar increase in snoRNA levels and a decrease in histone mRNAs (Figure 4D, E and Figure 4—figure supplement 1H). 

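Over the 207 snoRNA genes tested in both ribodepleted sets, the log2 fold changes of the comparison labelled EPB41L4A-AS1 KD and of siSUB1 had a Spearman's rho of 0.034 (permutation p = 0.627), and genes are not independent replicates. The target of the first set, EPB41L4A-AS1, was higher under its KD label, while the paper's RT-qPCR shows it lower. With 652 snoRNA regions of the custom annotation, an alternative added after the data were seen, rho was 0.128 (permutation p = 0.00104). SNORA73B and SNORD17, called higher in the first comparison, had 0.64 and 0.60 in siSUB1. In the custom annotation 693 snoRNA regions had a median log2 fold change of 0.24 after SUB1 siRNA (6 higher, 1 lower, adjusted p = 0.0352 from camera, 0.607 with an estimated correlation). Leaving out single libraries ended this call in 2 of 6 cases, with medians from 0.19 to 0.53. Intron parts upstream of snoRNAs had a median of 0.11 (662 regions, adjusted p = 0.158), those downstream 0.08 (621 regions, adjusted p = 0.245). Host transcripts with their other introns had a median of 0.01 and a mean of -0.01 (909 regions, adjusted p = 0.921). Among single regions, 2 upstream parts and 2 host parts were called higher.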

Interestingly, the changes in snoRNA expression were highly concordant with those driven by the KD of *EPB41L4A-AS1* (Figure 4F, *R* = 0.383) and intronic regions flanking the snoRNAs were also increased, suggesting that *EPB41L4A-AS1* and SUB1 affect the abundance of the same pool of snoRNAs in MCF-7 cells through likely a shared mechanism.

Lastly, we tested whether the effects of *EPB41L4A-AS1* perturbation could be a generic outcome of a noncoding SNHG (ncSNHG) perturbation. To this end, we used GapmeRs to deplete *GAS5*, another abundant SNHG which encodes 11 snoRNAs within its introns (Figure 4—figure supplement 2A, B). 

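GAS5 was lowered in the libraries of its own GapmeR set. The lncRNA (chromosome 1, 173827696 to 173838020, GRCh37), a noncoding snoRNA host gene on chromosome 1, went from 342 ± 13.5 FPKM (SD, n = 3) to 107 ± 10.7 FPKM (SD, n = 3), a log2 fold change of -1.68 (standard error 0.08, adjusted p = 2.29e-06). SNORD78, a C/D snoRNA in an intron of GAS5, went from 276 ± 159 FPKM (SD, n = 3) to values listed at 0 in all 3 KD libraries (adjusted p = 2.60e-04 from limma's moderated test). The annotated copies of SNORD44, SNORD74, SNORD75, SNORD77, SNORD79 and SNORD81 were listed at 0 in every library and could not be tested. EPB41L4A-AS1 measured 28.2 ± 4.36 FPKM (SD, n = 3) in NT and 35.4 ± 10.1 FPKM (SD, n = 3) after GAS5 KD, with a log2 fold change of 0.29 (standard error 0.22, adjusted p = 0.329). The 3 NT and 3 KD libraries hold rRNA-depleted RNA of MCF-7 cells transfected with a GapmeR, made and processed by the authors as the sets above. Which of the 2 GAS5 GapmeRs was used is not stated, and their sequences match 173833976 to 173833991 and 173836301 to 173836316 of chromosome 1. Depth was about 4.22 to 6.68 M fragments per library, with 14740 to 15258 genes at 1 FPKM or more. The authors' mean normalised counts add up to 7.07 M, above that estimate. In the same fit as for the other ribodepleted sets, 13449 genes were tested.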

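Interferon-stimulated genes rose after the GAS5 GapmeR, and genes of the cell cycle and histones fell, in a response of 2377 higher and 2116 lower genes. S100A9, an inflammatory calcium-binding protein, rose by 8.63 on the log2 scale, IFIT3 by 7.42 and OAS1 by 6.59. IFIT1 (chromosome 10, 91152302 to 91166244, GRCh37), which binds foreign RNA, went from 0.586 ± 0.315 to 134 ± 24.5 FPKM (SD, n = 3 each), a log2 fold change of 6.97 (standard error 0.22, adjusted p = 4.14e-07). As a list the interferon-stimulated genes had 42 of 43 higher and none lower (42 and none adjusted over the list alone), with a median log2 fold change of 3.59, adjusted p = 4.57e-29 from camera and 0.0542 with an estimated correlation. STAT1, their transcription factor, rose from 23.9 ± 1.62 to 180 ± 7.78 FPKM (SD, n = 3 each). CDKN1A (chromosome 6, 36644236 to 36655116), the p53 target that halts the cell cycle, rose from 23.1 ± 1.50 to 82.8 ± 2.00 FPKM (SD, n = 3 each), a log2 fold change of 1.82 (standard error 0.07, adjusted p = 1.50e-06), and GDF15 by 4.46. Histone genes had 58 of 61 lower and 1 higher (58 and 1 adjusted over the list alone), with a median log2 fold change of -2.16, adjusted p = 1.67e-35 from camera and 0.0189 with an estimated correlation. H4C11 (chromosome 6, 27791885 to 27792258) fell from 1445 ± 40.9 to 256 ± 1.93 FPKM (SD, n = 3 each), a log2 fold change of -2.49 (standard error 0.04, adjusted p = 1.93e-08), and H3C14, H2AC13 and H4C3 had -2.31, -2.20 and -2.60. DNA replication genes had 47 of 48 lower and none higher (47 and none adjusted over the list alone, median -1.29), the helicase subunit MCM2 with -1.76 among them, and G2/M genes 53 of 56 lower and none higher (53 and none adjusted over the list alone, median -1.22), with the mitotic activator CDC20 at -1.72. Their adjusted p were 3.03e-24 and 3.62e-23 from camera, and 0.00364 for either with an estimated correlation. The leukocyte markers CD68, CD14 and LYZ also rose, 3 of 3 kept from the list of leukocyte and endothelial markers (3 and none adjusted over the list alone, median log2 fold change of 2.96, adjusted p = 0.0118 from camera and 0.165 with an estimated correlation), to 4.66 ± 1.48, 6.41 ± 0.904 and 1.80 ± 0.471 FPKM (SD, n = 3 each). The calls run from 4023 to 4164 when single libraries are left out.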

As expected from the various functions associated with this ncSNHG (Mourtada-Maarabouni et al., 2008; Schneider et al., 1988; Mourtada-Maarabouni et al., 2009; Yacqub-Usman et al., 2015; Kino et al., 2010; Zhang et al., 2013; Hu et al., 2014; Sun et al., 2017; He et al., 2015), *GAS5* KD led to substantial changes in gene expression (Figure 4—figure supplement 2C), including a marked suppression of histone mRNA transcription, in line with its anti-proliferative function (Figure 4—figure supplement 2D). However, snoRNAs or their host introns were largely unaffected (Figure 4—figure supplement 2D–F), suggesting that the effect of *EPB41L4A-AS1* on snoRNA expression is not a common feature of ncSNHGs.

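After GAS5 KD neither snoRNAs nor snRNAs passed the test as a group with all libraries. The 238 snoRNA genes, 102 of them above 0, had a median log2 fold change of -0.16 (adjusted p = 0.306 from camera), with 1 higher and 10 lower, SNORD78 of GAS5 itself among the falls. The 200 snRNA genes had a median log2 fold change of -0.85 (adjusted p = 0.120 from camera), with 1 higher and 4 lower. H/ACA snoRNAs had a median of 0.05 and a mean of -0.02 (adjusted p = 0.659), C/D snoRNAs a median of -0.27 (adjusted p = 0.208) and scaRNAs one of -0.19 (adjusted p = 0.359). In the custom annotation 567 snoRNA regions had a median of -0.02 (14 higher, 19 lower, adjusted p = 0.736), upstream intron parts -0.02 (646 regions, adjusted p = 0.742) and downstream parts 0.04 with a mean of -0.03 (590 regions, adjusted p = 0.917). Host transcripts and other introns had -0.06 (913 regions, 152 higher, 164 lower, adjusted p = 0.348). Over 194 snoRNA genes the log2 fold changes of GAS5 KD and of the comparison labelled EPB41L4A-AS1 KD had a Spearman's rho of -0.097 (permutation p = 0.177), and genes are not independent replicates. FBL, the methyltransferase of C/D snoRNPs, fell from 192 ± 11.0 to 101 ± 0.774 FPKM (SD, n = 3 each), a log2 fold change of -0.92 (standard error 0.06, adjusted p = 1.22e-05, limma's moderated test). The spread between libraries is wide for RNAs this short at this depth, and leaving out single libraries moves the snoRNA median between -0.43 and 0.02 and the snRNA median between -1.25 and -0.50. Without GAS5 KD replicate 2 both are called lower (adjusted p = 0.0289 and 0.0112), and snRNAs also without NT replicate 3 (adjusted p = 0.0439). From the absence of a snoRNA response the paper proposes that the effect of EPB41L4A-AS1 is not shared by noncoding snoRNA host genes in general.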

### Depletion of *EPB41L4A-AS1* affects SUB1 distribution in the nucleus

The results described so far point to *EPB41L4A-AS1* being important for SUB1 function. To test whether *EPB41L4A-AS1* is important for its proper intracellular distribution, we immunostained for SUB1 and NPM1 in MCF-7 cells transfected with either control or *EPB41L4A-AS1*-targeting GapmeRs. A substantial change in subcellular localization could be observed for both proteins (Figure 5A, B). Specifically, SUB1 normally displays a pan-nuclear localization, sometimes slightly enriching into DAPI-low areas corresponding to the nucleoli (Figure 5A, C). Upon *EPB41L4A-AS1* depletion, SUB1 shifts toward a stronger nucleolar localization while retaining a presence throughout the nucleus. NPM1 instead regularly shows enrichment inside the nucleoli; however, in GapmeR-transfected cells, this is accompanied by the appearance of globular aggregates within the nucleus (Figure 5B and D), reminiscent of the previously reported nucleolar damage/stress response (Potapova et al., 2023; Yang et al., 2016).

**Figure 5.**
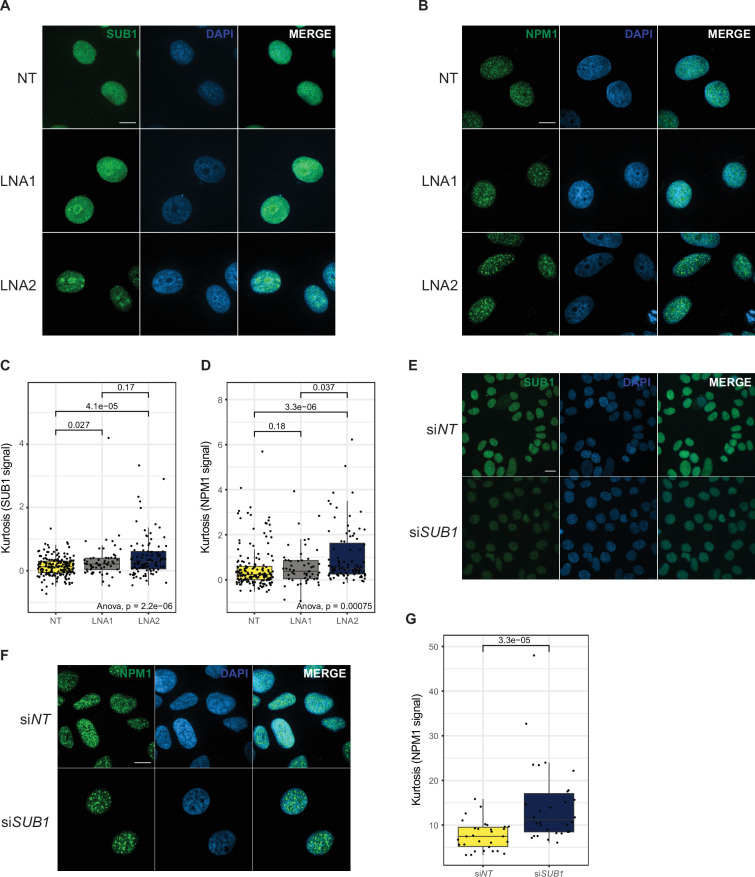
Loss of *EPB41L4A-AS1* results in an altered nuclear patterning of SUB1 and NPM1. (**A**) Representative immunofluorescence images for SUB1 after *EPB41L4A-AS1* depletion with two distinct GapmeRs (scale bar = 20 µm, ×100 magnification). (**B**) Same as in (**A**), but for NPM1. (**C**) Quantification of the kurtosis of SUB1 nuclear signal in the indicated conditions. (**D**) Same as in (**C**), but for NPM1. (**E**) Representative immunofluorescence images for SUB1 after *SUB1* KD with siRNAs (scale bar = 20 µm, ×60 magnification). (**F**) Same as in (**E**), but for NPM1. (**G**) Same as in (**D**), but after *SUB1* depletion. All experiments were performed in *n* = 3 biological replicates. In the boxplots, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points, the significance of the different comparisons was computed by a Mann–Whitney test, and a global ANOVA p-value is also reported. In each boxplot, points represent individual measurements (cell nuclei).

**Figure 5—figure supplement 1.**
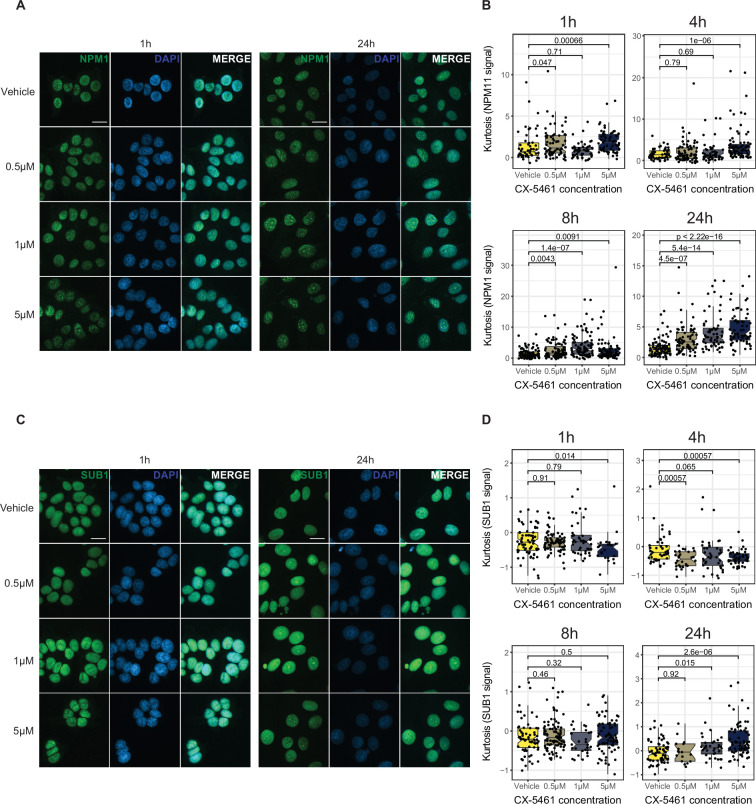
Nucleolar stress induced by CX-5461 treatment affects SUB1 and NPM1 nuclear patterns. (**A**) Representative immunofluorescence images for NPM1 after treating cells with the indicated CX-5461 concentrations and time (scale bar = 20 µm). (**B**) Boxplot depicting the changes of the kurtosis of the nuclear NPM1 signal after treating MCF-7 cells with the indicated CX-5461 concentrations and time. (**C**) Same as in (**A**), but for SUB1. (**D**) Same as in (**B**), but for SUB1. All experiments were performed in *n* = 3 biological replicates. In the boxplots, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points, and the significance of the different comparisons was computed by a Mann–Whitney test.

To test if the observed patterns of changes in SUB1 and NPM1 distribution are triggered by nucleolar stress, we exposed MCF-7 cells to CX-5461, an RNA polymerase I inhibitor that is currently being evaluated as a therapeutic agent for solid tumors with DNA repair deficiencies (Haddach et al., 2012; Xu et al., 2017; Mars et al., 2020; Hilton et al., 2022). This led to a similar NPM1 pattern as that triggered by *EPB41L4A-AS1* depletion as early as 1 hr after treatment with the higher dose, and the change was more pronounced in later time points (Figure 5—figure supplement 1A, B). SUB1 localization also changed, but only at the last time point (24 hr) (Figure 5—figure supplement 1C, D). Lastly, we tested whether SUB1 depletion (Figure 5E) could affect NPM1 distribution, and indeed *SUB1* KD via siRNAs made NPM1 assume a similar pattern to that caused by *EPB41L4A-AS1* loss (Figure 5F, G), suggesting that SUB1 acts upstream of NPM1 and *EPB41L4A-AS1* might modulate this regulation.

### *EPB41L4A-AS1* perturbations do not affect steady-state levels of *SNORA13*

A recent study reported an independent function for *SNORA13*, the snoRNA hosted by *EPB41L4A-AS1* in ribosomal assembly and prevention of nucleolar stress in BJ fibroblasts and mice (Cheng et al., 2024). We therefore wondered if the effects we observe in our experimental system result from changes in expression levels of this snoRNA. *SNORA13* levels did not significantly change in RT-qPCR analysis of perturbed cells (Figure 2B), or in rRNA-depleted RNA-seq data (Figure 6A). 

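SNORA13 (chromosome 5, 111497181 to 111497314, GRCh37), an H/ACA snoRNA in the first intron of EPB41L4A-AS1, was close to the detection limit in all ribodepleted sets and was not called in any. It measured 1.06 ± 1.83 FPKM (SD, n = 3) in NT and 2.04 ± 1.33 FPKM (SD, n = 3) in the libraries labelled EPB41L4A-AS1 KD, in which its host RNA was higher, with a log2 fold change of 1.26 (standard error 0.87, adjusted p = 0.419) from limma's moderated test. After SUB1 siRNA it was listed at 0 in all 3 siNT libraries and at 2.28 ± 3.95 FPKM (SD, n = 3) in siSUB1 (adjusted p = 0.722). After GAS5 KD it went from 6.69 ± 5.90 to 2.54 ± 4.39 FPKM (SD, n = 3 each), a log2 fold change of -1.59 (standard error 1.81, adjusted p = 0.545). The intron part upstream of it had 6.75 ± 4.03 FPKM in NT and 3.76 ± 0.842 FPKM under the KD label (SD, n = 3 each), with a log2 fold change of -0.60 (standard error 0.58, adjusted p = 0.564). The 64 nt between SNORA13 and the next exon were listed at 0 in all NT libraries and at 22.7, 3.39 and 34.4 FPKM under the KD label. With values this close to 0, a moderate change of SNORA13 could not be seen. For its host, the values of these libraries run against their label, while the RT-qPCR in the paper does not.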

We also performed a Northern blot for *SNORA13*, which also did not indicate changes in expression level or changes in the RNA size of *SNORA13* upon GapmeR-mediated depletion of *EPB41L4A-AS1* (Figure 6B). To complement these data, we assessed the levels of the 18S:1248m^1^acp^3^Ψ modification, which includes a pseudouridylation guided by *SNORA13*. We used an aminocarboxyl propyl reverse transcription (aRT)-PCR assay as previously described (Babaian et al., 2020) and found no difference in HinfI cleavage between control cells and those transfected with either *EPB41L4A-AS1*- or *EPB41L4A*-targeting GapmeRs (Figure 6C), suggesting that the MACP modification is not significantly affected as well. In addition, variant calling at 18S:1248 exploiting the residual rRNA reads in our polyA+ RNA-seq dataset revealed no distinction in allele frequency between control and transfected cells (Figure 6D), concordant with the aRT-PCR results. In conclusion, we show that in our experimental system—MCF-7 cells transiently transfected with GapmeRs targeting its host—we do not observe changes in steady-state *SNORA13* levels nor abundance of the only known RNA modification driven by this snoRNA. Therefore, we postulate that the observed endophenotypes are likely due to changes in the *EPB41L4A-AS1* lncRNA levels and its cooperation with SUB1.

**Figure 6.**
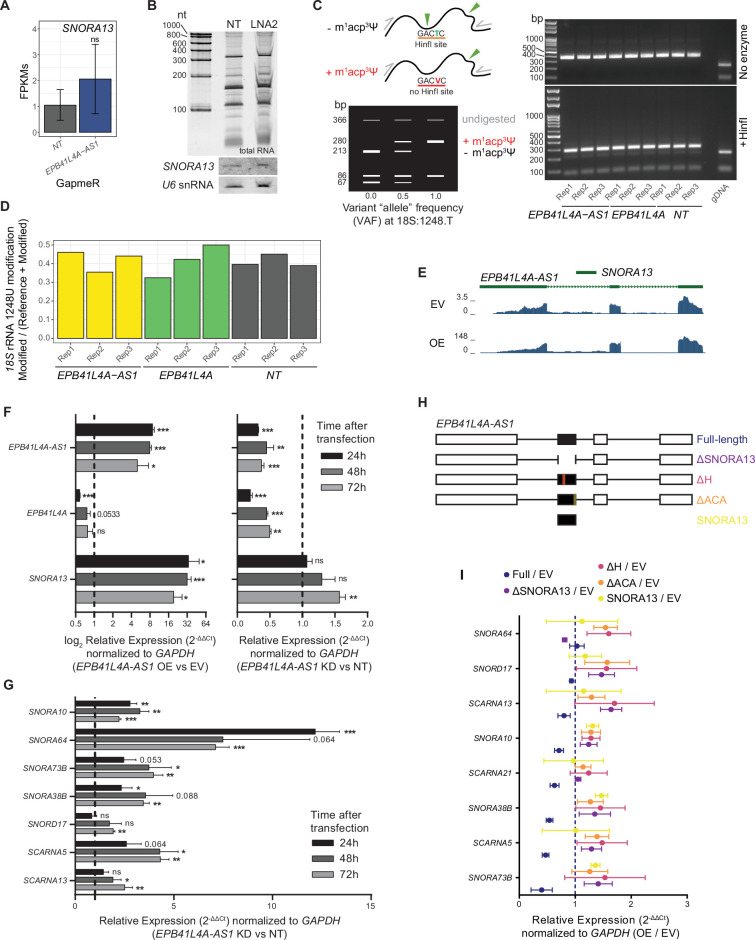
*EPB41L4A-AS1*, but not the expression of *SNORA13*, is required for proper snoRNAs expression. (**A**) Average expression levels (in FPKM) of *SNORA13* in cells transfected with GapmeRs targeting *EPB41L4A-AS1* (rRNA-depleted RNA-seq), with the error bars representing the standard deviation across the three replicates. DESeq2 adjusted p-values compared to control GapmeR are also reported. (**B**) Northern blot for *SNORA13* in cells transfected with GapmeRs targeting *EPB41L4A-AS1. U6* was used as a loading control, and total RNA stain is also shown on top. (**C**) Schematics of the expected fragment sizes following HinfI digestion in the aRT-PCR assay (left), and agarose gel following HinfI digestion of the PCR-amplified 18S rRNA in cells transfected with GapmeRs targeting either *EPB41L4A-AS1* or *EPB41L4A* (right). No enzyme and genomic DNA (gDNA) were used as negative controls. (**D**) Allele frequency at 18S:1248 in the polyA+ RNA-seq dataset, using rRNA reads. (**E**) UCSC Genome Browser view of the *EPB41L4A-AS1* locus, with tracks showing the rRNA-depleted RNA-seq coverage of *EPB41L4A-AS1* OE and control cells. (**F**) RT-qPCR for the indicated genes upon *EPB41L4A-AS1* KD with GapmeRs (right) or overexpression with a full-length unspliced vector (left) over the course of 3 days post-transfection. (**G**) RT-qPCR for the indicated snoRNAs upon *EPB41L4A-AS1* KD with GapmeRs over the course of 3 days post-transfection. (**H**) Schematics of the different *EPB41L4A-AS1* and *SNORA13* overexpressing vectors used in the rescue experiments. (**I**) The ratio between changes in gene expression detected by RT-qPCR in cells transfected with an *EPB41L4A-AS1* or *SNORA13* overexpressing vector vs control cells. All experiments were performed in *n* = 3 biological replicates, with the error bars in the bar plots and forest plots representing the standard deviation. In all cases, ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test). Figure 6—source data 1.Full agarose gels of the MACP quantification and full northern blot gels for total RNA, *SNORA13* and *U6* after *EPB41L4A* KD with LNA2. Figure 6—source data 2.Full agarose gels of the MACP quantification and full northern blot gels for total RNA, *SNORA13* and *U6* after *EPB41L4A* KD with LNA2.

### A full-length, intron- and *SNORA13*-containing *EPB41L4A-AS1* is required to partially rescue snoRNA expression

We reasoned that if *EPB41L4A-AS1* indeed regulates snoRNA expression, this function likely occurs in *trans*, because none of the genes in the vicinity of the *EPB41L4A-AS1* locus are known to be involved in snoRNA biogenesis or stability. To test this, we performed rescue experiments in which we co-transfected lncRNA-targeting GapmeRs with different GapmeR-resistant *EPB41L4A-AS1* variants expressed from a plasmid driven by a constitutive CMV promoter. We confirmed that the transfected vector is well spliced (Figure 6E) and results in an increase in both *EPB41L4A-AS1* and *SNORA13* expression (Figure 6F, left).

We then assessed both KD dynamics and the abundance of snoRNAs selected based on their sensitivity to *EPB41L4A-AS1* KD in the RNA-seq data at 24, 48, and 72 hr after transfection. *EPB41L4A* expression decreased concomitantly with that of *EPB41L4A-AS1*, in line with the transcription of the lncRNA regulating this gene in *cis* (Figure 6F, right). The expression of most *EPB41L4A-AS1*-sensitive snoRNAs increased as early as 24 hr after transfection, and they generally remained upregulated throughout the next 2 days (Figure 6G). We then designed four different *EPB41L4A-AS1* expression vectors to attempt a rescue: (1) full length, including introns; (2) full length, including introns but without *SNORA13* (Δ*SNORA13*); (3) full length, including introns but with either the H or ACA *SNORA13* boxes deleted (ΔH and ΔACA); and (4) *SNORA13* alone (Figure 6H). We then compared gene expression between cells transfected with the overexpressing vectors (OE) or an empty control (EV). We were able to obtain a partial rescue of snoRNA expression only when co-transfecting the full-length *EPB41L4A-AS1*, and not any other vector not expressing any or just a mutated *SNORA13* (Figure 6I), indicating that the *SNORA13* sequence is involved in the process. However, the expression of a stand-alone *SNORA13,* using the expression vector used and validated previously (Cheng et al., 2024), was incapable of driving any rescue of the snoRNAs abundance (Figure 6I). This suggests that the entire *EPB41L4A-AS1* transcript is required to counteract *EPB41L4A-AS1* knockdown, most likely because the intact *SNORA13* sequence is necessary to undergo the characteristic processing steps of a SNHG.

### *EPB41L4A-AS1* affects RNA metabolism of both the genes found in *cis* and of snoRNAs

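EPB41L4A-AS1 had an estimated synthesis rate of 19.6 in NT, 27.2 with LNA1 and 26.1 with LNA2 in the deposited SLAM-seq table. Its half-life was 4.17 hr in NT (interval 3.05 to 6.60), 3.68 hr with LNA1 and 1.97 hr with LNA2 (1.36 to 3.57). SUB1 had 44.4, 47.6 and 44.6 for synthesis and half-lives of 12.0, 10.8 and 8.92 hr in the same order. The method labels RNA with 4-thiouridine (4sU), converts the label to read as a T-to-C change, and follows the labeled share of each RNA as it is lost or made. Cells received 500 µM 4sU 48 hr after transfection with a GapmeR and were taken at 0, 4, 8 and 24 hr, and the libraries were made from rRNA-depleted RNA. The authors estimated synthesis rates and half-lives with GRAND-SLAM and grandR, which here assumes steady state in the controls alone. The deposited table holds 15415 genes and regions of the custom annotation, with 1 estimate and interval for each condition. There are no replicate estimates, so no change of a single gene could be tested, and the depth of the libraries cannot be read from the table. Log2 ratios of LNA2 over NT were compared between groups of genes by permutation of the group labels (100000 resamples), with Benjamini-Hochberg adjustment. Over all 15414 usable entries the median log2 ratio was 0.09 for synthesis and -0.47 for half-life with LNA2, and -0.10 and -0.03 with LNA1. The shorter half-lives with LNA2 reach most genes (17.4% are longer), so groups are set against other genes.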

To distinguish between the effects of *EPB41L4A-AS1* depletion on RNA synthesis and RNA decay, we performed SLAM-seq (Herzog et al., 2017) using ribo-depleted total RNA in *EPB41L4A-AS1* KD cells (Supplementary file 4). Following 48 hr after control or *EPB41L4A-AS1*–targeting GapmeRs transfection, we collected RNA at 0, 4, 8, and 24 hr post-addition of 4sU to the media, while replenishing fresh 4sU at each time point (see Methods) (Figure 7A). *EPB41L4A* showed decreased synthesis rate and unchanged half-life (Figure 7B), as expected from a gene regulated at the level of transcription. 

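EPB41L4A had an estimated synthesis rate of 12.4 in NT, 7.22 with LNA2 and 2.80 with LNA1, log2 ratios of -0.78 and -2.14. Its half-life was 7.62 hr in NT (interval from 5.64) and 7.03 hr with LNA2 (3.91 to 34.8), a log2 ratio of -0.12. With LNA1 the half-life was 16.6 hr, with a lower bound of 7.80 hr and an upper bound listed as negative. The neighboring MCC had log2 ratios of -0.71 for synthesis and -0.50 for half-life with LNA2, and 33.9 and 20.7 as synthesis rates in NT and LNA2. Each value is 1 estimate per condition, without a test. The paper reads a lower synthesis with an unchanged half-life as the mark of regulation in transcription.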

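Genes called higher in polyA RNA after EPB41L4A-AS1 KD had a median log2 ratio of synthesis (LNA2 over NT) of 0.16 (1046 genes), and genes called lower had -0.05 (924 genes), against 0.08 for 9010 uncalled genes. The differences from uncalled genes were 0.09 and -0.13, each with an adjusted p of 2e-05 from 100000 permutations. For half-life the medians were -0.50, -0.54 and -0.47 in the same order, which are differences of -0.03 (adjusted p = 0.0610) and -0.07 (adjusted p = 2.67e-05). With LNA1 the differences in synthesis were 0.34 and -0.21, and those in half-life -0.12 and -0.09, all with an adjusted p under 0.001. NPM1 and SUB1, called lower in polyA RNA, had log2 synthesis ratios of -0.32 and 0.01 and half-life ratios of -0.81 and -0.43 with LNA2. Genes are not independent replicates, so these p describe the genes in the table alone.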

As a group, genes upregulated after *EPB41L4A-AS1* KD in the regular steady-state RNA-seq data had substantially higher synthesis rates, and those downregulated had lower synthesis rates, when compared to unchanged ones (p = 3.25 × 10^–14^ for the upregulated genes and p = 0.002 for the downregulated genes, Mann–Whitney test, Figure 7C), whereas only a minor difference was observed in terms of half-lives (p = 0.011 for the upregulated genes and p = 1.82 × 10^–8^ for the downregulated genes, Mann–Whitney test, Figure 7D). This suggests that the *trans*-regulated genes are also mostly regulated at the level of their transcription. Additionally, when comparing the effects across genes in the two neighboring TADs (Cis), other TADs on the same chromosome (Chr5), or other chromosomes (Trans), the genes proximal to *EPB41L4A-AS1* specifically exhibit a reduced synthesis rate compared to the others (Figure 7—figure supplement 1A), but no changes in their half-lives (Figure 7—figure supplement 1B).

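The 14 genes of the flanking TADs in the SLAM-seq table had a median log2 ratio of synthesis of -0.12 with LNA2, against 0.08 for 12776 genes on other chromosomes (difference -0.20, permutation p = 0.0454, adjusted p = 0.0908). The other 623 genes of chromosome 5 had 0.07 (difference -0.00, permutation p = 0.838). NREP and STARD4 had log2 ratios of -0.55 each for synthesis and -0.34 and -0.39 for half-life. MAN2A1 had 0.15 for synthesis and -1.13 for half-life, from 14.0 hr in NT to 6.41 hr. APC, REEP5 and TRIM36 had -0.21, -0.17 and -0.16 for synthesis, while WDR36 and SRP19 had 0.36 and 0.33. In half-life the TAD genes had a median of -0.36 against -0.47 (difference 0.10, permutation p = 0.435), and the other chromosome 5 genes -0.41 (difference 0.05, adjusted p = 0.0537), which passes with LNA1 (0.08, adjusted p = 0.0394) and with narrow intervals (0.07, adjusted p = 0.00204). With the mean of both GapmeRs the difference of the TAD genes in synthesis was -0.33 (adjusted p = 0.0407), with LNA1 -0.27 (permutation p = 0.134), and with narrow half-life intervals alone -0.11 (10 genes, adjusted p = 0.506).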

**Figure 7.**
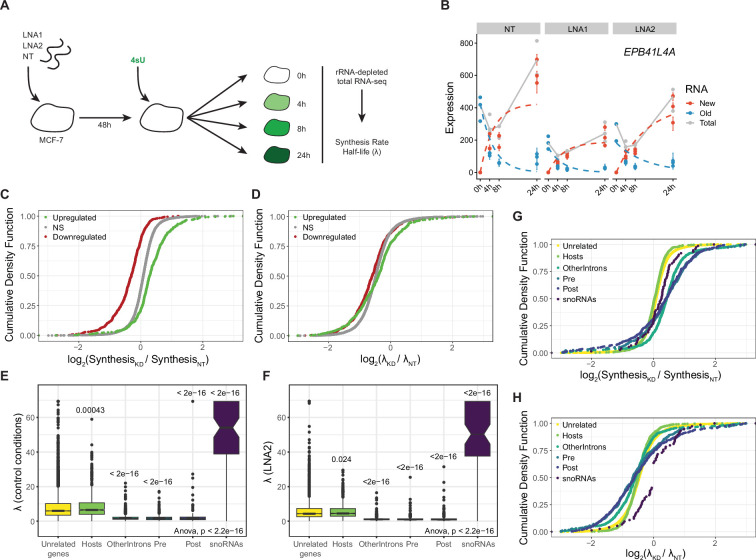
The increased abundance of snoRNAs is primarily due to their hosts' increased transcription and stability. (**A**) Workflow of the SLAM-seq experiment. MCF-7 cells were transfected with the indicated GapmeRs for 48 hr, after which the media was replaced with media containing 4sU and the cells were harvested at different time points. (**B**) Fitted model depicting the synthesis and decay rates of the *EPB41L4A* mRNA upon *EPB41L4A-AS1* KD with GapmeRs. (**C**) Changes in synthesis rate upon *EPB41L4A-AS1* KD with GapmeRs for the indicated group of genes. (**D**) Same as in (**C**), but for changes in half-lives. (**E**) Half-lives in control conditions of the indicated SNHG regions as described in Figure 4B. p-values refer to the comparison with the unrelated genes. (**F**) Same as in (**E**), but after *EPB41L4A-AS1* KD with LNA2. (**G**) Changes in synthesis rate upon *EPB41L4A-AS1* KD with GapmeRs for the indicated SNHG regions. (**H**) Same as in (**G**), but for changes in half-lives. All experiments were performed in *n* = 3 biological replicates. In the boxplots, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points, the significance of the different comparisons was computed by a Mann–Whitney test, and a global ANOVA p-value is also reported. In all cases, ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001.

**Figure 7—figure supplement 1.**
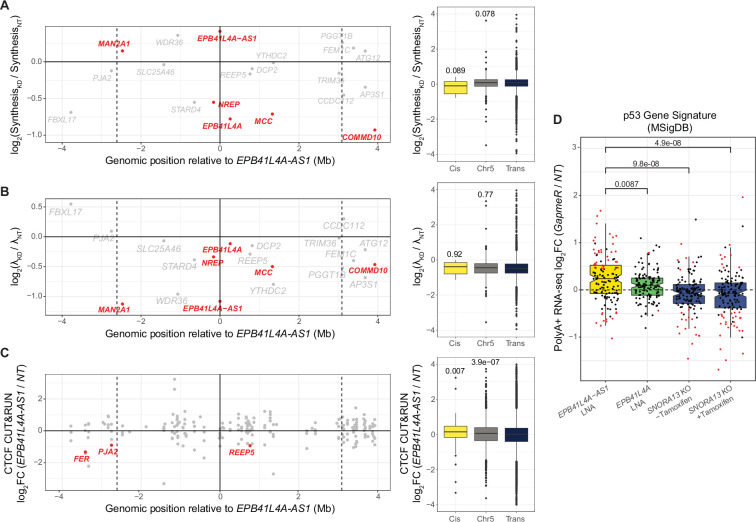
EPB41L4A-AS1 affects local RNA metabolism. (**A**) Changes in synthesis rate in KD cells of the genes in the two flanking TADs of EPB41L4A-AS1. The vertical dotted lines represent the TAD boundaries (as assessed by TADmap), the continuous vertical line the lncRNA locus and inter-TAD boundary, and the horizontal continuous line a log_2_Fold-change equal to 0. The dots represent individual genes, with the significant (adjusted p < 0.05 and |log_2_Fold-change| > 0.41) ones highlighted in red. (**B**) Same as in (**A**), but for RNA half-lives. (**C**) Same as in (**A**) and (**B**), but for CTCF binding as assessed by CUT&RUN. Each dot and name represent a single CTCF peak and the closest gene, respectively. (**D**) Changes in gene expression of the p53 signature genes (from MSigDB) after KD with GapmeRs targeting either EPB41L4A-AS1 or EPB41L4A (polyA+ RNA-seq data), and SNORA13 KO cells (Cheng et al., 2024). The points in the boxplot represent individual genes, and their color indicates whether they were found to be significantly dysregulated (red) or not (black). All experiments were performed in n=3 biological replicates. In the boxplots, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points, and the significance of the different comparisons was computed by a Mann–Whitney test.

Compared to their hosts and other genes, snoRNAs were, as expected, relatively stable in both KD and control conditions (Figure 7E, F), while the intronic regions exhibited high turnover. 

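In control cells, snoRNAs were far more stable than their host transcripts, and the introns around them were short-lived. The 76 snoRNAs in the table had a median half-life of 54.1 hr in NT (middle 50% 38.8 to 69.3), and 69.3 hr is the highest value that the table holds. Upstream and downstream intron parts had 1.62 and 1.57 hr (462 and 435 regions), and other introns of the host genes 1.57 hr (843). Host exons had 6.52 hr (857) against 5.96 hr for 12742 unrelated genes, a log2 difference of 0.13 (permutation p = 0.0163). All other groups differed from unrelated genes with an adjusted p of 1.25e-05. GAS5 had 12.7 hr in NT and 11.3 hr with LNA2. With LNA2 the medians were 50.3 hr for snoRNAs, 1.03, 0.975 and 1.05 hr for the 3 kinds of introns, 4.46 hr for host exons and 4.33 hr for unrelated genes. With LNA1 they were 69.3, 1.09, 1.00, 1.20, 6.85 and 6.22 hr in that order.

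**Figure D9:**
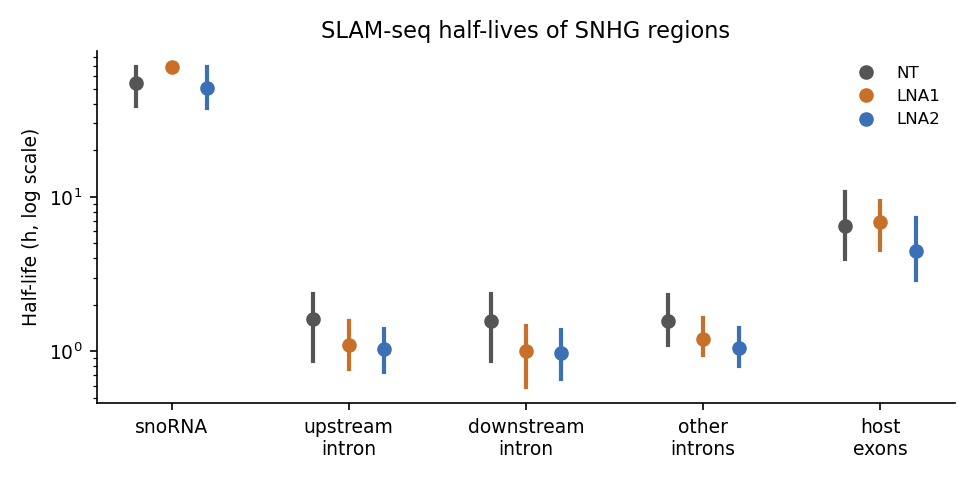
Half-lives in hr (log scale, medians and quartiles) of snoRNAs and parts of snoRNA host genes in NT, LNA1 and LNA2. The snoRNA median is 54.1 hr in NT, and that of the host exons 6.52 hr.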

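The introns of snoRNA host genes had higher estimated synthesis with LNA2 than unrelated genes, while the host exons did not. The median log2 ratio of synthesis over NT was 0.38 for upstream parts, 0.37 for downstream parts and 0.39 for other introns, against 0.08 for 12741 unrelated genes, differences of 0.30, 0.29 and 0.31 (adjusted p = 1.67e-05 each, from permutation). The snoRNAs had 0.26, a difference of 0.18 (adjusted p = 8.75e-05). Host exons had 0.03, a difference of -0.05 (adjusted p = 1.67e-04). GAS5, whose exons count among the last group, had a log2 ratio of 0.28. When only entries with narrow intervals are used the differences of upstream and downstream parts drop to 0.03 and 0.08 (23 and 21 regions, adjusted p = 0.761 and 0.419) and that of 3 snoRNAs is 0.19 (adjusted p = 0.419), none of which passes, while other introns keep 0.22 (88 regions, adjusted p = 1e-04).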

When comparing *EPB41L4A-AS1* KD to the control GapmeRs, a slight increase in the synthesis rates of different parts of SNHGs was observed. The snoRNA half-life is difficult to measure accurately due to their relative stability and their short length, which means that the number of incorporated 4sU that can be detected is much lower than that in longer transcripts. 

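The change of snoRNA half-lives with LNA2 can be read only in part from this table. The introns of their hosts became shorter-lived than unrelated genes did. Of the 76 snoRNAs, 29 in NT and 28 with LNA2 lie at 69.3 hr, the longest value that the table holds. A change between values at this limit cannot be seen. Their medians, 54.1 hr in NT and 50.3 hr with LNA2, lie below it. Over all 76 the median log2 ratio was 0.00 (quartiles -0.39 and 0.33), against -0.46 for unrelated genes (difference 0.46, adjusted p = 1.67e-05 from permutation). This ratio was not computed without the snoRNAs at the limit. Upstream, downstream and other introns had -0.64, -0.59 and -0.55, differences of -0.18, -0.13 and -0.09 from unrelated genes (adjusted p = 1.67e-05, 1.67e-05 and 2.86e-05). Host exons had -0.50, a difference of -0.04 (permutation p = 0.0231). With narrow intervals alone 3 snoRNAs remain, and their difference is -0.08, while upstream, downstream and other introns have -0.14, 0.02 and -0.10 (adjusted p = 0.265, 0.858 and 0.149), so none of these 4 passes.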

With these caveats in mind, there appeared to be a relative increase in snoRNA stability compared to a reduction observed in other genes and other parts of the SNHGs (Figure 7G, H). 

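With the other GapmeR, LNA1, snoRNAs had a median log2 ratio of synthesis of 0.68 over NT, against -0.11 for unrelated genes (difference 0.79, adjusted p = 1.25e-05 from permutation). Upstream, downstream and other introns of host genes had 0.31, 0.44 and 0.21, while host exons had -0.25 (difference -0.14). The half-lives of snoRNAs with LNA1 lie mostly at the longest value in the table (median and both quartiles 69.3 hr), so their change is only a bound. Their synthesis rates were estimated from the same labeling data, and what this limit does to the 0.79 was not tested. The 3 kinds of introns had half-life ratios of -0.44, -0.56 and -0.35, and host exons -0.02 (permutation p = 0.582). EPB41L4A-AS1, itself a snoRNA host gene, had a log2 ratio of synthesis of 0.48 with LNA1 and 0.42 with LNA2. In the mean of both GapmeRs the snoRNAs differed from unrelated genes by 0.43 in synthesis (adjusted p = 1.25e-05).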

Altogether, this indicates that the increase of snoRNA levels driven by *EPB41L4A-AS1* knockdown is primarily due to the increased transcription of their hosts, with a possible additional component of relative stabilization.

### *EPB41L4A-AS1* loss affects cell proliferation and invasion

Lastly, we aimed to assess the phenotypic consequences of *EPB41L4A-AS1* loss. As mentioned above, the genes affected by the KD were found to be enriched for GO terms related to cell adhesion, movement, and division (Figure 2I). Thus, we measured cell migration and proliferation by performing wound healing and cell counting assays in cells with reduced *EPB41L4A-AS1* levels. Cells transfected with *EPB41L4A-AS1* targeting GapmeRs exhibited significantly higher migration rates, compared to controls (Figure 8A, B), with cells bordering the wounded region displaying a flattened and translucent morphology (Figure 8A). This higher migration is not due to higher cellular proliferation/division, as cells with reduced lncRNA levels proliferate less (Figure 8C), and this deficiency could be rescued by co-transfecting a vector encoding the GapmeR-resistant, full-length *EPB41L4A-AS1* (Figure 8C), suggesting that this modulation takes place in *trans*.

**Figure 8.**
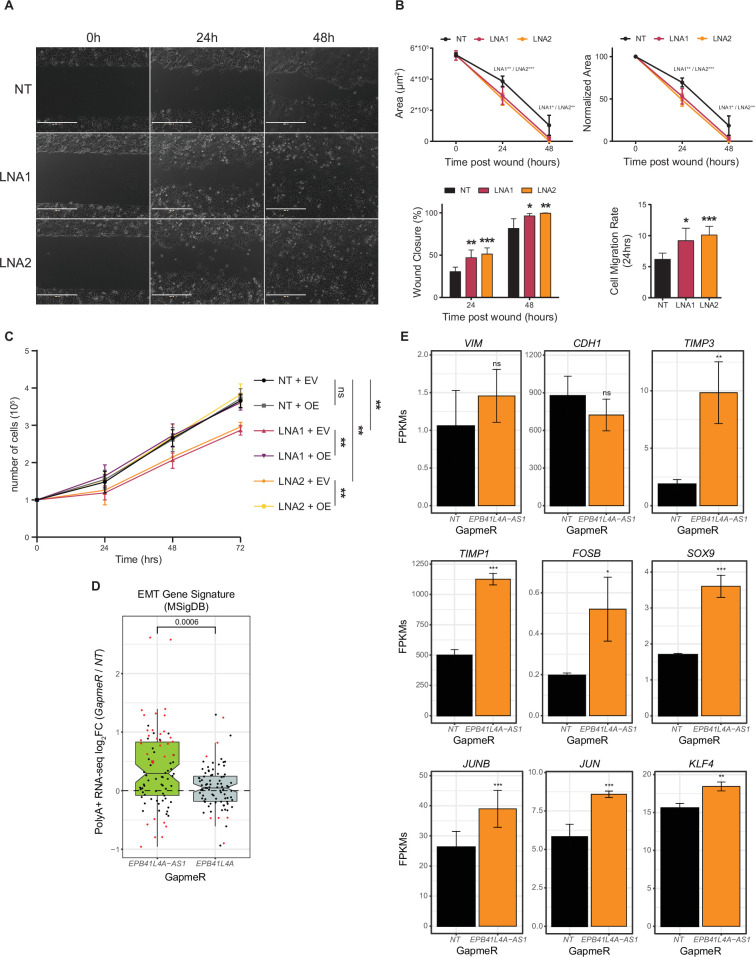
Cells with reduced *EPB41L4A-AS1* expression display reduced proliferation and increased invasion capacity. (**A**) Representative brightfield images of the wound at the indicated time points and conditions. (**B**) Wound area (top-left), normalized wound area (top-right), closure percentage (bottom-left) and migration rate (bottom-right) at the indicated time points and conditions. The significance was calculated by a two-sided Student’s *t*-test. (**C**) Growth curve of the cells in the indicated conditions over the course of 3 days. The significance was calculated by a two-sided Student’s *t*-test. (**D**) Changes in gene expression of the epithelial-to-mesenchymal transition (EMT) signature genes (from MSigDB) after KD with GapmeRs targeting either *EPB41L4A-AS1* or *EPB41L4A* (polyA+ RNA-seq data). The significance of the comparison was computed by a Mann–Whitney test. (**E**) Average expression levels (in FPKMs) following *EPB41L4A-AS1* KD with GapmeRs of selected genes that have been previously linked to EMT, with the error bars representing the standard deviation across the *n* = 3 replicates. DESeq2 adjusted p-values compared to control GapmeR are also reported. All experiments were performed in *n* = 3 biological replicates. The error bars in the bar plots represent the standard deviation. In the boxplot, the thick line, edges of the box, and whiskers represent the median, first and third quartiles, and the upper and lower 1.5 interquartile ranges (IQRs), respectively. Outliers (observations outside the 1.5 IQRs) are drawn as single points. The points in the boxplot represent individual genes, and their color indicates whether they were found to be significantly (adjusted p < 0.05 and |log_2_Fold-change| > 0.41) dysregulated (red) or not (black). In all cases, ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test).

These findings suggest that proper *EPB41L4A-AS1* expression is required for cellular proliferation, whereas its deficiency results in the onset of more aggressive and migratory behavior, likely linked to the increase of the gene signature of epithelial-to-mesenchymal transition (EMT) (Figure 8D). 

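Genes of the EMT signature rose more often than they fell after EPB41L4A-AS1 KD in polyA RNA. In a list written from memory after the hallmark gene set, before testing, there were 30 of 96 higher and 7 lower (35 and 7 adjusted over the list alone), with a median log2 fold change of 0.32, adjusted p = 2.81e-05 from camera and 0.113 with an estimated correlation. TGFBI (chromosome 5, 135364676 to 135399507, GRCh37), an extracellular matrix protein induced by TGF-beta, went from 9.99 ± 1.23 to 60.6 ± 15.2 FPKM (SD, n = 3 each), a log2 fold change of 2.52 (standard error 0.18, adjusted p = 4.90e-05). BASP1, a membrane-bound signaling protein, rose from 167 ± 11.9 to 440 ± 40.6 FPKM (SD, n = 3 each), a log2 fold change of 1.39 (standard error 0.10, adjusted p = 4.90e-05). CDH1, the epithelial cadherin, had 811 ± 120 to 806 ± 174 FPKM (SD, n = 3 each), a log2 fold change of -0.02 (standard error 0.16, adjusted p = 0.929). VIM, which encodes the mesenchymal filament protein vimentin, had 0.955 ± 0.323 to 1.63 ± 0.491 FPKM (SD, n = 3 each), a log2 fold change of 0.55 (standard error 0.25, adjusted p = 0.140), both without a call in limma's moderated test. Luminal epithelial markers had 1 of 9 higher and none lower (1 and none adjusted over the list alone), with a median log2 fold change of -0.06, adjusted p = 0.898 from camera and 0.911 with an estimated correlation. After EPB41L4A KD the EMT list had a median of 0.06 (adjusted p = 0.0943). In ribodepleted RNA labelled EPB41L4A-AS1 KD, where the target itself was higher, it had 12 of 103 higher and 4 lower (16 and 4 adjusted over the list alone, median 0.12, adjusted p = 0.00164 from camera, 0.187 with an estimated correlation). From the growth and migration of the cells and from this signature, the paper proposes that loss of the lncRNA favors migratory behavior.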

Because EMT is not characterized by a unique gene expression program and rather involves distinct and partially overlapping gene signatures (Youssef et al., 2024), we checked the expression level of marker genes linked to different types of EMTs (Figure 8E). 

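TIMP3 (ENSG00000100234.11_2, chromosome 22, 33197686 to 33259030, GRCh37) encodes a secreted inhibitor of metalloproteinases. In the polyA libraries it went from 1.77 ± 0.538 FPKM (SD, n = 3) to 10.9 ± 2.90 FPKM (SD, n = 3) after EPB41L4A-AS1 KD, a log2 fold change of 2.32 (standard error 0.25, adjusted p = 5.58e-04) from limma's moderated test. After EPB41L4A KD it had 4.20 ± 1.14 FPKM (SD, n = 3), a log2 fold change of 1.05 (standard error 0.25, adjusted p = 0.191). In the ribodepleted libraries labelled EPB41L4A-AS1 KD, in which EPB41L4A-AS1 was higher, TIMP3 went from 0.827 ± 0.208 to 5.06 ± 1.15 FPKM (SD, n = 3 each), a log2 fold change of 2.06 (standard error 0.21, adjusted p = 0.00261). It also rose after GAS5 KD, by 2.31 (adjusted p = 3.05e-05).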

The most upregulated gene in Figure 8D is *TIMP3*, a matrix metallopeptidase inhibitor associated with a particular EMT signature that is less invasive and more profibrotic (EMT-T2) (Youssef et al., 2024). 

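TIMP1, SOX9, JUNB, JUN and KLF4 were all higher after EPB41L4A-AS1 KD in polyA RNA. TIMP1 (chromosome X, 47441806 to 47446188, GRCh37), an inhibitor of metalloproteinases, went from 468 ± 95.4 to 1251 ± 112 FPKM (SD, n = 3 each), a log2 fold change of 1.43 (standard error 0.15, adjusted p = 5.39e-04). SOX9, a transcription factor of progenitor cells, went from 1.59 ± 0.194 to 4.01 ± 0.487 FPKM (SD, n = 3 each), a log2 fold change of 1.11 (standard error 0.19, adjusted p = 0.00509). JUN, JUNB and KLF4 had log2 fold changes of 0.77, 0.82 and 0.48 (adjusted p = 0.00293, 0.00634 and 0.0181 from limma's moderated test). FOSB was under the minimum level, with 0.184 ± 0.0311 FPKM in NT and 0.582 ± 0.197 FPKM in KD (SD, n = 3 each), and was not tested. With TIMP3 these genes as a list had 6 of 6 higher and none lower (6 and none adjusted over the list alone), with a median log2 fold change of 0.96, adjusted p = 4.05e-06 from camera and 0.0543 with an estimated correlation, but they were chosen on these samples and are not independent evidence. Of 23 metalloproteinase genes, 19 were under the minimum level and not tested. Among the others, MMP15 and MMP17 were higher (0.74 and 0.48, adjusted p = 0.0141 and 0.0499) and MMP16 was lower (-0.82, adjusted p = 0.00642), and 1 was not called. MMP15, a membrane-bound member, measured 3.46 ± 0.700 to 6.09 ± 0.760 FPKM (SD, n = 3 each). MMP16, another, measured 11.0 ± 0.510 to 6.02 ± 0.573 FPKM (SD, n = 3 each).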

Interestingly, we observed a stark upregulation of other genes linked to EMT-T2, such as *TIMP1*, *FOSB*, *SOX9*, *JUNB*, *JUN*, and *KLF4*, whereas *MPP* genes (linked to EMT-T1, which is highly proteolytic and invasive) are generally downregulated or not expressed. This suggests that the downregulation of *EPB41L4A-AS1* is primarily linked to a specific EMT program (EMT-T2), and future studies aimed at uncovering the exact mechanisms and relevance will shed light upon a possible therapeutic potential of this lncRNA.

## Discussion

We show here that the *EPB41L4A-AS1* gene locus harbors a pleiotropic gene that, within a single biological system—MCF-7 breast cancer cells—performs diverse functions (Figure 9). At the site of its own transcription, which overlaps a strong TAD boundary, *EPB41L4A-AS1* is required to maintain expression of several adjacent genes, which are regulated at the level of transcription. Strikingly, the promoter of *EPB41L4A-AS1* ranks in the 99.8th percentile of the strongest TAD boundaries in human H1 embryonic stem cells (Salnikov et al., 2024; Abdennur et al., 2024). It features several CTCF-binding sites (Figure 2A), and in MCF-7 cells, we demonstrate that it blocks the propagation of the 4C signal between the two flanking TADSs (Figure 1F). Future studies will help elucidate how *EPB41L4A-AS1* transcription and/or the RNA product regulate this boundary. So far, we found that *EPB41L4A-AS1* did not affect CTCF binding to the boundary, and while some peaks in the vicinity of *EPB41L4A-AS1* were significantly affected by its loss, they did not appear to be found near genes that were dysregulated by its KD (Figure 7—figure supplement 1C). We also found that the KD of *EPB41L4A-AS1* for 72 hr—which depletes the RNA product, but may also affect the nascent RNA transcription (Lee and Mendell, 2020; Lai et al., 2020)—reduces the spatial contacts between the TAD boundary and the *EPB41L4A* promoter (Figure 2E, Figure 2—figure supplement 1J). Further elucidation of the exact functional entity needed for the *cis*-acting regulation will require detailed genetic perturbations of the locus that are difficult to carry out in the polypoid MCF-7 cells, without affecting other functional elements of this locus or cell survival, as we were unable to generate deletion clones despite several attempts.

**Figure 9.**
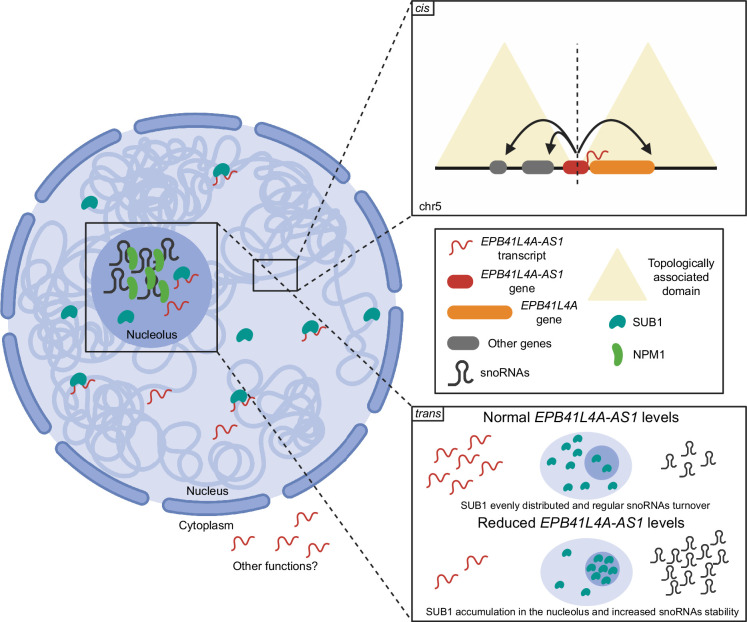
Proposed model of the *cis* and *trans* functions of the *EPB41L4A-AS1* lncRNA. Under normal conditions, the *EPB41L4A-AS1* locus is transcribed and ensures the proper expression of several genes located in *cis*. In *trans*, it interacts with SUB1, which eventually is evenly distributed throughout the nucleus. When there are reduced levels of *EPB41L4A-AS1*, the expression of the genes in *cis* is reduced, and SUB1 accumulates in the nucleolus. As a consequence, snoRNA abundance increases, likely due to their increased stability, and MCF-7 cells acquire a more invasive in vitro phenotype. Created with Biorender.com.

**Figure 9—figure supplement 1.**
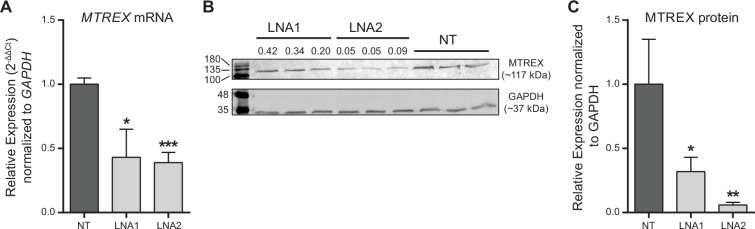
EPB41L4A-AS1 depletion consistently represses MTREX. (**A**) RT-qPCR and (**B**) Western blot for MTREX mRNA and protein following EPB41L4A-AS1 KD with LNA1 and LNA2. (**C**) Quantification of MTREX protein levels from (**B**). All experiments were performed in *n* = 3 biological replicates, with the error bars in the bar plots representing the standard deviation. ns = p > 0.05; *p < 0.05; **p < 0.01; ***p < 0.001 (two-sided Student’s *t*-test). Figure 9—figure supplement 1—source data 1.Full Western blot gels of MTREX and GAODH after *EPB41L4A-AS1* KD with LNA1 and LNA2.

A recent study found that *SNORA13* negatively regulates ribosome biogenesis in TERT-immortalized human fibroblasts (BJ-HRAS^G12V^) by decreasing the incorporation of RPL23 into the maturing 60S ribosomal subunits, eventually triggering p53-mediated cellular senescence (Cheng et al., 2024). In their experimental setting, *SNORA13* was constitutively reduced by either CRISPRi of the *EPB41L4A-AS1* locus for 7 days or its KO leaving the lncRNA sequence and expression unaltered, whereas our approach relies solely on transient knockdown for 48–72 hr that does not appreciably affect *SNORA13* (Figures 1B, 2B, 6A, B), or the levels of the RNA modification that it guides (Figure 6C, D). Therefore, while both studies implicate *EPB41L4A-AS1* in nucleolar biology and its perturbation in nucleolar stress, there is an apparent discrepancy between our results on the role that *SNORA13* plays. In our hands, the differential expression of snoRNAs and cell proliferation can be rescued by the expression of *EPB41L4A-AS1* with the snoRNA, and not by separate expression of *SNORA13*, suggesting the snoRNA alone is not playing a central role in the observed phenotypes. Also, the study by Cheng et al. showed that activity of the p53 pathway was less active in *SNORA13* knockout cells, with or without induction of oncogenic stress, whereas we see an opposite trend of some upregulation of the p53 pathway upon transient *EPB41L4A-AS1* KD (Figure 7—figure supplement 1D). 

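Of the p53 target genes in a list fixed beforehand, 15 of 43 rose after EPB41L4A-AS1 KD in polyA RNA and none fell (20 and 1 adjusted over the list alone, median log2 fold change of 0.42, adjusted p = 4.05e-06 from camera and 0.0543 with an estimated correlation). BTG2 (chromosome 1, 203274618 to 203278730, GRCh37), an antiproliferative cofactor, went from 12.1 ± 2.75 to 36.1 ± 2.38 FPKM (SD, n = 3 each), a log2 fold change of 1.56 (standard error 0.18, adjusted p = 7.93e-04). The kinase PLK3 and the autophagy regulator TP53INP1 had log2 fold changes of 1.41 and 1.30 (adjusted p = 0.00311 and 0.00136). CDKN1A, the p53 target that halts the cell cycle, had 60.1 ± 7.23 to 72.6 ± 2.19 FPKM (SD, n = 3 each), a log2 fold change of 0.28 (standard error 0.13, adjusted p = 0.163), not called in limma's moderated test. After EPB41L4A KD the list had a median of 0.23 (adjusted p = 5.71e-06 from camera, 0.158 with an estimated correlation), and CDKN1A 0.25 (adjusted p = 0.660). In ribodepleted RNA labelled EPB41L4A-AS1 KD, with the target higher, there were 15 of 44 higher and none lower (16 and none adjusted over the list alone), with a median of 0.31 (adjusted p = 3.06e-09 from camera, 0.187 with an estimated correlation). PHLDA3, an AKT inhibitor, rose there by 0.61.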

We cannot, however, completely rule out potential contributions of this snoRNA to the phenotypes observed in this study. For instance, the phenotype of snoRNA expression is partially rescued by *EPB41L4A-AS1* overexpression in *trans* only when a full-length, unspliced, and *SNORA13*-containing vector is used, and not when the snoRNA is deleted, mutated, or expressed alone (Figure 6I). This would suggest that the processing of *EPB41L4A-AS1* is involved in its mode of action, although further experiments will be needed to address whether *SNORA13* or its DNA sequence is indeed required to regulate the expression of the snoRNAs. We note that compensatory effects are possible in cells that grow for extended periods of time without *SNORA13*.

Beyond its site of transcription, *EPB41L4A-AS1* associates with SUB1, an abundant protein linked to various functions, and these two players are required for the proper distribution of at least two nuclear proteins. Their dysregulation results in large-scale changes in gene expression, including upregulation of snoRNA expression, mostly through increased transcription of their hosts, and possibly through a somewhat impaired snoRNA processing and/or stability. The exact molecular pathways involved in snoRNA biogenesis, maturation, and decay are still not completely understood. One of the genes that most consistently was affected by *EPB41L4A-AS1* KD with GapmeRs is *MTREX* (also known as *MTR4*), that becomes downregulated at both the RNA and protein levels (Figure 9—figure supplement 1A–C). 

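MTREX (ENSG00000039123.16_5, chromosome 5, 54603816 to 54721407, GRCh37) encodes the RNA helicase MTR4 of the nuclear exosome. In polyA RNA it fell after EPB41L4A-AS1 KD from 26.8 ± 3.85 FPKM (SD, n = 3) to 9.83 ± 1.33 FPKM (SD, n = 3), a log2 fold change of -1.40 (standard error 0.14, adjusted p = 4.35e-04) from limma's moderated test. In the ribodepleted libraries labelled EPB41L4A-AS1 KD it was also lower, from 53.1 ± 2.63 to 25.0 ± 2.70 FPKM (SD, n = 3 each), a log2 fold change of -1.08 (standard error 0.09, adjusted p = 0.00117), although the target RNA was higher there. After EPB41L4A KD MTREX had 25.3 ± 1.54 FPKM (SD, n = 3), a log2 fold change of -0.07 (standard error 0.14, adjusted p = 0.939). After SUB1 siRNA and GAS5 KD its log2 fold changes were -0.05 and -0.33 (adjusted p = 0.930 and 0.0209). EXOSC9, a core subunit of the exosome, went from 9.08 ± 0.529 to 5.12 ± 0.734 FPKM (SD, n = 3 each) in polyA RNA (adjusted p = 0.0180).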

Interestingly, MTREX is part of the NEXT and PAXT complexes (Contreras et al., 2023) that target several short-lived RNAs for degradation, and the depletion of either *MTREX* or other complex members leads to the upregulation of such RNAs, that include PROMPTs, uaRNAs, and eRNAs, among others. It is therefore tempting to hypothesize a role for *MTREX*-containing complexes in trimming and degrading snoRNA host introns and releasing the mature snoRNAs. Future studies specifically aimed at uncovering novel players in mammalian snoRNA biology will both conclusively elucidate whether *MTREX* is indeed involved in these processes.

Several features of the response to *EPB41L4A-AS1* resemble nucleolar stress, including altered distribution of NPM1 (Potapova et al., 2023; Yang et al., 2016). SUB1 was shown to be involved in many nuclear processes, including transcription (Conesa and Acker, 2010), DNA damage response (Yu et al., 2016; Mortusewicz et al., 2008), telomere maintenance (Dubois et al., 2025), and nucleolar processes including rRNA biogenesis (Kaypee et al., 2025; Tafforeau et al., 2013). Our results suggest a complex and multi-faceted relationship between *EPB41L4A-AS1* and SUB1, as *SUB1* mRNA levels are reduced by the transient (72 hr) KD of the lncRNA (Figure 3B), the distribution of the protein in the nucleus is altered (Figure 5A, C), while the protein itself is the most prominent binder of the mature *EPB41L4A-AS1* in ENCODE eCLIP data (Figure 3A). The most striking connection between *EPB41L4A-AS1* and SUB1 is the similar phenotype triggered by their loss (Figure 4). We note that a recent study has shown that SUB1 is required for Pol I-mediated rDNA transcription in the nucleolus (Kaypee et al., 2025). In the presence of nucleolar SUB1, rDNA transcription proceeds as expected, but when SUB1 is depleted or its nucleolar localization is affected—by either sodium butyrate treatment or inhibition of KAT5-mediated phosphorylation at its lysine 35 (K35)—the levels of the 47S pre-rRNA are significantly reduced. In our settings, SUB1 enriches into the nucleolus following *EPB41L4A-AS1* KD; thus, we might expect to see a slightly increased rDNA transcription or no effect at all, given that SUB1 localizes in the nucleolus in baseline conditions as well. It is, however, difficult to determine which of the connections between these two genes is the most functionally relevant and which may be indirect and/or feedback interactions. For example, it is possible that *EPB41L4A-AS1* primarily acts as a transcriptional regulator of *SUB1* mRNA, or that its RNA product is required for proper stability and/or localization of the SUB1 protein, or that *EPB41L4A-AS1* acts as a scaffold for the formation of protein-protein interactions in which SUB1 is involved.

In the context of cancer, a systematic study of TCGA data, which is consistent with our analysis (Figure 1—figure supplement 2), found that *EPB41L4A-AS1* is downregulated in tumors compared to tumor-adjacent normal tissues (Liao et al., 2019), in accordance with both the downregulation of the TIGA1 protein (Liao et al., 2019) and the reduction in the *SNORA13*-guided rRNA modification (Babaian et al., 2020). The association with poor prognosis (Liao et al., 2019) is consistent with the observed increased invasiveness that we find in MCF-7 cells. Effects of *EPB41L4A-AS1* on migration were also reported in colorectal cancer cells (Bin et al., 2021). The notion that cells with reduced *EPB41L4A-AS1* levels exhibit lower proliferation (Figure 8C), yet increased invasion (Figure 8A, B), is compatible with a function as an oncogene by promoting EMT (Figure 8D, E). Cells undergoing this process may reduce or even completely halt proliferation/cell division, until they revert back to an epithelial state (Dongre and Weinberg, 2019; Brabletz et al., 2018). Notably, downregulated genes following *EPB41L4A-AS1* KD are enriched in GO terms related to cell proliferation and cell cycle progression (Figure 2I), whereas those upregulated for terms linked to EMT processes.

We note that this is not the first instance in which this lncRNA has been investigated. Several recent studies have described the functions of *EPB41L4A-AS1* in various biological systems, highlighting its dysregulation in cancer (Liao et al., 2019; Bin et al., 2021; Wang et al., 2020), diabetes (Liao et al., 2022), aging (Yang et al., 2021; Wang et al., 2024), and Alzheimer’s disease (Wang et al., 2024). Both p53 and PGC-1α were shown to act upstream of *EPB41L4A-AS1* and regulate its expression (Liao et al., 2019). In these different systems, different pathways were described as regulated by this lncRNA, including glycolysis, glutamine metabolism (Liao et al., 2019), and autophagy (Wang et al., 2024). Mechanistically, it was reported that this lncRNA regulates gene expression via its association with and upregulation of KAT2A (GCN5/GNC5L2) (Liao et al., 2022; Wang et al., 2024). These prior studies generally relied on candidate-gene or co-expression approaches to identify the genes regulated by *EPB41L4A-AS1* and did not systematically examine its *cis*- and *trans*-acting effects, with the exception of a *cis*-acting regulation that was briefly hinted in a preprint posted 4 years ago (Samdal et al., 2021), but not published so far to the best of our knowledge. These studies also did not systematically investigate the *trans*-regulated targets of *EPB41L4A-AS1*, did not separately deplete the nascent and the mature forms of the lncRNA, and did not attempt to decouple its functions from those of *SNORA13*.

## Methods

### Cell culture, transfection, and treatments

MCF-7 cells were cultured in DMEM supplemented with 4.5 g/l of glucose, 4 mM L-glutamine, 10% FBS, 1% PenStrep solution, grown in incubators maintained at 37°C with 5% CO_2_, and were detached for passaging using a Trypsin (0.05%)–EDTA (0.02%) solution. DNA plasmid, siRNAs (final concentration 25 nM), and GapmeRs (50 nM) transfections were performed by using Lipofectamine 3000 (Thermo Fisher Scientific), according to the manufacturer’s protocol. In all cases, cells were plated the day before the transfection in an antibiotic-free medium which was subsequently changed prior to adding the transfection mix, and again after 24 hr to maximize cell viability. All transfections were carried out for 72 hr, unless specified otherwise. The complete list with the sequences of both siRNAs and LNA/GapmeRs is reported in Supplementary file 5.

Cell synchronization was performed using a standard double-thymidine block. Briefly, thymidine (Sigma) was added to the culture medium at a final concentration of 2 mM, and the cells were incubated for 18 hr. The medium was then replaced with standard complete medium for 9 hr, followed by the addition of fresh thymidine-containing medium. After an additional 15 hr, the medium was replaced with standard complete medium to release the cells from the G1/S boundary into the S phase.

LPS was purchased from Sigma, diluted in DNase/RNase-free H_2_O, and added to the cell culture media at the indicated final concentrations. H_2_O_2_ was purchased from Sigma and added directly to the cell culture media at the indicated final concentrations. Thapsigargin and Etoposide (Sigma) were diluted in tissue culture-grade DMSO and added to the cell culture media at the indicated final concentrations. Cells were cultured with these stressors for a total of 3 days, and cells supplemented with an equal volume of the respective solvent were used as controls. CX-5461 (Sigma) was diluted in sterile-filtered 50 mM NaH_2_PO_4_ at a stock concentration of 10 mM and added to the cell culture media at a final concentration of 0.5, 1, or 5 µM. As a control, cells were supplemented with an equal volume of 50 mM NaH_2_PO_4_.

### Plasmid construction

The sequence corresponding to the cDNA of human *EPB41L4A-AS1* (ENST00000688370.2_3) was synthesized and cloned by Hylabs inside a pcDNA3.1(+) vector. The vector to express the *EPB41L4A* ORF (NM_022140.5) was purchased from Genecopoeia (EX-A8889-Lv201). The vector expressing a full length and unspliced *EPB41L4A-AS1* (pLV[ncRNA]-Puro-CMV) was purchased from Vectorbuilder, and the target site of LNA2 was mutated by introducing four mismatches (AACTTAAAAGCAGCGT → ACCTTAGAAGTAGAGT) via restriction-free cloning. To generate the Δ*SNORA13*, ΔH, and ΔACA vectors, we ordered *EPB41L4A-AS1* gene fragments with the desired mutations from TWIST. These fragments corresponded to the sequence between the unique SalI and MluI restriction sites and were inserted via restriction digestion. The pLKO.1 *SNORA13* plasmid (Cheng et al., 2024) was a gift from Prof. Mendell (UT Southwestern). All gRNAs were ordered as single-stranded oligos (Sigma) and cloned inside pKLV-Puro vectors as previously described (Konermann et al., 2015). The complete list of gRNAs and their sequences is available in Table S5. All plasmids were sent for Sanger and whole plasmid sequencing (Plasmidsaurus) prior to use.

### Wound healing assay and analysis

Wound healing experiments were carried out as previously described (Monziani et al., 2025). To perform the wound healing assay, we employed the µ-Plate 24 Well system (Ibidi). Specifically, we transfected the targeting and control GapmeRs via reverse transfection, diluting the transfection mixes directly into the cell mixtures while seeding the cells. After reaching confluence overnight (O/N), the culture inserts were gently removed with sterile forceps and the wells were washed with 1X PBS. Brightfield images were taken using an EVOS Cell Imaging System (Thermo Fisher Scientific) at different time points. Data analysis was then performed using the Wound_healing_size_tool (Suarez-Arnedo et al., 2020) plugin for ImageJ, which calculates the total (µm^2^) and percentage (%) of the wounded area. From these data, we calculated the rate of cell migration (*R*_*M*_) as:

$$\displaystyle R_M=\frac{{W_i}-{W_t}}{t}$$

where *W*_*i*_ represents the initial average wound width, and *W*_*t*_ is the average wound width at a given time *t*. Additionally, we derived the percentage of wound closure defined as:

$$\displaystyle Wound \, Closure \, (\%)=\frac{A_{t=0} - A_{t=\Delta t}}{A_{t=0}}$$

with *A*_*t*=0_ and *A*_*t*=Δ*t*_ being the wounded area (in µm^2^) at the beginning and after time *t*, respectively.

### Gene expression analysis

RNA was extracted by using TRI-Reagent as previously described (Monziani et al., 2025), according to the manufacturer’s instructions. The isolated RNA was then resuspended in DNase/RNase-free H_2_O and DNase-treated using the Baseline-ZERO DNase (Biosearch Technologies), following the manufacturer’s recommendations and incubating the RNAs for 1 hr at 37°C. RNA was then retrotranscribed using the qScript Flex cDNA Synthesis Kit (Quanta Bio), following standard conditions as suggested by the manufacturer. The resulting cDNA was finally diluted 1:5-1:10 with DNase/RNase-free H_2_O and used as input for Quantitative Real-Time PCR using the Fast SYBR Green Master Mix (Applied Biosystems). Each reaction was amplified using the following PCR program: 20’’ at 95°C, 40 cycles by denaturing for 1” at 95°C followed by annealing/extension for 20’’ at 60°C. Results were analyzed using the ΔΔCt method. The complete list of primers and their sequences is available in Supplementary file 5.

### Aminocarboxyl propyl reverse transcription (aRT)-PCR assay to estimate 18S:1248m^1^acp^3^Ψ

The aminocarboxylpropyl reverse transcription (aRT)-PCR assay to detect and quantify the 1248.m1acp3Ψ modification was performed as previously described (Babaian et al., 2020), with minor modifications. Briefly, total RNA was extracted as described above, and 1 µg per sample was DNase-treated using TURBO DNase (Invitrogen), according to the manufacturer’s protocol. Retrotranscription was then carried out using SuperScript III (Invitrogen), following the manual’s recommendations and by using only random hexamers. The cDNA was then diluted 1:5 with DNase/RNase-free H_2_O and used for end-point PCR using the Q5 High-Fidelity DNA Polymerase (NEB), according to the standard protocol and using the primers listed in the original protocol (Babaian et al., 2020) and available in Supplementary file 5. From each PCR reaction, 5 µl were digested in duplicate with HinFI (NEB) in rCutSmart buffer (NEB) and an additional 5 µl were incubated without the enzyme as a negative control. Lastly, the resulting fragments were then run on a 2% agarose gel.

### Northern blot

Northern blot to detect *SNORA13* was performed as previously described (Cheng et al., 2024), with minor modifications. A total of 20 µg of RNA per sample was loaded onto an 8% TBE-UREA polyacrylamide gel, which had been pre-equilibrated by running at low voltage in 1X TBE. After electrophoresis, the gel was stained for 15 min in 0.5X TBE with a few drops of ethidium bromide while rocking, to assess the quality of the run. The RNA was then transferred to a HyBond-NX membrane (GE Healthcare) in 0.5X TBE at room temperature (RT) using a constant current of 0.25 A for 2 hr. Following the transfer, the membrane was rinsed in 2X SSC, crosslinked at 1200 J/cm² in a UV oven, and pre-hybridized for 30 min at 42°C in 10 ml of pre-warmed ULTRAhyb Ultrasensitive Hybridization Buffer (Thermo Fisher Scientific) while rotating. IR fluorescent probes targeting *U6* and *SNORA13* were then added to a final concentration of 10 nM, and the membrane was incubated O/N at 42°C while rotating. The next day, the membrane was washed twice in 2X SSC, 0.1% SDS at 42°C for 5 min while rotating, followed by two additional washes in 0.1X SSC, 0.1% SDS, and then finally imaged. The complete list of probes is available in Supplementary file 5.

### Protein extraction and Western blot

Proteins were extracted using RIPA as previously described (Monziani et al., 2025). Briefly, cells were detached using a 0.05% Trypsin–0.02% EDTA solution, pelleted by centrifugation, resuspended in ice-cold RIPA buffer, and incubated on ice for 20 min with intermittent vortexing. The lysates were then centrifuged at 15,000 × *g* for 15 min at 4°C, after which the supernatants were collected and quantified. For Western blots, equal amounts of protein were loaded onto a polyacrylamide gel and run in an SDS running buffer. Proteins were then transferred onto a pre-activated PVDF membrane in a cold Tris-glycine buffer supplemented with 20% methanol, with a constant current of 0.30 A for 2 hr. Membranes were then blocked in 5% milk in 1X PBS-0.1% Tween 20 for 1 hr, followed by O/N incubation at 4°C with primary antibodies diluted in the same blocking solution. The next day, membranes were washed three times with 1X PBS-0.1% Tween 20, incubated for 2 hr at room temperature with the appropriate secondary antibodies, and washed three more times before image acquisition. The complete list of primary and secondary antibodies and relative dilutions is available in Supplementary file 5.

### Immunostaining

Immunofluorescence was performed as previously described (Monziani et al., 2025). Cells were plated and transfected on either sterile glass coverslips or 8-well chambers (Ibidi). They were first washed once with 1X PBS, then fixed with cold 4% paraformaldehyde (PFA) in 1X PBS for 15 min at room temperature. After two 5-min washes with 1X PBS, cells were permeabilized by incubating them in a permeabilization/blocking solution containing 5% horse serum, 1 mg/ml BSA, and 0.1% Triton X-100 in 1X PBS for 30 min at room temperature. Following three washes with 1X PBS, cells were incubated O/N at 4°C with primary antibodies diluted in blocking solution (5% horse serum, 1 mg/ml BSA in 1X PBS). The next day, cells were washed three times with 1X PBS and incubated for 2 hr at room temperature with secondary antibodies in blocking solution, protected from light. After three additional washes with 1X PBS, cells were stained with DAPI and mounted using ProLong Glass Antifade Mountant (Invitrogen). The slides were left to cure O/N in the dark at room temperature before imaging with a Zeiss Spinning Disk confocal microscope. The complete list of primary and secondary antibodies and relative dilutions is available in Supplementary file 5.

### Subcellular fractionation

To fractionate cells and isolate the cytoplasmic, nucleoplasmic, and chromatin RNA fractions, we employed a published protocol (Gagnon et al., 2014) with minor modifications. Confluent 10 cm plates were harvested with a Trypsin (0.05%)–EDTA (0.02%) solution, pelleted by centrifugation, washed once with ice-cold 1X PBS, and resuspended in 380 µl of ice-cold HLB buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.3% NP-40, 10% Glycerol) freshly supplemented with RNase Inhibitors (EURX). The samples were then incubated on ice for 20’ with occasional vortexing, spun down for 3’ at 4°C/1000 × *g*, the supernatant was then transferred to a new tube, centrifuged again for 10’ at 4°C/1000 × *g*, after which the supernatant (cytoplasmic fraction) was moved to a new tube, supplemented with 1 ml of RNA precipitation solution (RPS, 150 mM Sodium Acetate in 100% ethanol) and stored at –20°C for at least 1 hr. The semi-pure nuclei were then washed three times with ice-cold HLB and centrifugations for 2’ at 4°C/500 × *g*, after which the pellets were resuspended in 380 µl of ice-cold MWS (10 mM Tris-HCl, pH 7.0, 4 mM EDTA, pH 8.0, 0.3 M NaCl, 1 M Urea, 1% NP-40) freshly supplemented with RNase Inhibitors, quickly vortexed and incubated on ice for 5 min, vortexed again and incubated for an additional 10 min. The tubes were then centrifuged for 3’ at 4°C/1000 × *g*, the supernatant (nucleoplasmic/nuclear soluble fraction) was saved to a new tube, supplemented with 1 ml of RPS and stored at –20°C for at least 1 hr. The chromatin pellets were finally washed three times with ice-cold MWS and centrifugations for 2’ at 4°C/500 × *g*, after which 1 ml of TRI-Reagent was added and samples were stored at –20°C. After 1+ hr at –20°C, the tubes with the cytoplasmic and nucleoplasmic fractions in RPS were briefly vortexed, centrifuged for 15’ at 4°C/15,000 × *g*, the pellets were washed with 70% ethanol by vortexing and centrifuged again for 15’ at 4°C/15,000 × *g*, after which they were air-dried and resuspended in 1 ml of TRI-Reagent. To each sample in 1 ml of TRI-Reagent, 10 µl of 0.5 M EDTA, pH 8.0 were added followed by an incubation with vortexing for ~10 min at 65°C, or until the RNA pellets fully dissolved. The RNA was then extracted following the standard TRI-Reagent protocol.

### Native RNA immunoprecipitation

To perform Native RNA Immunoprecipitation, we have employed a slightly modified version of the ENCODE IP protocol (Sundararaman et al., 2016). Briefly, 5 × 10^6^ MCF-7 cells were harvested by trypsinization, washed once with 1X PBS, and flash frozen as pellets in 50 µl of 1X PBS. The pellets were then thawed on ice, resuspended in 450 µl of ice-cold lysis buffer (50 mM Tris-HCl, pH 7.4; 100 mM NaCl; 1% NP-40; 0.1% SDS; 0.5% sodium deoxycholate) supplemented with EDTA-free Protease Inhibitor Cocktail (APExBIO) and RNase Inhibitor (EURX), and incubated on ice for 20’ with occasional vortexing to allow complete lysis. The lysates were then centrifuged at max speed for 15’ at 4°C and the supernatants were collected into a new tube. A total of 20 µl/sample of Protein A/G beads was then washed twice with ice-cold lysis buffer and resuspended in 250 µl of lysis buffer, of which 50 µl were used to pre-clear the lysate by incubation at RT for 30’ with gentle rotation, and the remaining 200 µl were instead incubated for 1 hr/RT with 3 µg of antibody. After 30’ of preclearing, the clear lysate was moved to a new tube in ice, and 25 µl (5%) of it was saved as INPUT sample. After 1 hr, the antibody/beads were washed three times with ice-cold lysis buffer and incubated with the pre-cleared lysate O/N at 4°C while gently rotating. The following day, 25 µl (5%) of the supernatant was saved as UNBOUND sample, and the beads (BOUND sample) were gently washed twice with ice-cold wash buffer (20 mM Tris-HCl pH 7.4, 10 mM MgCl2, 0.2% Tween-20) freshly supplemented with RNase Inhibitors (EUR_X_). Finally, 500 µl of TRI-Reagent was added to all three fractions and RNA isolation was carried out as previously described. The complete list of antibodies and relative dilutions is available in Supplementary file 5.

### Single-molecule RNA FISH with HCR technology (smFISH HCR)

To visualize the subcellular localization of EPB41L4A-AS1 in vivo, we performed single-molecule fluorescence in situ hybridization (smFISH) using HCR amplifiers. Probe sets (*n* = 30 unique probes) targeting *EPB41L4A-AS1* and *GAPDH* (positive control) were designed and ordered from Molecular Instruments. We followed the Multiplexed HCR v3.0 protocol with minor modifications. MCF-7 cells were plated in 8-well chambers (Ibidi) and cultured O/N as described above. The next day, cells were fixed with cold 4% PFA in 1X PBS for 10 min at RT and then permeabilized O/N in 70% ethanol at –20°C. Following permeabilization, cells were washed twice with 2X SSC buffer and incubated at 37°C for 30 min in hybridization buffer (HB). The HB was then replaced with a probe solution containing 1.2 pmol of *EPB41L4A-AS1* probes and 0.6 pmol of *GAPDH* probes in HB. The slides were incubated O/N at 37°C. To remove excess probes, the slides were washed four times with probe wash buffer at 37°C for 5 min each, followed by two washes with 5X SSCT at RT for 5 min. The samples were then pre-amplified in amplification buffer for 30 min at RT and subsequently incubated O/N in the dark at RT in amplification buffer supplemented with 18 pmol of the appropriate hairpins. Finally, excess hairpins were removed by washing the slides five times in 5X SSCT at RT. The slides were mounted with ProLong Glass Antifade Mountant (Invitrogen), cured O/N in the dark at RT, and imaged using a Nikon CSU-W1 spinning disk confocal microscope. In order to estimate the RNA copy number, we imaged multiple distinct fields, extracted the number of *EPB41L4A-AS1*/*GAPDH* molecules in each field using the ‘Find Maxima’ tool in ImageJ/Fiji, and divided them by the number of cells (as assessed by DAPI staining).

### Cleavage Under Targets and Release Using Nuclease (CUT&RUN)

CUT&RUN reactions were performed following the V3 of the protocol (Meers et al., 2019), with minor modifications which were described previously (Monziani et al., 2025). An equal number of cells was harvested and washed once with 1X PBS at room temperature. After three washes with Wash Buffer (20 mM HEPES-NaOH pH 7.5, 150 mM NaCl, 0.5 mM Spermidine supplemented with EDTA-free Protease Inhibitor Cocktail (APExBIO)) at RT, cells were resuspended in 1 ml Wash Buffer and incubated for 10 min while gently rotating with 20 µl of pre-activated Concanavalin A-coated magnetic beads (EpiCypher). The buffer was then removed, and the beads were resuspended in 150 µl of Antibody Buffer (Wash Buffer with 0.1% Digitonin (Sigma) and 2 mM EDTA, pH 8) containing the antibody of interest and left gently rotating O/N with a 180° angle at 4°C. On the next day, cells were washed two times with ice-cold Dig-Wash Buffer (Wash Buffer with 0.1% Digitonin), resuspended in 150 µl of Dig-Wash Buffer supplemented with 1 µl of custom-made pA/G-MNase every mL and left rotating for 1 hr at 4°C. After that, cells were washed again two times with Dig-Wash Buffer, resuspended in 100 µl of the same buffer, and chilled into a thermoblock sitting on ice. To initiate the cleavage reaction, 2 µl of 100 mM CaCl_2_ was added to each tube, and the tubes were left at 0°C for 30 min. To halt the reaction, 100 µl of a 2X STOP Buffer (340 mM NaCl, 20 mM EDTA pH 8, 4 mM EGTA pH 8, 0.05% Digitonin, 100 µg/ml RNAse A, 50 µg/ml Glycogen) were added to each tube, and cleaved DNA fragments were released by incubating the samples for 30’ at 37°C. The tubes were then centrifuged for 5 min at 4°C/16,000 × *g* and the supernatant was collected. Finally, the DNA was purified by standard Phenol/Chloroform extraction using the 5PRIME Phase Lock Gel Heavy tubes (QuantaBio), and the success of the CUT&RUN reaction was assessed by running the positive control (H3K27me3 or H3K4me3) on a Tapestation (Agilent Technologies) using a High Sensitivity D1000 ScreenTape (Agilent Technologies). The complete list of primary and secondary antibodies and relative dilutions is available in Supplementary file 5.

### RNA-seq and CUT&RUN Library Preparation

RNA-seq libraries were prepared using the CORALL mRNA-Seq Kit V2 (Lexogen), following the manufacturer’s instructions. Prior to library generation, 1 µg of total RNA was either PolyA-enriched using the Poly(A) RNA Selection Kit V1.5 (Lexogen), or depleted of rRNAs using the RiboCop rRNA depletion kit for HMR V2 (Lexogen). To prepare the CUT&RUN libraries, we followed the original protocol (Meers et al., 2019), with slight modifications which were described previously (Monziani et al., 2025). The libraries were then quality-checked by both dsDNA Qubit (Thermo Fisher Scientific) and Tapestation (Agilent Technologies). All libraries were sequenced on an Illumina NovaSeq 6000 or Novaseq X instrument, aiming for either 10 million (CUT&RUN) or 15 million (RNA-seq) reads per sample.

### RNA-seq data analysis

Analysis of the RNA-seq libraries was performed as previously described (Monziani et al., 2025). Raw FASTQ files were processed by a customized Lexogen CORALL analysis pipeline script (https://github.com/Lexogen-Tools/corall_analysis; GrecVict and TomasDrozd, 2025). Briefly, adaptors were trimmed by using Cutadapt (Martin, 2011), and the resulting trimmed FASTQ files were used as input for mapping to the hg19 human genome with STAR aligner (Dobin et al., 2013), using the ‘--quantMode GeneCounts’ option in order to count the number of reads mapping to each feature provided by an appropriate GTF file. To call for differential expression, we used DESeq2 (Love et al., 2014), considering a gene to be differentially expressed when adjusted p < 0.05 and absolute log_2_FC >0.41 (~33% increase or decrease). Prior to any subsequent analysis, we filtered out poorly expressed genes, pseudogenes, and genes with an exonic length <200 nt. To perform GO enrichment analysis and GSEA, we used the ClusterProfiler R package (Wu et al., 2021) by considering a term to be enriched when the adjusted p < 0.05. Whenever several redundant terms were found, we employed the *simplify* function with a cutoff =0.7 to reduce the redundancy.

### CUT&RUN data analysis

Raw FASTQ files were aligned to the hg19 reference genome with Bowtie2 (Langmead and Salzberg, 2012), using the -p 8, -X 2000 and --no-unal options. Peaks were called using the MACS2 callpeak function (Zhang et al., 2008). Peak quantification and differential expression were performed using the HOMER tool suite (Heinz et al., 2010), using the *annotatePeaks.pl* and *getDiffExpression.pl* functions, respectively. Lastly, to plot the metagene profiles and coverage heatmaps, we employed deepTools (Ramírez et al., 2016).

### Computational screen to identify putative *cis*-acting lncRNAs

We reasoned that lncRNAs that are likely to act in *cis* will be occasionally co-regulated with their target genes and also found in spatial proximity to the target promoters. We therefore sought such lncRNA–target pairs using the GeneHancer database (Fishilevich et al., 2017) that connects between regulatory elements and their targets by combining tissue co-expression data, ChIP-seq of enhancer-enriched histone modifications and transcription factor binding, Hi-C data, and eQTLs within putative enhancer regions. We complemented this by analyzing several RNA-seq datasets of MCF-7 breast cancer cells exposed to different conditions (Sun et al., 2015; Nagarajan et al., 2020; Janky et al., 2014), to infer genome-wide transcriptional alterations across a variety of different experimental settings. We then focused on those cases in which a lncRNA (1) overlaps a high-confidence GeneHancer (GH) element, (2) is differentially expressed in at least one of the conditions analyzed, and (3) the targets of the aforementioned GH element are also concomitantly differentially expressed. Because this approach identified over 600 candidate lncRNA-target pairs (Supplementary file 1), we first discarded lncRNAs that have been already reported to act in *cis* and prioritized those cases in which the lncRNA is well expressed and/or the target genes are biologically interesting. This led us to focus on four lncRNA-target pairs connected in GeneHancer and in which both genes were significantly either upregulated or downregulated in the treatment condition, compared to controls (Figure 1—figure supplement 1A-D).

### Chromosome Conformation Capture (3C)

Between 5 and 10 × 10^6^ cells for each condition/replicate were collected and washed once with 1X PBS at RT. Cells were then resuspended in 10 ml of ice-cold 1X PBS with 10% FBS, supplemented with another 10 ml of 1X PBS with 10% FBS and 4% Formaldehyde, and left gently rotating for 5’ at RT. Quenching was achieved by adding 1020 µl 2.5 M Glycine to each tube and placing them on ice to cool down, after that the cells were centrifuged for 8’ at 4°C/300 × *g* and washed once with ice-cold 1X PBS. The pellet was then resuspended in 10 ml of Nuclear Permeabilization Buffer (10 mM Tris-HCl, pH 8.0, 10 mM NaCl, 0.5% NP-40) supplemented with EDTA-free Protease Inhibitor Cocktail (APExBIO), gently rotated for 1 hr in a cold room and centrifuged for 5’ at 4°C/600 × *g*. After discarding the supernatant, the nuclei were resuspended in ~1 ml of ice-cold 1X PBS, moved to a 1.5-ml centrifuge tube, centrifuged and washed again with 1 ml ice-cold 1X PBS, and eventually frozen as a pellet at –80°C.

After 1+ days at –80°C, each pellet was thawed on ice and gently resuspended in 175.5 µl of nuclease-free H_2_O, after which 24.5 µl of 10X DpnII Reaction Buffer was added and the tubes were moved to a thermomixer set at 37°C. Each reaction was then supplemented with 3 µl of pre-warmed 20% SDS, incubated for 1 hr at 37°C/900 × *g*, supplemented again with 20 µl of pre-warmed 20% Triton X-100 and incubated for an additional 1 hr at 37°C/900 × *g*, after which 15 µl of DpnII (NEB, 50.000 U/ml) were added and the reaction was finally incubated O/N at 37°C/900 × *g*. The following day, the restriction reaction was removed by centrifugation for 5’ at 4°C/600 × *g*, and the pellets were washed once with ice-cold 1X PBS, eventually leaving a small volume (~30 µl) on top of the pellet. The tubes were then incubated for 20’ at 65°C to inactivate DpnII activity, followed by thorough resuspension in 445 µl of nuclease-free H_2_O and were transferred to ice. After chilling, 50 µl of 10X Ligation Buffer (NEB), 0.5 µg BSA, and 5 µl of Quick Ligase (NEB) were added to each tube and left incubating O/N at 16°C. After the O/N incubation, the ligation reaction was removed by centrifugation for 5’ at 4°C/600 × *g*, the pellets were washed once with ice-cold 1X PBS and eventually resuspended in 250 µl 10 mM Tris-HCl, pH 7.5. A total of 30 µg of RNase A was then added to each sample, which was subsequently incubated for 45’ at 37°C/750 *g*, after which 15 µl of PCR-grade Proteinase K was added and incubated O/N at 65°C/750 × *g*. The following day, the de-crosslinked reactions (3C template) were cleaned with 0.5X Sera-Mag Size Selection Beads (Cytiva Life Sciences), according to the manufacturer’s instructions, eluted in 200 µl Elution Buffer (QIAGEN) and quantified by dsDNA Qubit.

### UMI Circular Chromosome Conformation Capture (UMI-4C)

Quantitative UMI-4C was performed as previously described (Schwartzman et al., 2016), with minor modifications. An equal amount of 3C template (5–10 µg) for each sample/replicate was diluted to a final volume of 200 µl with Elution Buffer and sonicated to an extent the fragments size ranges between 250 and 1000 bp. To the sonicated fragments, 20 µl of 10X End-Repair Buffer (NEB) and 10 µl of End Repair Mix (NEB) were added and the samples were incubated for 30’ at 20°C, after which they were cleaned with 2.2X Sera-Mag Selection Beads and eluted in 78 µl 10 mM Tris-HCl, pH 8.0. 76 µl of the cleaned DNA, 10 µl 10X NEBuffer 2, 10 µl 10 mM dATP, and 4 µl Klenow (3′–5′ exo, NEB) were added, and the reaction was incubated for 30’ at 37°C. After this, the enzymes were inactivated by incubating the samples for 20’ at 75°C, then 2 µl of FastCIP (NEB) were added and the reactions were further incubated for 1 hr at 50°C, followed by purification with 2X Sera-Mag Size Selection Beads and elution in 67 µl of 10 mM Tris-HCl, pH 8.0. Illumina-compatible adapters were ligated by adding 80 µl Quick Ligase Buffer (NEB), 10 µl Quick Ligase (NEB), and 4 µl of 15 µM Y-Shaped Adaptors (IDT) to 66 µl of the eluted DNA from the previous step, followed by an incubation at 25°C for 15’. After that, the samples were denatured for 2’ at 95°C, placed on ice, brought to volume by adding 160 µl of nuclease-free H_2_O, cleaned with 1X Sera-Mag Size Selection Beads, and eluted in 40 µl 10 mM Tris-HCl, pH 8.0. To quantify the resulting 4C template, 1 µl was diluted in 4 µl of 10 mM Tris-HCl, pH 8.0, denatured for 5’ at 95°C, placed on ice, and analyzed by ssDNA Qubit.

Libraries were then prepared using a nested PCR approach, preparing five reactions for each sample and employing three bait primers for each target (EPB41L4A-AS1 TSS, EPB41L4A TSS, STARD4 TSS, see next for design criteria) to increase complexity of the 4C profiles. For the first PCR (PCR1), upstream bait primers were designed close (<80–85 bp) to a DpnII restriction site (hg19 genome build); for the second PCR (PCR2), the downstream bait primers were designed to follow—but not overlap—the upstream ones, ending ideally <20 bp from the DpnII site (‘pad’ sequence), and containing a sequence consisting of the Universal Illumina P5 on their 5′ end. Both primers were designed to have a standard annealing temperature of ~60°C, and their sequences are available in Supplementary file 5. PCR1 consisted of 200 ng of 4C template, 10 µl of 10X Phusion Buffer (NEB), 1 µl of 10 mM dNTPs, 2.5 µl of pooled upstream bait primers with a final concentration of 10 µM, 2.5 µl of 10 µM Universal Illumina P7 primer, 0.5 µL Phusion Polymerase (NEB), and nuclease-free H_2_O up to a final volume of 50 µl. The reactions were incubated for 30’’ at 98°C, amplified with 20 cycles consisting of 10’’ at 98°C, 30’’ at 56°C and 60’’ at 72°C, with a final extension of 10’ at 72°C, individually purified with 0.8X Sera-Mag Size Selection Beads and eluted in 20 µl of 10 mM Tris-HCl, pH 8.0. PCR2 consisted of 15 µl of purified template from PCR1, 10 µl of 10X Phusion Buffer (NEB), 1 µl of 10 mM dNTPs, 2.5 µl of pooled downstream bait primers with a final concentration of 10 µM, 2.5 µl of 10 µM Universal Illumina P7 primer, 0.5 µl Phusion Polymerase (NEB), and nuclease-free H_2_O up to a final volume of 50 µl. The reactions were incubated with the same program of PCR1 but with 18 cycles of amplification instead of 20, all five replicates of each sample were then pooled together, purified with 0.8X Sera-Mag Size Selection Beads and eluted in 40 µl of Elution Buffer. The libraries were then quality-checked by both dsDNA Qubit and Tapestation and eventually pooled according to the relative number of reads needed. All libraries were sequenced on an Illumina NovaSeq 6000 instrument, aiming at ~5 M reads per sample.

### UMI-4C data analysis

To analyze the UMI-4C data, we have employed the umi4cpackage R package (https://github.com/tanaylab/umi4cpackage, Lifshitz et al., 2024). After setting up the configuration file as described, they were loaded with the *p4cLoadConfFiles* function, and the raw fastq files were analyzed using the *p4cCreate4CseqTrack* function. The 4C profiles were then built and plotted using the *p4cNewProfile* and plot functions, respectively, specifying the *cis* window and overlaying two profiles when needed. The p-values and log_2_FC between conditions and across a genomic region of interest were finally calculated using the *p4cIntervalsMean* function.

### Metabolic labeling, SLAM-seq, and data analysis

For half-life and synthesis rate estimation upon the KD of *EPB41L4A-AS1*, cells were transfected with control and targeting GapmeRs as described above. Metabolic labeling and SLAM-seq were then performed as previously described (Zuckerman et al., 2020), with minor modifications. All steps were performed in the dark until the chemical conversion with iodoacetamide (IAA). After 48 hr, the growth medium was replaced with fresh media supplemented with 500 µM 4-Thiouridine (4sU, Sigma), and replaced again with fresh 4sU after every time point. In total, we collected RNA from cells at time 0 (unlabeled), and after 4, 8, and 24 hr post-4sU addition. RNA extraction was carried out as described above with the addition of DTT (0.1 mM final concentration) to keep the samples under reducing conditions, and IAA conversion was performed as described previously (Herzog et al., 2017; Zuckerman et al., 2020). Ribosomal RNAs were then depleted using the NEBNext rRNA Depletion Kit V2 (NEB) and libraries were generated with the NEBNext Ultra II Directional Library Kit (NEB), both according the manufacturer’s instructions. Estimation of half-lives and synthesis rates was performed using GRAND-SLAM/grandR (Jürges et al., 2018), and are listed in Supplementary file 4. Notably, the estimation assumes steady-state expression in control samples, but not in the KD ones.

## Data Availability

All the RNA-seq, RIP-seq, UMI-4C, and CUT&RUN datasets were deposited to the GEO database under the accession GSE292272. The following dataset was generated: MonzianiA UlitskyI 2026EPB41L4A-AS1 long noncoding RNA acts in both cis- and trans-acting transcriptional regulation and controls nucleolar biologyNCBI Gene Expression OmnibusGSE29227210.7554/eLife.106846PMC1297513041805684

## Additional files

MDAR checklist

Supplementary file 1. Table containing the results of the *in silico* screening combining transcriptomics and GeneHancer data.

Supplementary file 2. Table containing DESeq2 results of the different RNA-seq in this study.

Supplementary file 3. MACS output for the peaks of SUB1 and CTCF obtained by CUT&RUN.

Supplementary file 4. GRAND-SLAM/grandR kinetic results of the SLAM-seq experiment.

Supplementary file 5. List of reagents (GapmeRs, siRNAs, CRISPR guide RNAs, RT-qPCR primers, northern blot probes, antibodies, UMI-4C baits) used in this study.

# Supplementary material for: EPB41L4A-AS1 long noncoding RNA acts in both cis- and trans-acting transcriptional regulation and controls nucleolar biology
**Source:** eLife. 2026 Mar 10;14:RP106846. doi: 10.7554/eLife.106846
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | X |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | See Supplementary File 5 |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | See Supplementary File 5 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | See section “Cell culture, transfection and treatments” |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | X |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **X** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | X |
| Randomisation |  | X |
| Blinding |  | X |
| Inclusion/exclusion criteria |  | X |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | The sample sizes are indicated in the respective legends and in the Methods section |  |
| Define whether data describe technical or biological replicates. | Biological replicates were used. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | X |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | See Methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | See Data availability section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | See Data availability section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Accessions in the GEO repository are provided |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | X |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | X |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | X |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | X |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

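The samples are MCF-7 cells in which EPB41L4A-AS1, EPB41L4A, SUB1 or GAS5 was depleted, with libraries of polyA RNA (9 libraries, 3 per group), of rRNA-depleted RNA (3 sets of 6 libraries, 3 per group) and of a native SUB1 immunoprecipitation with its input (2 libraries each), the authors' CUT&RUN peak lists for CTCF and SUB1, and a SLAM-seq table of RNA synthesis and half-life. Groups follow the labels of the samples, which also name the comparisons in the text. For the GAS5 set the columns carry an internal GapmeR number, and the KD columns were assigned as those that are not the nontargeting control, under the title of the set. Replicate numbers are not described as pairs and were used as such only in 1 alternative. Libraries with GapmeR LNA1 or a second control oligonucleotide in polyA RNA were not among the tables read, and the paper's contact maps, imaging, RT-qPCR, Western blots and cell assays were not analysed, since the tables used here hold no values for them.

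For RNA-seq and RIP the authors trimmed reads with Cutadapt, aligned them to hg19 with STAR and quantified genes with RSEM, and the deposited tables hold one FPKM value per gene and library, made from each library alone by dividing fragments by gene length and by the library's total. The deposited log2 fold changes between groups come from the authors' DESeq2 fit on gene counts. The mean signal per gene (baseMean) in the deposited tables is the mean of counts that the authors divided by their DESeq2 size factors. The deposited p-value and adjusted p-value of each gene come from the same DESeq2 fit of the authors. A second set of tables follows the authors' custom annotation of snoRNAs, their host genes and the parts of the introns around them, on hg38 coordinates, in the same units. For the peak lists, the authors aligned CUT&RUN reads to hg19 with Bowtie2 and called peaks with MACS2 on pooled libraries, and the deposited fold enrichment at each peak is MACS2's ratio of signal to its background model. The -log10 p and -log10 q in the deposited peak lists are MACS2's. For SLAM-seq the authors estimated a synthesis rate (unit not stated) and a half-life in hr for each condition with GRAND-SLAM and grandR over all labeling times together, so each gene has 1 estimate per condition, with bounds for the half-life. The paper names no versions for these tools, and its text does not say whether strand was used in counting.

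All RNA tables hold 60565 gene IDs, 60156 of which are in the reference annotation, and the custom tables hold 43064 entries. Coordinates of genes are those of GRCh37 (hg19), and no coordinate was converted between builds. Depth was estimated from the smallest steps between FPKM values of single-transcript genes and tested on simulated data. It came to about 7.50 to 10.6 M fragments in polyA libraries, 16.8 to 26.6 M in the ribodepleted EPB41L4A-AS1 set, 4.73 to 7.50 M in the siSUB1 set, 4.22 to 6.68 M in the GAS5 set, 21.1 M in input and 11.9 M in the RIP. The authors' mean normalised counts add up to 13.2 M for the polyA set and 7.07 M for the GAS5 set, above these estimates. For the ribodepleted EPB41L4A-AS1 and siSUB1 sets they add up to 23.6 and 7.46 M, within them. The cause of the gap was not tested. The depth of the CUT&RUN and SLAM-seq libraries cannot be read from the tables used.

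FPKM values were scaled between libraries by the median of ratios to the geometric mean, and genes were kept with a mean of at least 1 FPKM over the fitted libraries, an exonic length of at least 200 nt and no pseudogene label. Log2(FPKM + 0.5) was fitted by group with limma 3.58.1 (lmFit, then eBayes with trend and robust options) in R 4.3.3. All 9 polyA libraries shared 1 fit, and each ribodepleted set and the RIP had its own. P values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.41, the thresholds of the authors. DESeq2 was not run here, since the tables hold no counts. Gene groups were tested against all other genes with limma's camera, 2-sided, with a preset correlation of 0.01 between genes, and again with an estimated correlation. The 35 gene lists were written from general knowledge or from the paper and fixed before the data were examined, with the design, the alternatives and the rule for named genes. Lists taken from the paper were chosen by the study on these samples. RNA classes were tested in the same fit without the length limit. For the custom annotation 0.1 FPKM was added, and regions were kept from a mean of 0.2 FPKM. The TADs flanking EPB41L4A-AS1 were taken as the genes whose 5′ end lies from 2600000 bp upstream to 3100000 bp downstream of that of the lncRNA, as read by eye from Figure 2F. Peaks were assigned to a promoter when they overlapped the 5′ end of a gene by 1 bp within 1000 bp on either side. Correlations are Spearman's rho with permutation over genes, and groups of genes in the SLAM-seq table were compared by the difference of median log2 ratios with 100000 permutations of the group labels. GapmeR sites were searched on hg19 in the transcribed span of each gene, and a site was counted where at least 13 contiguous nt paired or where the whole sequence paired with at most 1 mismatch. Genes with and without a site were compared by permutation within deciles of gene length. Tables were handled with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

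The fits were tested on data simulated around each gene's mean with its fitted spread, with known changes of 3 sizes in 200 genes. A log2 change of 0.5 was called in 17.9% of genes in the polyA design for EPB41L4A-AS1 KD, 16.4% for EPB41L4A KD, 38.8% in the ribodepleted EPB41L4A-AS1 design, 20.9% for siSUB1, 19.4% for GAS5 and 4.48% for the RIP. A change of 1 was called in 79.1%, 80.6%, 83.6%, 74.6%, 73.1% and 62.7% in that order, and a change of 2 in at least 87.9% in each. Of all simulated calls, 2.99%, 6.43%, 3.27%, 10.3%, 12.0% and 7.56% were false, and of 200 unchanged gene sets per design at most 2% passed the threshold of 0.05. Genes were simulated as independent of each other. These draws therefore cannot say how camera with the preset correlation fares on genes that vary together.

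Genes named in the text were chosen by a rule with 5 parts: genes the paper names for that comparison; per comparison the 10 largest rises and 10 largest falls among called genes with a mean of at least 5 FPKM in which every treated library lies above, or below, every control library; up to 4 called members of each gene list with the largest moderated t; genes called in both KDs of the polyA set; and all kept genes in the flanking TADs. The genes and lists taken from the paper, and the first lines of its supplementary tables, had been seen with their values when the rule was written. A gene named outside this rule is marked where it appears.

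The alternatives tried were added constants of 0.1 and 1 FPKM, no filter beyond a mean above 0, a minimum of 5 FPKM, all lengths and gene types, no rescaling, the authors' deposited fold changes and p-values over the genes kept here, only the 2 groups compared in the polyA fit, an estimated correlation in camera, each library left out in turn, the replicate number as a block, other promoter windows, overlaps and peak thresholds, a window of 4 Mb for the TADs, LNA1 or the mean of both GapmeRs in SLAM-seq, and only narrow half-life intervals. 3 were added after the data were seen: the snoRNAs of the custom annotation in the 2 correlations of snoRNA changes, and libraries left out in turn for the genes shared by the 2 KDs of the polyA set.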

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

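In this part, the tests of why EPB41L4A-AS1 stood higher and of the response shared with GAS5 KD were chosen only after those results were seen.

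EPB41L4A-AS1 fell in the polyA KD libraries and rose in the ribodepleted libraries labelled EPB41L4A-AS1 KD, and a test of the difference between the 2 sets gave -1.75 on the log2 scale (standard error 0.25, adjusted p = 0.0245, limma fit of 15 libraries). A swap of labels is argued against by 474 genes of the 477 called in both sets that share their direction, reads of EPB41L4A counted for its antisense neighbor by the value of EPB41L4A itself (-0.43), and library scaling by the log2 fold change of 0.64 without rescaling. RNA fragments left downstream of a GapmeR site cannot be told apart from more whole transcripts, because gene values do not show where reads lie, the GapmeR of this set is not named beside it, and the intron part after SNORA13 had a fitted log2 fold change of 7.12 (standard error 0.80, adjusted p = 0.0101), which depends on the added constant since NT is listed at 0. A biological explanation that stays open is more transcription of the locus under a GapmeR, for which the SLAM-seq estimates (log2 ratios of synthesis 0.48 with LNA1 and 0.42 with LNA2) carry no test, and the estimated half-life goes against a higher level (log2 ratios of -0.18 with LNA1 and -1.08 with LNA2).

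Genes called in both the comparison labelled EPB41L4A-AS1 KD and GAS5 KD in ribodepleted RNA were mostly called in the same direction, with 312 higher and 197 lower in both where independent lists would share 83.8 and 81.0, and 11 and 49 in opposite directions. The tables argue against an equal response to every targeting GapmeR as the whole cause. These genes moved by a median of 0.14 in the shared direction after the EPB41L4A GapmeR (middle 50% from 0.01 to 0.34), but by 0.70 in polyA EPB41L4A-AS1 KD. This rests on the EPB41L4A GapmeR alone, and the 0.70 comes from the KD whose ribodepleted libraries chose these genes. A response to some GapmeR sequences and not others therefore cannot be told apart here. The tables also argue against a trend with gene length or level (median rho of 0.29 within 25 bins of both, against 0.28 over all 12887 genes). An effect of cell cycle, histone and p53 target genes alone cannot be told apart, since the 258 genes of those lists are too few among 12887 for their removal (rho of 0.26) to move the value, and the lists do not hold all such genes. A smaller general response to transfection may still be a part, since 76.0% of these genes went the shared way after the EPB41L4A GapmeR and 63.6% after SUB1 siRNA, and an effect of losing either lncRNA was not tested against other lncRNAs.

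Besides the lncRNA, 2 genes differed between the polyA and the ribodepleted comparison in the same test of the difference, out of 11481 genes tested. HMG20B, a subunit of a histone demethylase complex, had a difference of 1.35 (standard error 0.21, adjusted p = 0.0495), with 63.6 ± 8.16 to 88.4 ± 10.7 FPKM in polyA RNA and 92.3 ± 2.82 to 50.8 ± 11.7 FPKM in ribodepleted RNA (SD, n = 3 each). CUX1, a homeodomain transcription factor, had a difference of 1.41 (standard error 0.20, adjusted p = 0.0245), with 94.0 ± 22.2 to 134 ± 5.65 and 77.4 ± 0.851 to 42.0 ± 4.53 FPKM (SD, n = 3 each).

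For GAS5 KD the paper reports counts of genes, RNA classes and the fall of histone mRNAs, so the shift of the gene lists below is a signal outside the genes that it discusses there. DNA replication and S phase genes had a median log2 fold change of -1.29, mitosis and G2/M genes -1.22 and DNA repair genes -0.60 (2 higher and 33 lower of 55, 3 and 33 adjusted over the list alone, adjusted p = 1.79e-07 from camera, 0.0189 with an estimated correlation). Mitochondrial ribosomal protein genes had -0.37 (32 of 77 lower, none higher, adjusted p = 7.28e-11, 0.0250 estimated) and nucleolar ribosome biogenesis factors -0.23 (25 of 110 lower, none higher, adjusted p = 7.58e-05, 0.0365 estimated). The snoRNP core proteins and assembly factors had -0.42 (11 of 24 lower, none higher, adjusted p = 1.32e-04, 0.0398 estimated), RUVBL1 with -0.69 among them, and spliceosome genes -0.35 (26 of 69 lower, 2 higher, adjusted p = 4.79e-08, 0.0250 estimated), PPIH with -1.24 among them. The p53 target genes had 0.72 (28 of 44 higher, 2 lower, adjusted p = 1.25e-09, 0.0178 estimated), NF-kB and inflammatory genes 1.87 (15 of 18 higher, 1 lower, adjusted p = 2.28e-09, 0.0189 estimated), JAK/STAT pathway genes 0.64 (16 of 28 higher, none lower, adjusted p = 6.78e-05, 0.0250 estimated) and immediate early and AP-1 genes 1.81 (19 of 22 higher, none lower, adjusted p = 2.77e-11, 0.0250 estimated). EMT genes had 0.62 (47 of 98 higher, 9 lower, adjusted p = 2.13e-05, 0.0311 estimated), epithelial junction and adhesion genes 0.32 (17 of 39 higher, 2 lower, adjusted p = 2.90e-05, 0.0250 estimated), and the 6 tested of the EMT-T2 genes that the paper names 1.81 (6 higher, adjusted p = 4.53e-06, 0.0250 estimated), a list chosen by the study on other libraries of this series. The leukocyte markers CD14, CD68 and LYZ rose in the same libraries, by 3.07, 2.96 and 1.59.

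With 3 libraries against 3 there are 10 ways to split them, too few for a share under 0.05. In each of the 5 comparisons 1 split, the real one, gave the real count: 2104 for polyA EPB41L4A-AS1 KD (highest of the others 0), 6 for polyA EPB41L4A KD (0), 1058 for the ribodepleted comparison labelled EPB41L4A-AS1 KD (1), 30 for siSUB1 (0) and 4493 for GAS5 KD (0).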

How the results depend on the processing

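The snoRNAs of the custom annotation, and libraries left out for the genes shared by the 2 polyA KDs, were chosen as alternatives after the data were seen. A result counts as weaker when it keeps its sign and loses its threshold, and stronger when it keeps its sign and newly passes it. It counts as reversed when its sign turns and it passes the threshold as reported or in the alternative. A sign that turns where neither passes counts as the same. The snoRNA correlation with GAS5 KD is such a case (-0.097, and 0.060 with the authors' deposited values). A count is moved beyond 1.5 times, and the lncRNA rank beyond 1 SD. Over all alternatives, the 49 results that answer a comparison gave 532 values, of which 437 were the same, 26 weaker, 12 stronger, 56 moved and 1 reversed, and 731 results on single genes, lists and directions gave 10337 values, of which 9318 were the same, 861 weaker, 68 stronger, 88 moved and 2 reversed. At these depths single snoRNAs, introns and lncRNAs rest on few fragments. Stricter peaks, other promoter windows, the 4 Mb window, a pseudocount of 1 FPKM and the region pseudocounts 5 times larger or smaller changed none of the results. Where a result changed, the cause was not tested unless the alternative itself gives it (fewer libraries or other genes).

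Without a filter beyond a mean above 0, the calls were 1334 for polyA EPB41L4A-AS1 KD (2104 as reported), 538 for the ribodepleted comparison labelled EPB41L4A-AS1 KD (1058), 3 for siSUB1 (30) and 1334 for the RIP (3187), and the RIP targets (-0.06 to -0.13) and the promoter-bound genes (-0.10 to -0.085) passed the threshold. With a minimum of 5 FPKM, where genes below it gave no value and 657 results had one, EPB41L4A KD had 12 calls (6), siSUB1 56 and the TAD genes a median of -0.24 in place of -0.26, no longer past it. With 0.1 FPKM added EPB41L4A KD had 15 calls and shared 8 (3) with EPB41L4A-AS1 KD, with only the 2 groups compared it had 0, and the authors' deposited values gave 108 for it, 202 for siSUB1 and 50 shared genes. The rank of EPB41L4A-AS1 was 92.2 and 95.0 with minima of 0.1 and above 0 (74.3). With custom snoRNAs the correlations of snoRNA changes were 0.128 with siSUB1 (0.034) and -0.090 with GAS5 KD (-0.097), both past the threshold.

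With an estimated correlation in camera, the list calls numbered 16 in place of 78, those of RNA classes 3 in place of 9 and those of SNHG regions 0 in place of 5. The snoRNA, snRNA and histone medians of 0.48, 0.56 and -0.44 in the comparison labelled EPB41L4A-AS1 KD and of 0.52, 0.70 and -0.20 in siSUB1 became weaker, as did the SNHG regions (snoRNA 0.42, upstream 0.13 and downstream 0.15, and snoRNA 0.24 in siSUB1), while the promoter-bound genes (-0.10) passed. SNHG region calls were 3 with a minimum 5 times lower or 5 times higher and with no rescaling. The upstream part was weaker at 0.11, 0.15 and 0.15 in that order (adjusted p from 0.0647 to 0.0891), the downstream part at 0.12 with the lower minimum and 0.16 with no rescaling, and the upstream part in siSUB1 passed at 0.088 with no rescaling (0.11).

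In SLAM-seq the groups of genes by position that passed were 1 in place of 0 with LNA1, with the mean of LNA1 and LNA2 and with narrow half-life intervals only, and the SNHG groups 2 in place of 10 with narrow intervals. The synthesis of cis genes passed with the mean (-0.33, from -0.20), and the half-life of genes higher in polyA passed with LNA1 (-0.12) and the mean (-0.069, from -0.03). With narrow intervals the snoRNA synthesis difference was weaker (0.19, from 0.18). The snoRNA half-life difference reversed (-0.084 over 3 snoRNAs, from 0.46 over 76) and so did that of downstream introns (0.017, from -0.13). Of the 76 snoRNAs, 29 in NT and 28 with LNA2 have the longest half-life in the table, and what these do to the 0.46 was not tested.

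Leaving out single libraries, the calls ran from 865 (without EPB41L4A-AS1 KD replicate 1) to 2988 (without NT replicate 3) for polyA EPB41L4A-AS1 KD, with 1019, 1222 and 1272 without NT 1, NT 2 and KD 3. For EPB41L4A KD they ran from 0 (without NT 1 or any of its KD libraries) to 8, with 1 without EPB41L4A-AS1 KD 1, and the genes shared with EPB41L4A-AS1 KD from 0 (without NT 1, EPB41L4A-AS1 KD 1 or any EPB41L4A KD library) to 2, with 1 without NT 2, NT 3 or EPB41L4A-AS1 KD 2. For the ribodepleted comparison labelled EPB41L4A-AS1 KD they ran from 370 (without KD 2) to 1400 (without KD 3), with 605, 541, 502 and 523 without NT 1, NT 2, NT 3 and KD 1. For siSUB1 they ran from 2 to 5 (5, 3 and 4 without siNT 1, 2 and 3, and 2, 2 and 3 without siSUB1 1, 2 and 3), and for the RIP from 1720 (without input 1) to 3312. The SNHG region calls ran from 1 to 5 (3 without control 1, 1 without control 3 or treated 1), with medians from 0.089 to 0.16 upstream (weaker without KD 1 or any NT library) and 0.11 to 0.19 downstream (weaker without KD 1, NT 1 or NT 3) in the comparison labelled EPB41L4A-AS1 KD and 0.19 to 0.53 for snoRNA regions in siSUB1 (weaker without siNT 3 or siSUB1 1). After GAS5 KD snRNAs ran from -1.25 to -0.50 (past the threshold without KD 2 or NT 3) and snoRNAs from -0.43 (past it without KD 2) to 0.023. Without NT 3 the cytosolic ribosomal protein genes after EPB41L4A KD had a median of 0.0038 in place of 0.09, and camera placed them lower, far from the threshold. The other results that answer a comparison kept their side of the threshold, with 4023 to 4164 calls for GAS5 KD, 8 to 11 for RNA classes and 70 to 77 for lists, and medians of -0.36 to -0.18 for the TAD genes. In the RIP, leaving out a library leaves 1 in its group, which is assumed to vary like the others.

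The replicate numbers were also used as a replicate block, though nothing says that they pair the libraries. The calls were then 2263 for polyA EPB41L4A-AS1 KD, 7 for EPB41L4A KD, 1335 for the ribodepleted comparison labelled EPB41L4A-AS1 KD, 27 for siSUB1, 4285 for GAS5 KD and 3710 for the RIP, and of 751 results 736 were the same, 10 weaker and 5 stronger. In the ribodepleted comparison labelled EPB41L4A-AS1 KD each library correlated best with its own number (0.164, 0.0993 and 0.232), a hint from the data, and in the other sets of 3 not all did.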

Differences from the paper's values

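Each value below is set beside every alternative set before the data were examined, counted at the paper's thresholds where it states them.

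After EPB41L4A KD 6 genes were called, 1 higher and 5 lower, against the paper's 104, the paper's 36 and the paper's 68. Of 18 alternatives set before the data were examined only the authors' deposited values fall within these (108, with 37 higher and 71 lower), and the other 17 do not. Genes called after both polyA KDs numbered 1 higher and 2 lower, against the paper's 25 and the paper's 22, and of 7 alternatives only the authors' deposited values (26 and 24) fall within these.

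After siSUB1 20 genes were higher and 10 lower, against the paper's 243 and the paper's 154, and none of the 14 alternatives reaches these, the authors' deposited values (120 and 82) among them. With the ribodepleted libraries labelled EPB41L4A-AS1 KD, siSUB1 shared 1 higher and 2 lower genes, against the paper's 41 and the paper's 74, and the 1 alternative, the authors' deposited values, does not reach these either (11 and 21).

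The SUB1 CUT&RUN table held 521 peaks against the paper's 835, of which 173 lay at promoters against the paper's 418, and 22 genes had both a promoter peak and enrichment in the RIP against the paper's 56. None of the 4 alternatives (a stricter q, windows of 500 bp and 2 kb, and an overlap of 50%) reaches any of these. The RIP tables hold 2 libraries per group, where the legend of Figure 3 gives 3 replicates for all experiments.

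Over all genes the changes in the libraries labelled EPB41L4A-AS1 KD and after siSUB1 had a Spearman's rho of 0.123 against the paper's 0.138, and of 18 alternatives 2 fall within the error of it (without EPB41L4A-AS1 KD replicate 2 and without siSUB1 replicate 3), the other 16 not. Over snoRNAs it was 0.034 against the paper's 0.383, which none of the 18 alternatives reaches, nor do the snoRNAs of the custom annotation (0.128), chosen after the values were seen. Against GAS5 KD the snoRNA correlation was -0.097, where the paper's is about 0.069 in Figure 4—figure supplement 2F, read by eye, and of 18 alternatives only the authors' deposited values fall within the error of it.

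The paper takes the ribodepleted libraries labelled EPB41L4A-AS1 KD as depleted of that lncRNA, which is higher in them (0.62), while in the polyA libraries it is lower (-1.13). It has SUB1 mRNA reduced by the KD, which holds in polyA RNA (-1.05) and was not called in those ribodepleted libraries (-0.14). It has the exons of EPB41L4A reduced in the same libraries, where limma gave -0.43 (adjusted p = 0.0574), called without EPB41L4A-AS1 KD replicate 3 (-0.52) and in the authors' deposited values (-0.47), and the introns were called lower (-0.49, adjusted p = 0.0130). By RT-qPCR over IgG it finds DHX9, PSMD14 and EPB41L4A-AS1 precipitated with SUB1, where the sequenced RIP over input had DHX9 enriched (1.56) and neither PSMD14 (0.22, adjusted p = 0.349) nor EPB41L4A-AS1 (0.16, adjusted p = 0.625). It has RIP targets and genes with a SUB1 promoter peak lowered by EPB41L4A-AS1 KD, where camera gave medians of -0.06 and -0.10, neither past the threshold, and both past the threshold without a filter beyond a mean above 0, and the second also with an estimated correlation. By quartile of enrichment, the top one (-0.16, adjusted p = 0.00947) and the third (-0.08, adjusted p = 0.0419) were called lower with the preset correlation, and not with an estimated one (adjusted p = 0.138 each). The second value covers 174 tested genes of the 521 peaks, a smaller set than the paper's. It has the genes of the flanking TADs lower in synthesis, where the difference of -0.20 had an adjusted p of 0.0908 and passes with the mean of both GapmeRs (-0.33). It has introns beside snoRNAs raised by siSUB1, where those upstream had 0.11 (adjusted p = 0.158) and those downstream 0.08, neither called, the upstream ones passing with no rescaling (0.09). It names FOSB as raised, which lay under the minimum level and was not tested, while TIMP1, SOX9, JUNB, JUN and KLF4 were higher.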

Other observations

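Of the tests in this part, only that of proteasome genes after SUB1 siRNA was chosen after the result was seen.

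In ribodepleted RNA labelled EPB41L4A-AS1 KD, estrogen response genes stood lower as a list by camera with a preset correlation, with 11 of 34 lower and 1 higher (14 and 1 adjusted over the list alone, median log2 fold change of -0.34, adjusted p = 4.11e-06 from camera, 0.187 with an estimated correlation). The zinc transporter SLC39A6 fell from 267 ± 10.4 to 181 ± 10.4 FPKM (SD, n = 3 each, adjusted p = 0.00298) and the chemokine CXCL12 from 19.1 ± 1.06 to 10.6 ± 0.122 FPKM (SD, n = 3 each, adjusted p = 0.00156), while KCNK15 rose by 1.65. Of the luminal markers of MCF-7, KRT19, ESR1 and SPDEF fell (3 of 9 lower, none higher, adjusted p = 0.0132 for the list, 0.387 with an estimated correlation). Interferon-stimulated genes had 18 of 29 higher and none lower (19 and none adjusted over the list alone, median 0.92, adjusted p = 4.27e-15, 0.187 with an estimated correlation), with ISG15, a ubiquitin-like protein, going from 5.96 ± 0.773 to 21.9 ± 2.18 FPKM (SD, n = 3 each, adjusted p = 0.00106) and IRF9 rising by 1.67. In polyA RNA, mitochondrially encoded genes had 4 of 13 higher and none lower (9 and none adjusted over the list alone, median 0.57, adjusted p = 0.00143, 0.478 with an estimated correlation), MT-ND5 with 0.73 among them, while nuclear-encoded respiratory chain genes had 6 of 83 lower and 2 higher (median -0.16, adjusted p = 0.0329, 0.536 with an estimated correlation).

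After GAS5 KD, genes of the integrated stress and unfolded protein responses split, with 18 of 33 higher and 4 lower (18 and 4 adjusted over the list alone, median 0.69, adjusted p = 0.00101 from camera, 0.113 with an estimated correlation). The stress transcription factor ATF4 rose from 116 ± 2.55 to 220 ± 17.2 FPKM (SD, n = 3 each, adjusted p = 2.50e-05) and the phosphatase subunit PPP1R15A, which ends this response, by 1.93, while the chaperone calreticulin, CALR, fell by 0.88. The lncRNA UCA1 rose from 0.326 ± 0.321 to 39.1 ± 4.28 FPKM (SD, n = 3 each, adjusted p = 4.14e-06). Among reference genes TUBA1B, TUBB and HPRT1 fell by 1.31, 1.06 and 0.67 and B2M rose by 1.47. After SUB1 siRNA, estrogen response genes had a median of -0.23 with no single call (7 of 32 lower and 2 higher adjusted over the list alone, adjusted p = 3.69e-07 from camera, 0.263 with an estimated correlation), and nucleolar ribosome biogenesis factors one of -0.13 (adjusted p = 2.85e-06, 0.263 with an estimated correlation). After EPB41L4A KD, immediate early and AP-1 genes had a median of 0.31 with no single call (3 of 23 higher adjusted over the list alone, adjusted p = 5.71e-06, 0.535 with an estimated correlation).

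Genes with a partial match of the GapmeR LNA2 in their transcribed span were more often lower after EPB41L4A-AS1 KD than genes without one, and a direct effect of the GapmeR on these transcripts is a candidate explanation for their falls. In polyA RNA 22 of 62 genes with a site were lower and 1 higher (35.5% lower against 7.96% of genes without), and in ribodepleted RNA 22 of 73 were lower and none higher (30.1% against 3.43%). These shares are not matched by length, and sites of other oligonucleotides also went with more falls. Negative control B had 25.5% against 8.03% in polyA RNA and 15.7% against 3.53% in ribodepleted RNA. LNA1 had 14.6% against 8.08% and 8.16% against 3.6%, and the EPB41L4A GapmeR 13.6% against 8.09% and 14.8% against 3.55%. Within deciles of gene length, genes with an LNA2 site stood lower by a mean of -0.30 and -0.24 (permutation p = 1e-05 each, the smallest that 100000 resamples can give, adjusted p = 1e-04), and in SLAM-seq their synthesis with LNA2 relative to LNA1 by -0.29 (59 genes, permutation p = 0.00321, adjusted p = 0.00642). The same genes had differences of -0.06 after EPB41L4A KD (permutation p = 0.0689), 0.00 after SUB1 siRNA and -0.05 after GAS5 KD, sites of LNA1 had -0.04 in polyA RNA (p = 0.517) but 1.62 in the SLAM-seq ratio of LNA2 over LNA1 (39 genes, p = 1e-05), and those of negative control B -0.09 in both (p = 0.130 and 0.0545). Most called genes hold no such site, so a share of the response is left open to the loss of the lncRNA or to later effects, which the design does not separate.

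Proteasome subunit genes stood higher after SUB1 siRNA, with 32 of 36 above 0, a median of 0.34, 4 called higher (PSMA1, PSMB4, PSMD11 and PSMD13, chosen after their values were seen) and PSMD3 called lower (p = 2.94e-17 from camera, 0.0213 with an estimated correlation). The hypothesis that lower SUB1 goes with higher proteasome genes was then tested in polyA EPB41L4A-AS1 KD, where SUB1 also fell. There their median was -0.28, with 1 higher and 4 lower of 35 (p = 9.69e-04, 0.359 with an estimated correlation), so it was not borne out in that comparison.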
